# Investigation into Molecular Brain Aging in Senescence-Accelerated Mouse (SAM) Model Employing Whole Transcriptomic Analysis in Search of Potential Molecular Targets for Therapeutic Interventions

**DOI:** 10.3390/ijms241813867

**Published:** 2023-09-08

**Authors:** Michitaka Fujiwara, Farhana Ferdousi, Hiroko Isoda

**Keywords:** SAMP8, cognitive aging, neurogenesis, synapse, neurometabolism, neuroinflammation

## Abstract

With the progression of an aging society, cognitive aging has emerged as a pressing concern necessitating attention. The senescence-accelerated mouse-prone 8 (SAMP8) model has proven instrumental in investigating the early stages of cognitive aging. Through an extensive examination of molecular changes in the brain cortex, utilizing integrated whole-genome transcriptomics, our principal aim was to uncover potential molecular targets with therapeutic applications and relevance to drug screening. Our investigation encompassed four distinct conditions, comparing the same strain at different time points (1 year vs. 16 weeks) and the same time point across different strains (SAMP8 vs. SAMR1), namely: physiological aging, accelerated aging, early events in accelerated aging, and late events in accelerated aging. Focusing on key functional alterations associated with aging in the brain, including neurogenesis, synapse dynamics, neurometabolism, and neuroinflammation, we identified candidate genes linked to these processes. Furthermore, employing protein–protein interaction (PPI) analysis, we identified pivotal hub genes involved in interactions within these functional domains. Additionally, gene-set perturbation analysis allowed us to uncover potential upstream genes or transcription factors that exhibited activation or inhibition across the four conditions. In summary, our comprehensive analysis of the SAMP8 mouse brain through whole-genome transcriptomics not only deepens our understanding of age-related changes but also lays the groundwork for a predictive model to facilitate drug screening for cognitive aging.

## 1. Introduction

In recent years, the steady rise in average life expectancy has brought about a decline in various physiological functions during old age, posing significant challenges to daily life and leading to the onset of diseases [1]. Among the organs affected, the brain stands out as one of the most vital and susceptible to age-related deterioration. Recent studies have elucidated multiple manifestations of brain dysfunction associated with aging, including diminished neuronal activity, loss of neuronal circuits, reduced synaptic plasticity, mitochondrial dysfunction, metabolic disturbances, and heightened neuroinflammatory responses [2,3,4,5]. These types of age-related brain dysfunctions have been closely linked to cognitive impairments collectively termed “cognitive aging” [6]. The advent of an aging society has fueled a surge of interest in cognitive aging, prompting extensive research at both genetic and cellular levels. While numerous biomarkers associated with cognitive aging have been identified, it remains challenging to establish a unified definition due to its multifactorial nature [7].

Simultaneously, extensive endeavors have been undertaken to explore drug discovery and development strategies, specifically focusing on cognitive aging [8,9]. However, despite substantial research efforts, pharmacological interventions have mainly demonstrated symptom alleviation without effectively targeting the underlying pathophysiological mechanisms of cognitive decline. Moreover, the clinical success of such interventions has been impeded by adverse side effects, limitations posed by the blood-brain barrier, and issues related to bioavailability. Therefore, in recent years, there has been a notable upsurge in interest surrounding the utilization of natural compounds as potential therapeutics. These compounds offer prolonged holistic effects and exhibit minimal toxicity, making them viable options for both preventive and therapeutic measures. Many of these bioactive compounds possess neurotrophic and neuroprotective properties, targeting essential biological pathways involved in cognition. While a significant number of promising bioactive compounds with favorable cognitive effects have been identified, a key challenge lies in the scarcity of studies employing a unified prediction model within this field, particularly considering the inherent multi-target potential of these compounds.

The senescence-accelerated mouse-prone 8 (SAMP8) mouse model, developed by Professor Takeda and colleagues at the Department of Pathology, Chest Disease Research Institution, Kyoto University, exhibits an early onset of cognitive aging characterized by impairments in learning and memory [10,11]. SAMP8 is one of the strains within the broader senescence-accelerated mouse (SAM) model, which comprises both SAMP (senescence-accelerated mouse-prone) and SAMR (senescence-accelerated mouse-resistant) strains. While SAMP strains undergo an accelerated aging process, SAMR1 strains experience a normal aging process [12]. Recent studies have revealed age-related morphological changes in SAMP8, including abnormal glial responses, increased phosphorylated tau levels, and early accumulation of amyloid in the hippocampus [13,14]. These characteristics are thought to contribute to cognitive dysfunction, making SAMP8 an excellent animal model for studying age-related cognitive decline.

Numerous valuable studies have shed light on the age-related alterations in the brain of the SAMP8 mouse model. Some investigations have focused on comparing SAMP8 with SAMR1 strains at the same time point [15,16], while others have examined the time-based comparisons within the same SAMP8 strain (e.g., 12 months vs. 6 months) [17]. However, there is a dearth of studies that integrate both the comparison of the same SAMP8 strain at different time points and the comparison of different strains (SAMP8 vs. SAMR1) at the same time point. Employing this integrated approach may provide a more comprehensive understanding of the age-related changes occurring in the brain of the SAMP8 mouse model.

In our current investigation, our primary objective entailed the establishment of a predictive model for cognitive aging through an exploration of the underlying mechanisms involved in age-related changes in the brain cortex of the SAMP8 mouse. Leveraging transcriptomics analysis, we conducted comparative analyses across two distinct dimensions, encompassing the comparison of the same strain at different time points (1 year vs. 16 weeks) to assess both physiologic and accelerated changes of aging and the comparison of different strains (SAMP8 vs. SAMR1) at the same time point to capture the evolving early and late events within the SAMP8 model. Our study aimed to provide a valuable foundation for a predictive model that may effectively elucidate the intricate processes associated with cognitive aging while simultaneously serving as a suitable tool for screening potential biomolecules targeting multifaceted aspects of cognitive aging.

## 2. Results

### 2.1. Characterization of Gene Expression Profiles in SAMR1 and SAMP8 Mice

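The data behind this experiment were 8 microarrays, 2 from each of 4 groups: cerebral cortex of male SAMR1 mice, the senescence-resistant control strain, and of SAMP8 mice, the senescence-accelerated strain, at 16 weeks and at 1 year. The genotype label of the 4 SAMP8 samples reads SAMR8, and these samples were grouped by their titles and the paper. The arrays were MG-430 PM strips of the GeneAtlas system, which measure each transcript with 1 or several probe sets, and the authors summarised them by RMA as log2 signals. All 45037 probe sets left after removal of 40 control probe sets were fitted together by limma, with 1 spread per probe set shared by the 4 groups. Physiological aging compared 1 year with 16 weeks in SAMR1, accelerated aging compared the same ages in SAMP8, and early and late events compared SAMP8 with SAMR1 at 16 weeks and at 1 year. A gene's value is that of its probe set with the smallest p, the value of a gene list comes from the brightest probe set of each member, and changes are called at an adjusted p under 0.05. The correlation between the 2 arrays of a group was 0.995 in SAMR1 at 16 weeks, 0.9981 in SAMR1 at 1 year, 0.9963 in SAMP8 at 16 weeks and 0.9978 in SAMP8 at 1 year, and arrays of different groups correlated at 0.99 to 0.9962. Array medians lay between 4.32 and 4.36. Nothing in the labels ties the replicate numbers to separate litters or days, so the p-values measure only the spread between these arrays.
Genes of tissues next to the cortex differed between arrays of one group. *Ttr*, the transthyretin gene of the choroid plexus, had a log2 signal of 11.82 in SAMR1 16 weeks replicate 1 and 8.29 in replicate 2, of 12.12 in both SAMR1 1 year arrays, of 7.81 and 8.45 in SAMP8 at 16 weeks, and of 12.00 and 11.35 in SAMP8 at 1 year. *Pmch*, which encodes a hypothalamic neuropeptide precursor, was at 7.21 and 4.93 in the SAMR1 16 weeks arrays and between 3.56 and 3.76 in all others. The vasopressin gene *Avp* was at 4.96 and 6.53 in the same pair of arrays and between 3.29 and 3.61 elsewhere. *Drd1*, the dopamine receptor of striatal neurons, was at 6.70 in SAMR1 16 weeks replicate 1, while the other arrays lay between 8.07 and 8.57, and *Tcf7l2*, a transcription factor of thalamic neurons, was highest there at 6.79. *Cdhr1*, a cadherin of the olfactory bulb, was at 6.87 in SAMP8 16 weeks replicate 1 and 7.23 in SAMP8 1 year replicate 2, against 4.63 to 5.26 in the other arrays. These marker genes were picked for display after their values were seen, from lists fixed earlier. The paper's tables, which name some of them, had been read before the lists were written.

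**Figure D1:**
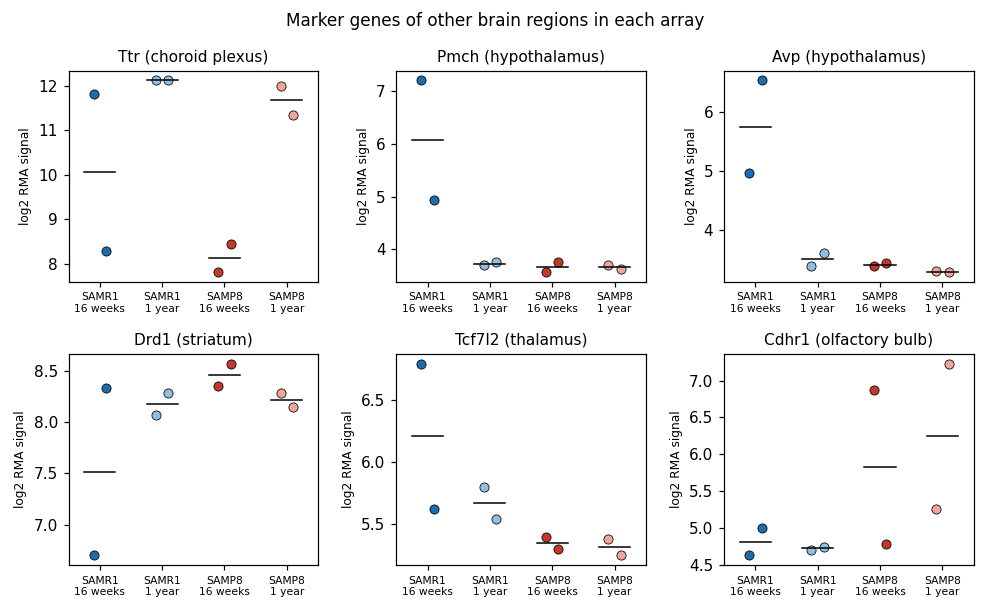
Log2 RMA signal (vertical axis) of 6 marker genes of other brain regions in each of the 8 arrays, by group (horizontal axis). Points are single arrays, replicate 1 to the left, and lines are group means of 2 arrays; *Ttr* spans 8.29 to 11.82 within SAMR1 at 16 weeks.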

We performed whole-genome RNA microarray analysis to investigate the changes of brain functions with aging at the molecular level in four conditions (physiological aging, accelerated aging, early events in accelerated aging, and late events in accelerated aging). Please refer to Table 1 for a summary of the comparisons performed.

We observed the differential expression of gene symbols in different conditions. Specifically, we identified 6230 gene symbols as differentially expressed in physiological aging, 4812 gene symbols in accelerated aging, 1759 gene symbols in early events in accelerated aging, and 2851 gene symbols in late events in accelerated aging. 

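With aging in SAMR1, 1183 probe sets rose and 1283 fell at an adjusted p under 0.05 from limma, together 2466 probe sets of 1936 genes. In SAMP8, 1020 rose and 1263 fell with age, which made 2283 probe sets of 1822 genes. Between the strains, 319 probe sets were higher and 235 lower in SAMP8 at 16 weeks (554, of 403 genes), and 163 were higher and 147 lower at 1 year (310, of 223 genes). At the study's threshold of an unadjusted p under 0.05 and a fold above 1.1, the probe sets that passed carried 7129, 7081, 4306 and 2385 gene symbols in physiological aging, accelerated aging, early events and late events. A gene with several probe sets could pass in both directions at that threshold, as 575, 584, 151 and 63 symbols did. An unadjusted p under 0.05 was reached by 10574, 10439, 6293 and 3412 probe sets, against the 2252 that chance alone gives in each comparison. The test of whether the age change differed between the strains called 1 probe set, and 3116 reached an unadjusted p under 0.05.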

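Single arrays moved these counts. The 2466 probe sets of physiological aging became 19 without SAMR1 1 year replicate 1, 74 without SAMR1 1 year replicate 2 and 1222 without either SAMP8 1 year array. For accelerated aging the 2283 became 23 without SAMP8 16 weeks replicate 2, 857 without SAMP8 16 weeks replicate 1, 21 and 5 without SAMP8 1 year replicates 1 and 2, 814 without either SAMR1 1 year array and 3671 without either SAMR1 16 weeks array. Early events counted 353 without SAMR1 16 weeks replicate 1, 1128 without SAMR1 16 weeks replicate 2, 303 without either SAMR1 1 year array, 195 and 172 without SAMP8 16 weeks replicates 1 and 2, and 332 without either SAMP8 1 year array. Late events counted 104 and 109 without SAMR1 1 year replicates 1 and 2, and 150 and 109 without SAMP8 1 year replicates 1 and 2. Late events at the study's threshold went to 1451 symbols without SAMR1 1 year replicate 1. Where an array is left out, its group holds a single array that is assumed to vary like the others. A limma fit of only the 4 arrays of a comparison called 0 probe sets in physiological aging, 1355 in accelerated aging, 120 in early events and 339 in late events. A plain t-test on those 4 arrays, which the paper's methods do not name, called 0 by adjusted p in each comparison. It had 5744, 6233, 3199 and 3469 probe sets at an unadjusted p under 0.05.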

The top 10 up- and downregulated differentially expressed genes (DEGs) and related biological functions in all four conditions are given in Table 2 and Table 3.

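The largest rise with age in SAMR1 was that of *Hnrnpab*, an RNA-binding protein gene, at 10.87 ± 0.22 against 8.89 ± 0.40 (SD, n = 2 arrays each) in log2 signal at 1 year and 16 weeks, a log2 fold change of 1.97 (standard error 0.23, adjusted p = 0.00811). *Lrrtm2*, which encodes a postsynaptic adhesion protein, rose by a log2 fold change of 1.54 (standard error 0.13, adjusted p = 0.00434), *Ano3*, of the anoctamin family, by a log2 fold change of 1.52 (standard error 0.12, adjusted p = 0.00355) and *Zcchc24* by a log2 fold change of 1.39 (standard error 0.09, adjusted p = 0.0025). The regulatory subunit gene of PI3 kinase, *Pik3r1*, rose (1.76, standard error 0.13, adjusted p = 0.00321), and so did *Rasgrp1*, a Ras exchange factor (1.41, standard error 0.14, adjusted p = 0.00563), *Klhl24* (1.35, standard error 0.22, adjusted p = 0.0161), the dendritic microtubule protein gene *Map2* (1.28, standard error 0.19, adjusted p = 0.0144) and *Etnk1*, an ethanolamine kinase (1.34, standard error 0.12, adjusted p = 0.00434). Among the falls were *Pmch* (−2.35, standard error 0.56, adjusted p = 0.049), *Fjx1* (−1.21, standard error 0.13, adjusted p = 0.00681), *Nell2* (−1.09, standard error 0.12, adjusted p = 0.00747), the vesicular glutamate transporter gene *Slc17a6* (−1.06, standard error 0.25, adjusted p = 0.0489) and the immediate early gene *Junb* (−0.97, standard error 0.21, adjusted p = 0.0394). *Slc17a6* was at 8.04 and 7.05 on the SAMR1 16 weeks arrays and between 6.37 and 6.76 on the others. *Pmch*, at 7.21 and 4.93 on that pair, differed within it too, as did the markers of other regions shown above. On the brightest probe set of the gene, the log2 fold change was 0.03 for *Pik3r1*, −0.07 for *Rasgrp1*, −0.06 for *Map2*, −0.07 for *Etnk1*, 0.15 for *Klhl24* and 0.00 for *Fjx1*. *Npas4* (−1.20, adjusted p = 0.0545) and the calcium-binding protein gene *Cabp7* (−1.08, adjusted p = 0.0969) did not pass. Of the 17 calls among 19 genes tabulated for physiological aging, 15 remained without SAMR1 16 weeks replicate 2, 3 without SAMR1 1 year replicate 1, 5 without SAMR1 1 year replicate 2, 14 without either SAMP8 16 weeks array and 15 without either SAMP8 1 year array.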

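In SAMP8, *Btg2*, an antiproliferative early response gene, rose with age by a log2 fold change of 1.52 (standard error 0.26, adjusted p = 0.0222), the vascular early gene *Apold1* by a log2 fold change of 0.87 (standard error 0.12, adjusted p = 0.0142), the cytochrome *Cyp2c29* by a log2 fold change of 0.82 (standard error 0.10, adjusted p = 0.0132) and *Itih3* by a log2 fold change of 0.70 (standard error 0.15, adjusted p = 0.0379). *Homer1*, a scaffold gene of the postsynapse, rose on its probe set of smallest p in SAMR1 (0.61, standard error 0.11, adjusted p = 0.0218), and in SAMP8 another of its 6 probe sets fell (−1.82, standard error 0.35, adjusted p = 0.0292). *Slc23a2*, a vitamin C transporter (−1.14, standard error 0.16, adjusted p = 0.0165), the chaperone gene *Hspa4* (−1.06, standard error 0.11, adjusted p = 0.00916), *Swi5* (−1.01, standard error 0.12, adjusted p = 0.0126) and *Rab4a*, of endosome recycling (−1.01, standard error 0.17, adjusted p = 0.0215), fell in SAMP8. On its brightest probe set *Hspa4* had a log2 fold change of −0.18, *Rab4a* of −0.56, *Homer1* of −0.48 and *Btg2* of 0.66. *Ttr* had a log2 fold change of 3.99 that did not pass (standard error 0.96, adjusted p = 0.0515). Of the 17 calls among 19 genes tabulated for accelerated aging, 13 remained without either SAMR1 1 year array, 12 without SAMP8 16 weeks replicate 1, 2 without SAMP8 16 weeks replicate 2 and 0 without either SAMP8 1 year array. The test of whether the age change differed between the strains called neither *Btg2* nor *Apold1*.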

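Between the strains, the largest differences were those of single genes at both ages. The trypsin-like protease gene *Prss22* was higher in SAMP8 at 16 weeks, 7.36 ± 0.18 against 5.10 ± 0.25 (SD, n = 2 arrays each), and at 1 year, 7.20 ± 0.06 against 4.68 ± 0.04. *Galc*, the lysosomal enzyme of galactolipid breakdown, was higher by a log2 fold change of 2.60 (standard error 0.11, adjusted p = 2.88e-05) at 16 weeks and a log2 fold change of 2.43 (standard error 0.11, adjusted p = 4.45e-05) at 1 year, while another of its 3 probe sets was lower at 16 weeks (−0.39, adjusted p = 0.0353). *Mela*, a melanoma antigen gene, was higher by 4.30 and 4.45 on the log2 scale (standard errors 0.58 and 0.58), and its brightest probe set was at 1.45 and 2.31. The call of *Mela* ended at 16 weeks without SAMP8 16 weeks replicate 2 and at 1 year without either SAMP8 1 year array. *Soga3* was higher (2.16, standard error 0.11, adjusted p = 5.62e-05) at 1 year, and *Dctn3*, a dynactin subunit, was higher by 1.48 and 1.49 at the 2 ages. For the imprinted zinc finger gene *Peg3*, one probe set was lower in SAMP8 (−2.64, standard error 0.11, adjusted p = 2.75e-05) at 16 weeks, while the brightest probe set of the gene had a log2 fold change of −0.08, and at 1 year these were −2.30 and 0.12. Probe sets also differed for *Vps41*, of vesicle fusion (2.35, standard error 0.11, adjusted p = 4.73e-05), whose brightest probe set was at 0.15, for *Pigo*, of GPI anchor synthesis (2.13, standard error 0.08, adjusted p = 2.26e-05), at 0.05, for the segregase gene *Vcp* (−1.85, standard error 0.15, adjusted p = 9.38e-04), at 0.01, and for the poly(A) polymerase gene *Papola* (−1.82, standard error 0.13, adjusted p = 4.75e-04), at 0.00. *Ppp1r1a*, a phosphatase inhibitor, has 1 probe set and was lower at 16 weeks (−1.66, standard error 0.12, adjusted p = 6.31e-04) and at 1 year (−1.70, standard error 0.12, adjusted p = 5.51e-04). The kinesin gene *Kif5b* (−1.89, standard error 0.10, adjusted p = 9.58e-05) was lower on 1 of its probe sets at 16 weeks, where its brightest was at −0.05. Of the 17 calls among the genes tabulated for early events, 16 remained without SAMR1 16 weeks replicate 1, 15 without either SAMR1 1 year array, 15 without either SAMP8 16 weeks array and 15 without either SAMP8 1 year array, and of the 18 for late events, 16 remained without either SAMR1 1 year array, 16 without either SAMP8 16 weeks array, 17 without SAMP8 1 year replicate 1 and 16 without SAMP8 1 year replicate 2.

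**Figure D2:**
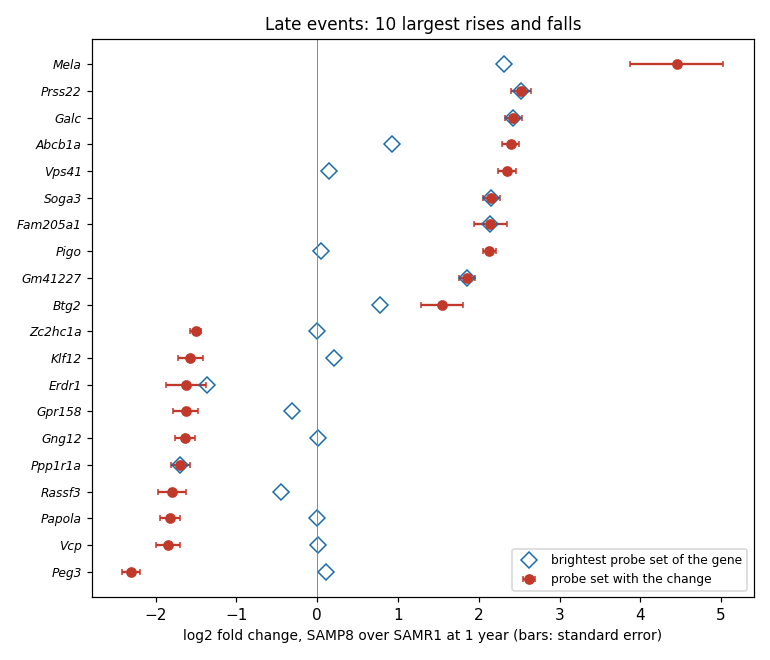
Log2 fold change of SAMP8 over SAMR1 at 1 year (horizontal axis) for the 10 largest rises and 10 largest falls (vertical axis, gene symbols). Filled points with standard error bars are the probe set that was called, and open diamonds are the brightest probe set of the same gene, which for *Peg3* lies at 0.12 beside −2.30.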

The volcano plots provide the representation of the DEGs across four conditions, showcasing the top 10 most significantly expressed genes (Figure 1a). The upregulated DEGs are represented by red dots, while downregulated DEGs are represented by green dots. 

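Most of the called changes with age were small, with 1991 of 2466 called probe sets in physiological aging and 1900 of 2283 in accelerated aging under a fold of 1.5, against 288 of 554 in early events and 99 of 310 in late events. The median size of the log2 fold change among called probe sets was 0.42 in physiological aging, 0.41 in accelerated aging, 0.56 in early events and 0.70 in late events. Changes above a fold of 2 numbered 35 up and 12 down in physiological aging, 23 and 13 in accelerated aging, 51 and 41 in early events, and 59 and 33 in late events. Of all called probe sets, 48.0%, 44.7%, 57.6% and 52.6% were upward in these comparisons. With each array centred on its median, the upward share in accelerated aging became 33.9% of 2512 probe sets. Both arrays of one group lay above both arrays of the other for every called probe set. Over all probe sets tested this was so for 52.4% in physiological and accelerated aging, 37.5% in early events and 38.6% in late events, where chance gives 33.3%. The median SD between the 2 arrays of a group was 0.06 in both 16 weeks groups and 0.05 in both 1 year groups. In physiological aging 28 genes had probe sets called in both directions, in accelerated aging 32, and in early and late events 3 each.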

The distribution of fold changes in up- and downregulated genes is shown in the bar graph (Figure 1b).

The Venn diagram (Figure 1c) illustrates the distribution of unique and shared genes across the four conditions. We identified 2329, 1439, 396, and 763 unique DEGs in physiological aging, accelerated aging, early events in accelerated aging, and late events in accelerated aging, respectively. Additionally, we identified 166 DEGs that were common to all four conditions. Furthermore, we conducted an analysis to identify the top gene ontology (GO) keyword terms enriched by gene sets from the unique DEGs in each condition (transport, transcription, apoptosis, mitosis, cell cycle) as well as the common gene set across all four conditions (UbI conjugation pathway, neurogenesis, and autophagy) (Figure 1c).

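At the study's threshold, 1565 gene symbols passed in physiological aging alone, 1543 in accelerated aging alone, 661 in early events alone and 291 in late events alone, and 2452 passed in both aging comparisons and in neither strain comparison. With limma's adjusted p in place of that threshold, 1422, 1255, 196 and 52 probe sets passed in a single comparison, 900 in both aging comparisons alone and 172 in both strain comparisons alone. *Sparc*, a matricellular protein gene made by astrocytes and vessels, passed in 2 comparisons. On its brightest probe set it fell in SAMR1 with age (−0.57, standard error 0.10) and was lower in SAMP8 than in SAMR1 at 16 weeks (−0.56, standard error 0.10), and another probe set of *Sparc* was at −1.02 and −0.72. The vasoactive intestinal peptide gene *Vip* passed in 2 as well, accelerated aging, where it fell (−0.63, standard error 0.08), and early events. Passing in 1 comparison and not in another is no test of a difference between them.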

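Gene symbols that passed the study's threshold in all 4 comparisons numbered 564. The comparisons share groups of arrays, so unchanged data were simulated for the same design. They gave 75.24 such symbols on average and at most 95 in 100 draws, and 4 independent lists of these sizes would share 59. The simulated noise was independent between probe sets and held no age or strain effect. Shifts that many genes of an array share were not simulated, so these counts do not cover them. With limma's adjusted p, 15 probe sets were called in all 4. *Hspa5*, the main chaperone of the endoplasmic reticulum, rose with age in SAMR1 (0.59) and fell in SAMP8 (−0.53), and was higher in SAMP8 at 16 weeks (0.52) and lower at 1 year (−0.59). *Xbp1*, the transcription factor of the unfolded protein response, took the same course, at 0.43, −0.31, 0.33 and −0.41. *Rgs5*, a regulator of G protein signaling found in pericytes, was higher in each comparison (0.53, 0.65, 1.08 and 1.21). *Pank3*, of coenzyme A synthesis, rose with age (0.52 and 0.59) and was lower in SAMP8 (−0.84 and −0.77), while *Ift122*, of cilium transport, was lower throughout (−0.41, −0.38, −0.60 and −0.57). *Pank3* lies between *Slit3* and *Fbll1*, which were also called between the strains. Without SAMR1 1 year replicate 1 the 564 symbols became 306, without SAMP8 1 year replicates 1 and 2 they became 353 and 340.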

Our findings indicate that a considerable number of DEGs and biological functions are shared among the four conditions (Figure 1d). 

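Many probe sets changed the same way with age in both strains. Of the called probe sets, 459 rose and 470 fell in both physiological and accelerated aging and 15 went in opposite directions, where independent lists would share 26.8 upward and 36 downward. Over the brightest probe sets of 19761 genes the log2 fold changes of the 2, which share no array, correlated at 0.598, against −0.002 in simulated unchanged data. SAMP8 differed from SAMR1 in part the same way at both ages, with 116 probe sets higher and 96 lower in both, 4 in opposite directions, and 1.2 and 0.8 for independent lists. That correlation was 0.404 (covariance 0.0086), against −0.001 in simulation. Independent lists are a low reference for both overlaps, because the fit shares 1 spread per probe set. At the study's threshold, physiological and accelerated aging shared 2388 upward and 2643 downward probe sets, against 57 and 56.6 in simulation. Early and late events shared 617 and 585, against 55.9 and 56.2. Comparisons with a shared group are correlated without any effect. Physiological aging and early events share the SAMR1 16 weeks arrays, and correlated at 0.293 where simulation gave 0.501, with a covariance of 0.0084 against 0.004. Accelerated aging and early events share the SAMP8 16 weeks arrays with opposite sign, at −0.281 against −0.501. For physiological aging and late events the values were −0.215 and −0.5, and for accelerated aging and late events 0.182 and 0.5, with a covariance difference of 3e-04. Leaving out 1 array moved these 4 correlations by over 1.5 times, the first to 0.504 without SAMR1 16 weeks replicate 2, the second to −0.444 without SAMP8 16 weeks replicate 1, the third to −0.357 without SAMR1 1 year replicate 2 and −0.141 without SAMP8 1 year replicate 2, and the fourth to 0.305 without SAMP8 1 year replicate 1. Each correlation runs across probe sets, which are not independent replicates, while the simulated noise was independent between them. For the 4 pairs that share a group, part of the overlap may come from the shared arrays, which are too few to be split. Of the 40 control probe sets, 37.5% reached an unadjusted p under 0.05 for age averaged over both strains, against 33.2% of all probe sets. Of the 40, 38 were lower at 1 year, and their median log2 change was −0.07.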

Notably, functional overlaps were more prominent than overlaps in the specific DEGs identified in each condition.

### 2.2. Overview of Biological Events in SAMR1 and SAMP8 Mice

Next, we performed biological process gene ontology (GOBP) analysis in four conditions and identified significantly enriched parent GOBP terms. The developmental process (GO:0032502), regulation of biological process (GO:0050789), positive regulation of biological process (GO:0048518), negative regulation of biological process (GO:0048519), biological regulation (GO:0065007), metabolic process (GO:0008152), response to stimulus (GO:0050869), and immune system process (GO:0002376) were significantly enriched (Figure 2a).

Next, we performed an enrichment analysis of hallmark gene sets using MSigDB in four conditions. We identified many developmental-, metabolism-, and inflammation-related hallmark gene sets that were significantly enriched, such as mitotic spindle, epithelial mesenchymal transition, hypoxia, interferon gamma response, and adipogenesis (Figure 2b, Supplementary File S1).

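The lists tested here are not the paper's hallmark gene sets, whose enrichment was not recomputed. Of genes of mitosis, a list fixed before the data were examined, 3 of 27 rose, 0 fell and 24 did not pass the test (3 rose and 0 fell when adjusted over the list alone) with age in SAMR1, and 3 of the 27 pass the filter on dim probe sets. *Cdc20*, an activator of the anaphase-promoting complex, rose (0.47, standard error 0.07), as did the mitotic kinase gene *Aurkb* (0.45, standard error 0.09) and the spindle motor gene *Kif11* (0.33, standard error 0.06). The list had a median log2 fold change of 0.04, set above the other genes by camera (adjusted p = 0.0333, and adjusted p = 0.509 with an estimated correlation). In SAMP8 with age *Cenpe*, a kinetochore motor, rose (0.29, standard error 0.06), and 1 of 27 rose, 0 fell and 26 did not pass the test (1 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.06 (adjusted p = 0.106 from camera). Between the strains 0 of 27 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 1 down at an unadjusted p under 0.05) at 16 weeks (median log2 fold change 0.03, adjusted p = 0.346), and 0 of 27 passed limma's adjusted test, and 0 when adjusted over the list alone (1 up and 1 down at an unadjusted p under 0.05) at 1 year (median log2 fold change 0.01, adjusted p = 0.968). The call in physiological aging ended at an adjusted p of 0.0706 without SAMP8 1 year replicate 1, 0.0708 without SAMP8 1 year replicate 2, 0.416 without SAMR1 1 year replicate 1, 0.139 without SAMR1 1 year replicate 2, 0.0564 without SAMR1 16 weeks replicate 1 and 0.0695 without SAMR1 16 weeks replicate 2.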

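For genes of the extracellular matrix and epithelial mesenchymal transition, 0 of 35 rose, 1 fell and 34 did not pass the test (0 rose and 1 fell when adjusted over the list alone) in physiological aging, where the fall was that of *Sparc*, with a median log2 fold change of −0.05 (adjusted p = 0.682 from camera), while the mean was −0.02 and the test pointed up, a difference in sign. In accelerated aging 2 of 35 rose, 0 fell and 33 did not pass the test (2 rose and 0 fell when adjusted over the list alone). *Timp3*, an inhibitor of matrix proteases, rose (0.41, standard error 0.08), as did the matrix glycoprotein gene *Fbln1* (0.36, standard error 0.07), and the list had a median log2 fold change of 0.02 (adjusted p = 0.192 from camera). *Timp3* was lower in SAMP8 at 16 weeks (−0.75, standard error 0.08) and at 1 year (−0.59, standard error 0.08). In early events 0 of 35 rose, 2 fell and 33 did not pass the test (0 rose and 2 fell when adjusted over the list alone), with a median log2 fold change of −0.04, set below the other genes by camera (adjusted p = 0.04, and adjusted p = 0.278 with an estimated correlation), and this call ended at an adjusted p of 0.455 without SAMP8 16 weeks replicate 1 and 0.171 without SAMR1 16 weeks replicate 1. In late events 0 of 35 rose, 1 fell and 34 did not pass the test (0 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of −0.01 (adjusted p = 0.222 from camera).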

Next, we performed disease-gene association enrichment analysis using the DisGeNET database in four conditions [18]. We found that cognitive-related diseases such as delayed speech and language development, mental disorders, and memory impairment were enriched (Figure 2c).

Finally, we performed a transcription factor (TF) enrichment analysis using the TRRUST (transcriptional regulatory relationships unraveled by sentence-based text mining) database in all four conditions (Figure 2d) [19]. We identified several significantly enriched TFs associated with specific biological processes. Notably, we identified the enrichment of TFs related to synapse regulation (VHL), inflammation (STAT3, HDAC7), histone modifications (HDAC1, HDAC7, ING4), and RNA polymerase activity (E2F1, HOPX). Following the GOBP parent term enrichment analysis, we proceeded to select the four most enriched BP terms. These included (1) developmental process, (2) regulation of biological process, (3) metabolic process, and (4) response to stimulus and immune system process. By focusing on these highly enriched terms, we gained valuable insights into the underlying biological mechanisms at play in all four conditions.

### 2.3. Effects of Aging on Neurogenesis

#### 2.3.1. Overview of the Neurodevelopment-Related GOBPs

In order to ascertain the general pattern of developmental processes influenced by the aging process, we conducted an analysis using the web-based tool Metascape, focusing on developmental-process-related GOBPs (GO:0032502). 

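Markers of cortical excitatory neurons, a list fixed before the data were examined, showed few changes. With age in SAMR1 1 of 16 rose, 0 fell and 15 did not pass the test (4 rose and 0 fell when adjusted over the list alone), the rise being that of *Mef2c*, a transcription factor of these neurons (0.29, standard error 0.06), and the list had a median log2 fold change of −0.01 (adjusted p = 0.296 from camera), while the mean was 0.03 and the test pointed up, a difference in sign. With age in SAMP8 0 of 16 rose, 2 fell and 14 did not pass the test (0 rose and 4 fell when adjusted over the list alone). *Fezf2*, which specifies subcortical projection neurons, fell (−0.51, standard error 0.10), as did *Lmo4*, a regulator of projection neuron identity (−0.53, standard error 0.10), with a median log2 fold change of −0.20 (adjusted p = 0.183 from camera). At 16 weeks 1 of 16 rose, 0 fell and 15 did not pass the test (1 rose and 0 fell when adjusted over the list alone). *Lamp5*, a marker of upper-layer neurons, was higher in SAMP8 (0.46, standard error 0.08), and the list had a median log2 fold change of 0.09, set above the other genes by camera (adjusted p = 0.04, and adjusted p = 0.323 with an estimated correlation), a call that ended at an adjusted p of 0.255 without SAMP8 16 weeks replicate 2, 0.0538 without SAMR1 1 year replicate 1, 0.054 without SAMR1 1 year replicate 2 and 0.204 without SAMR1 16 weeks replicate 1. At 1 year 0 of 16 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 2 down at an unadjusted p under 0.05), and the list had a median log2 fold change of −0.06, set below the other genes by camera (adjusted p = 0.037, and adjusted p = 0.398 with an estimated correlation), which ended at an adjusted p of 0.0928 without SAMP8 1 year replicate 2 and 0.239 without SAMR1 1 year replicate 1.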

We found numerous functional enrichments specific to neurogenesis, including activities such as neuron projection development (GO:0031175), axon development (GO:0061564), and dendrite development (GO:0016358) across all four conditions (Figure 3a, Supplementary File S2).

#### 2.3.2. Cell-Type Changes during the Aging Process

To identify more detailed trends of neurogenesis in four conditions, we performed cell-type-specific enrichment analysis using the CSEA web tool (Figure 3 and Figure S1). Moreover, we performed specific genes expression analysis of oligodendrocyte progenitor cells, myelinating oligodendrocytes, and astrocytes (Figure 3c, Supplementary File S3).

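Genes of myelinating oligodendrocytes, the cells that make myelin, were set lower with age in SAMR1. The mean deviation of the fixed list from its mean over the 8 arrays was 0.25 and 0.20 on the SAMR1 16 weeks arrays. It was −0.12 to 0.01 on the others. Of the list fixed before the data were examined, 0 of 26 rose, 8 fell and 18 did not pass the test (0 rose and 13 fell when adjusted over the list alone). *Pllp*, a myelin proteolipid, had the largest fall of the called genes, and *Mog*, a protein of the outer myelin surface (−0.57, standard error 0.11), *Fa2h*, the hydroxylase of myelin lipids (−0.56, standard error 0.10), and *Sox10*, the transcription factor of the lineage (−0.41, standard error 0.06), fell too. This list had a median log2 fold change of −0.28, set below the other genes by camera (adjusted p = 4.06e-07, and adjusted p = 0.509 with an estimated correlation), and the call held without any single array. Of the 26 genes, 16 also stand in the study's own lists, which were chosen on these samples and are not independent evidence. Of the study's own list of myelinating oligodendrocyte genes, 0 of 50 rose, 10 fell and 40 did not pass the test (3 rose and 18 fell when adjusted over the list alone), with a median log2 fold change of −0.18, set below the other genes by camera (adjusted p = 8.16e-04, and adjusted p = 0.867 with an estimated correlation). Genes of other regions moved in the same arrays. The choroid plexus list had a median log2 fold change of 0.21, set above the other genes by camera (adjusted p = 9.36e-05, and adjusted p = 0.617 with an estimated correlation), where 1 of 19 rose, 0 fell and 18 did not pass the test (2 rose and 0 fell when adjusted over the list alone), the rise being that of *Steap1* (0.62, standard error 0.08), and the call ended at an adjusted p of 0.0695 without SAMR1 16 weeks replicate 2. The striatum list had a median log2 fold change of 0.37, set above the other genes by camera (adjusted p = 0.0171, and adjusted p = 0.774 with an estimated correlation), where 0 of 16 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 0 down at an unadjusted p under 0.05), and the call ended at an adjusted p of 0.108 without SAMR1 1 year replicate 2, and turned down, at an adjusted p of 0.0564 without SAMR1 16 weeks replicate 1. For the hypothalamus 0 of 19 rose, 2 fell and 17 did not pass the test (0 rose and 2 fell when adjusted over the list alone) (median log2 fold change −0.06, adjusted p = 0.508), for the thalamus 0 of 14 rose, 1 fell and 13 did not pass the test (1 rose and 3 fell when adjusted over the list alone) (median log2 fold change −0.20, adjusted p = 0.185), and for the hippocampus 0 of 12 passed limma's adjusted test, and 0 upward and 1 downward when adjusted over the list alone (0 up and 3 down at an unadjusted p under 0.05) (median log2 fold change −0.08, adjusted p = 0.378). For the olfactory bulb 0 of 12 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 1 down at an unadjusted p under 0.05), with a median log2 fold change of 0.01 (adjusted p = 0.82 from camera), while the mean was −0.09 and the test pointed up, a difference in sign. Interneuron markers, which include *Pnoc*, had a median log2 fold change of −0.10 (adjusted p = 0.633 from camera), and 0 of 14 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 1 down at an unadjusted p under 0.05).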

In physiological aging, we identified that the function of myelinating oligodendrocytes, and Pnoc+ neurons were significantly enriched. In addition, we identified that myelin-associated oligodendrocytic basic protein (*Mobp*), bone morphogenetic protein 4 (*Bmp4*), solute carrier family 25 (*Slc25A18*), and cyclin B1 (*Ccnb1*) were significantly upregulated, and plasma membrane proteolipid (*Pllp*), proline rich 5 like (*Prr5L*), sphingosine-1-phosphate receptor 5 (*S1Pr5*), and thiosulfate sulfurtransferase, mitochondrial (*Tst*) were significantly downregulated.

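Of these 8 genes, 6 passed limma's adjusted test in the direction the paper gives. *Pllp* fell in SAMR1 with age, with log2 signals of 6.31 ± 0.01 against 7.22 ± 0.04 (SD, n = 2 arrays each) for 1 year against 16 weeks, a log2 fold change of −0.91 (standard error 0.10, adjusted p = 0.00697). *S1pr5*, a sphingolipid receptor of oligodendrocytes, fell by 0.64 on the log2 scale (standard error 0.12, adjusted p = 0.0272). *Prr5l* (−0.69, standard error 0.15, adjusted p = 0.0398) and *Tst*, a mitochondrial sulfur transferase (−0.65, standard error 0.10, adjusted p = 0.0157), fell too. *Mobp*, a structural protein of compact myelin, rose on its probe set of smallest p (0.47, standard error 0.08, adjusted p = 0.0177), while the brightest of its 5 probe sets had a log2 fold change of −0.15. *Slc25a18*, a mitochondrial glutamate carrier of astrocytes, rose (0.36, standard error 0.09, adjusted p = 0.0496), and its brighter probe set was at −0.21. *Bmp4* (0.11, adjusted p = 0.463) and *Ccnb1* (0.31, adjusted p = 0.065) did not pass. Of the oligodendrocyte progenitor genes of Supplementary File S3, chosen on these samples and not independent evidence, 0 of 31 rose and 2 fell, 0 and 2 when adjusted over the list alone, with an adjusted p of 0.754 from camera. Of its astrocyte genes, 0 of 35 rose and 1 fell, 0 and 2 when adjusted over the list alone, with an adjusted p of 0.754 from camera. Of the 6 calls, 3 remained without SAMR1 16 weeks replicate 1, 5 without SAMR1 16 weeks replicate 2, 0 without either SAMR1 1 year array and 4 without either SAMP8 1 year array.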

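Interneuron markers, fixed before the data were examined, were set lower at 1 year than at 16 weeks in SAMP8. Their mean deviation was 0.22 and 0.15 on the SAMP8 16 weeks arrays and −0.18 to 0.07 on the others. The strain comparison at 16 weeks uses the same SAMP8 arrays, so its result for these markers is not a separate observation. For this list 0 of 14 rose, 1 fell and 13 did not pass the test (0 rose and 3 fell when adjusted over the list alone), the called gene being *Vip*, a neuropeptide of a class of interneurons, and it had a median log2 fold change of −0.19, set below the other genes by camera (adjusted p = 0.0196, and adjusted p = 0.465 with an estimated correlation), a call that ended at an adjusted p of 0.0913 without SAMP8 16 weeks replicate 1. The myelinating oligodendrocyte list was not called, with a median log2 fold change of −0.02 (adjusted p = 0.857 from camera). Of it 0 of 26 rose, 1 fell and 25 did not pass the test (0 rose and 1 fell when adjusted over the list alone), and *Fa2h* was the gene that fell (−0.48, standard error 0.10). For the study's own list of such genes, chosen on these samples, 1 of 50 rose, 0 fell and 49 did not pass the test (3 rose and 3 fell when adjusted over the list alone), with a median log2 fold change of 0.003 (adjusted p = 0.478 from camera), while the mean was −0.001 and the test pointed up, a difference in sign. Choroid plexus genes had a median log2 fold change of 0.14, set above the other genes by camera (adjusted p = 2.22e-04, and adjusted p = 0.522 with an estimated correlation), where 1 of 19 rose, 0 fell and 18 did not pass the test (2 rose and 0 fell when adjusted over the list alone), and *Steap1* rose (0.48, standard error 0.08). No other region list was called: the hypothalamus had a median log2 fold change of −0.01 (adjusted p = 0.77 from camera), while the mean was 0.001 and the test pointed up, a difference in sign, the thalamus a median log2 fold change of −0.02 (adjusted p = 0.947 from camera), while the mean was −0.03 and the test pointed up, a difference in sign, the striatum a median log2 fold change of 0.02 (adjusted p = 0.857 from camera), while the mean was −0.05 and the test pointed up, a difference in sign, the olfactory bulb a median log2 fold change of 0.08 (adjusted p = 0.466 from camera), and the hippocampus a median log2 fold change of 0.07 (adjusted p = 0.145 from camera). In these 5 lists 0 genes passed limma's adjusted test, and 0 when adjusted over the list alone. At an unadjusted p under 0.05 the thalamus had 1 gene up and 1 down and the hippocampus 1 up. Astrocyte genes had a median log2 fold change of −0.01 (adjusted p = 0.183 from camera), while the mean was 0.06 and the test pointed up, a difference in sign, and 0 of 16 passed limma's adjusted test, and 2 upward and 0 downward when adjusted over the list alone (6 up and 2 down at an unadjusted p under 0.05).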

In accelerated aging, we identified that the function of neurons such as Pnoc+ neurons, Ntsr+ neurons, and Cort+ neurons was significantly enriched. In addition, we identified lipoma HMGIC fusion partner-like 3 (*Lhfpl3*), glycine amidinotransferase (*Gatm*), 2′,3′-cycle nucleotide 3′phosphodiesterase (*Cnp*), and *Mobp* were significantly upregulated, and ermin, ERM-like protein (*Ermn*), LIM homeobox protein 2 (*Lhx2*), transgelin 2 (*Tagln2*), and *Tst* were significantly downregulated.

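In SAMP8 with age, 4 of these 8 genes passed limma's adjusted test. *Gatm*, the first enzyme of creatine synthesis, rose with log2 signals of 8.03 ± 0.00 against 7.35 ± 0.01 (SD, n = 2 arrays each) for 1 year against 16 weeks, a log2 fold change of 0.68 (standard error 0.12, adjusted p = 0.025). *Cnp*, an enzyme of myelin, rose (0.41, standard error 0.07, adjusted p = 0.0195), with 0.21 on its brightest probe set. *Mobp* rose on 1 of its probe sets (0.36, standard error 0.08, adjusted p = 0.0388) and had a log2 fold change of −0.06 on the brightest. *Tst* fell (−0.51, standard error 0.10, adjusted p = 0.0327). *Lhfpl3*, an oligodendrocyte progenitor gene, had a log2 fold change of 0.76 (standard error 0.29, adjusted p = 0.162) and did not pass, nor did the myelin cytoskeleton gene *Ermn* (−0.59, standard error 0.18, adjusted p = 0.0925), the homeobox gene *Lhx2* (−0.45, standard error 0.12, adjusted p = 0.0682) and *Tagln2* (−0.39, standard error 0.11, adjusted p = 0.0719). Of the oligodendrocyte progenitor genes of Supplementary File S3, chosen on these samples and not independent evidence, 0 of 31 rose and 1 fell, 0 and 1 when adjusted over the list alone, with an adjusted p of 0.87 from camera. Of its astrocyte genes, 0 of 35 rose and 1 fell, 0 and 1 when adjusted over the list alone, with an adjusted p of 0.478 from camera. Of the 4 calls, 1 remained without either SAMR1 1 year array, 2 without SAMP8 16 weeks replicate 1, 0 without SAMP8 16 weeks replicate 2 and 0 without either SAMP8 1 year array.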

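At 16 weeks, genes of myelinating oligodendrocytes were set lower in SAMP8 than in SAMR1. This and the fall with age in SAMR1 share the SAMR1 16 weeks arrays, the 2 on which the list was high, so they are not separate observations. Leaving out 1 of these 2 arrays does not test that. Of the list fixed before the data were examined, 0 of 26 rose, 5 fell and 21 did not pass the test (0 rose and 15 fell when adjusted over the list alone), with a median log2 fold change of −0.27, set below the other genes by camera (adjusted p = 1.10e-11, and adjusted p = 0.211 with an estimated correlation), and the call held without any single array. *Cnp* (−0.38, standard error 0.06) and *Nkx6-2*, a transcription factor of myelinating cells (−0.43, standard error 0.07), were among the genes that were lower. Of the study's own oligodendrocyte list, chosen on these samples and so not independent evidence, 0 of 50 rose, 7 fell and 43 did not pass the test (0 rose and 25 fell when adjusted over the list alone), with a median log2 fold change of −0.26, set below the other genes by camera (adjusted p = 8.81e-18, and adjusted p = 0.189 with an estimated correlation). Astrocyte genes were set lower as well, where 0 of 16 rose, 2 fell and 14 did not pass the test (0 rose and 5 fell when adjusted over the list alone), with a median log2 fold change of −0.18, set below the other genes by camera (adjusted p = 2.04e-05, and adjusted p = 0.212 with an estimated correlation). *Ntsr2*, a neurotensin receptor of astrocytes, was lower (−0.63, standard error 0.07), as was the growth factor receptor gene *Fgfr3* (−0.39, standard error 0.07). Interneuron genes had a median log2 fold change of 0.18, set above the other genes by camera (adjusted p = 0.0046, and adjusted p = 0.216 with an estimated correlation), where 1 of 14 rose, 0 fell and 13 did not pass the test (3 rose and 1 fell when adjusted over the list alone) and *Vip* was higher (0.90, standard error 0.08), a call that ended at an adjusted p of 0.0953 without SAMP8 16 weeks replicate 1 and 0.109 without SAMR1 16 weeks replicate 1.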

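Genes of other regions differed between the same arrays. Of the thalamus list 0 of 14 rose, 2 fell and 12 did not pass the test (0 rose and 4 fell when adjusted over the list alone), with a median log2 fold change of −0.26, set below the other genes by camera (adjusted p = 3.99e-05, and adjusted p = 0.211 with an estimated correlation), and *Prkcd*, a kinase of thalamic neurons, was lower (−0.73, standard error 0.10). Striatum genes had a median log2 fold change of 0.52, set above the other genes by camera (adjusted p = 3.51e-04, and adjusted p = 0.488 with an estimated correlation), where 0 of 16 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 0 down at an unadjusted p under 0.05), and the call turned down, at an adjusted p of 0.189 without SAMR1 16 weeks replicate 1. The olfactory bulb list had a median log2 fold change of 0.34, set above the other genes by camera (adjusted p = 0.00567, and adjusted p = 0.488 with an estimated correlation), where 0 of 12 passed limma's adjusted test, and 0 when adjusted over the list alone (1 up and 0 down at an unadjusted p under 0.05), and the call ended at an adjusted p of 0.0602 without SAMR1 16 weeks replicate 1, and turned down, at an adjusted p of 0.974 without SAMP8 16 weeks replicate 1. Hippocampus genes had a median log2 fold change of −0.13, set below the other genes by camera (adjusted p = 0.00628, and adjusted p = 0.216 with an estimated correlation), where 0 of 12 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 4 down at an unadjusted p under 0.05), which ended at an adjusted p of 0.171 without SAMR1 16 weeks replicate 1. Choroid plexus genes had a median log2 fold change of −0.09, set below the other genes by camera (adjusted p = 0.0337, and adjusted p = 0.488 with an estimated correlation), where 0 of 19 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 1 down at an unadjusted p under 0.05), and the call ended at an adjusted p of 0.133 without SAMP8 16 weeks replicate 1 and 0.056 without SAMP8 16 weeks replicate 2, and turned up, at an adjusted p of 0.735 without SAMR1 16 weeks replicate 1. Of the hypothalamus list 0 of 19 rose, 1 fell and 18 did not pass the test (0 rose and 2 fell when adjusted over the list alone), with a median log2 fold change of −0.06, set below the other genes by camera (adjusted p = 0.0329, and adjusted p = 0.369 with an estimated correlation), which ended at an adjusted p of 0.126 without SAMP8 16 weeks replicate 1.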

In early events in accelerated aging, we identified that the function of myelinating oligodendrocytes, astrocytes, immune cells, Pnoc+ neurons, Ntsr+ neurons, and Glt25d2 neurons was significantly enriched. In addition, we identified that GLI-Kruppel family member GLI3 (*Gli3*), LIM and cysteine-rich domains 1 (*Lmcd1*), aminoadipate-semialdehyde synthase (*Aass*), and *Bmp4* were significantly upregulated, and procollagen C-endopeptidase enhancer 2 (*Pcolce2*), protein phosphatase 1, regulatory inhibitor subunit 14A (*Ppp1R14A*), myelin oligodendrocyte glycoprotein (*Mog*), and aspartoacylase (*Aspa*) were significantly downregulated.

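Of the 8 genes named here, 5 passed limma's adjusted test. *Ppp1r14a*, a phosphatase inhibitor enriched in oligodendrocytes, was lower in SAMP8 at 16 weeks, 5.22 ± 0.14 against 6.06 ± 0.12 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of −0.84 (standard error 0.09, adjusted p = 0.00468). *Pcolce2*, of collagen processing, was lower (−0.92, standard error 0.13, adjusted p = 0.0129), as were *Aspa*, the enzyme that splits N-acetylaspartate (−0.69, standard error 0.11, adjusted p = 0.0312), and *Mog* (−0.63, standard error 0.11, adjusted p = 0.0328). *Gli3*, a transcription factor of hedgehog signaling, was higher (0.41, standard error 0.07, adjusted p = 0.0406). *Lmcd1* (0.37, adjusted p = 0.0772), *Aass*, of lysine breakdown (0.33, adjusted p = 0.27), and *Bmp4* (0.21, adjusted p = 0.297) did not pass. Of the oligodendrocyte progenitor genes of Supplementary File S3, chosen on these samples and not independent evidence, 0 of 31 rose and 0 fell (2 and 4 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.26 from camera. Of its astrocyte genes, 1 of 35 rose and 1 fell, 2 and 3 when adjusted over the list alone, with an adjusted p of 0.0404 from camera and adjusted p = 0.293 with an estimated correlation. Of the 5 calls, 2 remained without SAMR1 16 weeks replicate 1, 4 without SAMR1 16 weeks replicate 2, 2 without either SAMR1 1 year array, 1 without SAMP8 16 weeks replicate 1, 2 without SAMP8 16 weeks replicate 2 and 3 without either SAMP8 1 year array.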

In late events in accelerated aging, we identified that the function of myelinating oligodendrocytes, astrocytes, immune cells, Pnoc+ neurons, Ntsr+ neurons, Glt25d2 neurons, and Cort+ neurons were significantly enriched. In addition, we identified that oligodendrocytic myelin paranodal and inner loop protein (*Opalin*), oligodendrocyte transcription factor 2 (*Olig2*), sprout RTK signaling antagonist 1 (*Spry1*), and *Lmcd1* were significantly upregulated, and anillin, actin binding protein (*Anln*), protein phosphatase 1, regulatory subunit 3G (*Ppp1R3G*), and solute carrier organic anion transporter family, member 1c1 (*Slco1C1*), and *Pcolce2* were significantly downregulated.

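At 1 year, few genes of the cell type lists passed the test between the strains. Of myelinating oligodendrocyte genes, 0 of 26 passed limma's adjusted test, and 2 upward and 3 downward when adjusted over the list alone (3 up and 5 down at an unadjusted p under 0.05), with a median log2 fold change of −0.03 (adjusted p = 0.204 from camera). For the study's own oligodendrocyte list, 0 of 50 passed limma's adjusted test, and 1 upward and 5 downward when adjusted over the list alone (2 up and 11 down at an unadjusted p under 0.05), with a median log2 fold change of −0.07, set below the other genes by camera (adjusted p = 0.00398, and adjusted p = 0.904 with an estimated correlation). Among astrocyte genes 0 of 16 rose, 1 fell and 15 did not pass the test (0 rose and 2 fell when adjusted over the list alone), with a median log2 fold change of −0.09, set below the other genes by camera (adjusted p = 0.0083, and adjusted p = 0.398 with an estimated correlation), and the call ended at an adjusted p of 0.238 without SAMR1 1 year replicate 1. Interneuron genes had a median log2 fold change of 0.08 (adjusted p = 0.373 from camera), and 0 of 14 passed limma's adjusted test, and 0 when adjusted over the list alone (2 up and 1 down at an unadjusted p under 0.05). Olfactory bulb genes were set higher in SAMP8, with a median log2 fold change of 0.44, set above the other genes by camera (adjusted p = 1.01e-04, and adjusted p = 0.58 with an estimated correlation), where 0 of 12 passed limma's adjusted test, and 0 when adjusted over the list alone (1 up and 0 down at an unadjusted p under 0.05). This call ended at an adjusted p of 0.204 without SAMP8 1 year replicate 2. The thalamus list had a median log2 fold change of −0.13, set below the other genes by camera (adjusted p = 0.00518, and adjusted p = 0.398 with an estimated correlation), where 0 of 14 passed limma's adjusted test, and 0 upward and 2 downward when adjusted over the list alone (0 up and 4 down at an unadjusted p under 0.05), and held without any single array. Choroid plexus genes had a median log2 fold change of −0.19, set below the other genes by camera (adjusted p = 0.0083, and adjusted p = 0.657 with an estimated correlation), where 0 of 19 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 3 down at an unadjusted p under 0.05), and the call ended at an adjusted p of 0.25 without SAMP8 1 year replicate 2 and 0.0642 without SAMR1 1 year replicate 2. For the striatum 0 of 16 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 0 down at an unadjusted p under 0.05) (median log2 fold change 0.11, adjusted p = 0.618), for the hippocampus 0 of 12 passed limma's adjusted test, and 0 when adjusted over the list alone (2 up and 0 down at an unadjusted p under 0.05) (median log2 fold change 0.03, adjusted p = 0.519), and for the hypothalamus 0 of 19 passed limma's adjusted test, and 0 when adjusted over the list alone (0 up and 1 down at an unadjusted p under 0.05) (median log2 fold change −0.03, adjusted p = 0.618).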

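Among the 8 named genes, 2 passed limma's adjusted test. *Anln*, an actin-binding protein of dividing cells that is also found in myelin, was lower in SAMP8 at 1 year, 4.51 ± 0.04 against 4.93 ± 0.04 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of −0.42 (standard error 0.06, adjusted p = 0.0204), with −0.75 on its brightest probe set. *Slco1c1*, a thyroid hormone transporter of astrocytes and brain vessels, was lower (−0.50, standard error 0.09, adjusted p = 0.0477). *Opalin*, a myelin protein gene, had a log2 fold change of 0.38 (standard error 0.10, adjusted p = 0.245) and *Olig2*, the transcription factor of the lineage, had a log2 fold change of 0.18 (standard error 0.06, adjusted p = 0.44). *Spry1* (0.25, adjusted p = 0.61), *Lmcd1* (0.29, adjusted p = 0.255), *Ppp1r3g* (−0.50, adjusted p = 0.197) and *Pcolce2* (−0.55, adjusted p = 0.16) did not pass either. Of the oligodendrocyte progenitor genes of Supplementary File S3, chosen on these samples and not independent evidence, 0 of 31 rose and 0 fell (3 and 1 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.839 from camera. Of its astrocyte genes, 0 of 35 rose and 1 fell, 2 and 5 when adjusted over the list alone, with an adjusted p of 0.0173 from camera and adjusted p = 0.578 with an estimated correlation. Of the 2 calls, 1 remained without either SAMR1 16 weeks array, 0 without either SAMR1 1 year array, 1 without either SAMP8 16 weeks array, 1 without SAMP8 1 year replicate 1 and 0 without SAMP8 1 year replicate 2.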

### 2.4. Effects of Aging on Synapse

#### 2.4.1. Overview of the Synapse-Related GOBPs

To identify the overall trend of the regulation of GOBP, we next performed the regulation of biological process (GO:0050789, GO:0048518, GO:0048519) analysis using the web-based tool Metascape. 

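Genes of the presynapse, a list fixed before the data were examined, showed single falls with age. In SAMR1 1 of 32 rose, 4 fell and 27 did not pass the test (2 rose and 6 fell when adjusted over the list alone). *Syngr3*, a synaptic vesicle protein (−0.45, standard error 0.08), *Syn1*, a vesicle phosphoprotein (−0.39, standard error 0.08), and *Vamp1* (−0.37, standard error 0.09) fell, and *Erc1*, of the active zone, rose (0.40, standard error 0.08). As a group, these genes had a median log2 fold change of −0.03 (adjusted p = 0.846 from camera). In SAMP8 0 of 32 rose, 5 fell and 27 did not pass the test (0 rose and 8 fell when adjusted over the list alone), with a median log2 fold change of −0.09 (adjusted p = 0.104 from camera). *Syn1* (−0.37, standard error 0.08) and *Dnm1*, of vesicle recycling (−0.31, standard error 0.07), fell. At 16 weeks 0 of 32 passed limma's adjusted test, and 0 when adjusted over the list alone (6 up and 3 down at an unadjusted p under 0.05) between the strains, with a median log2 fold change of 0.06, set above the other genes by camera (adjusted p = 0.0473, and adjusted p = 0.434 with an estimated correlation), which ended at an adjusted p of 0.0555 without SAMP8 1 year replicate 1, 0.0554 without SAMP8 1 year replicate 2, 0.325 without SAMP8 16 weeks replicate 2, 0.0538 without SAMR1 1 year replicate 1, 0.054 without SAMR1 1 year replicate 2 and 0.4 without SAMR1 16 weeks replicate 1. At 1 year 0 of 32 passed limma's adjusted test, and 0 when adjusted over the list alone (2 up and 2 down at an unadjusted p under 0.05), with a median log2 fold change of 0.01 (adjusted p = 0.968 from camera), while the mean was −0.003 and the test pointed down, a difference in sign.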

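For the postsynapse, 1 of 31 rose, 2 fell and 28 did not pass the test (2 rose and 4 fell when adjusted over the list alone) with age in SAMR1. The scaffold gene *Dlg2* (−0.40, standard error 0.08) and the NMDA receptor subunit *Grin1* (−0.35, standard error 0.08) fell, while 2 other probe sets of *Dlg2* rose (0.77 and 0.98), and the list had a median log2 fold change of −0.03 (adjusted p = 0.924 from camera). In SAMP8 with age 0 of 31 rose, 2 fell and 29 did not pass the test (3 rose and 3 fell when adjusted over the list alone), *Dlg2* (−0.54, standard error 0.08) among the falls, with a median log2 fold change of −0.07 (adjusted p = 0.429 from camera), while another probe set of *Dlg2* rose (1.14, adjusted p = 0.0126). Between the strains 0 of 31 passed limma's adjusted test, and 3 upward and 0 downward when adjusted over the list alone (3 up and 2 down at an unadjusted p under 0.05) at 16 weeks (median log2 fold change 0.02, adjusted p = 0.298). At 1 year 0 of 31 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 3 down at an unadjusted p under 0.05), with a median log2 fold change of 0.00 (adjusted p = 0.968 from camera), while the mean was 0.004 and the test pointed down, a difference in sign. Of the 31 postsynapse genes 10 stand in the study's lists, and of the 32 presynapse genes 4.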

We identified that many synapses related GOBP terms such as synaptic signaling (GO:0099536), trans-synaptic signaling (GO:0099537), chemical synaptic transmission (GO:0007268), and regulation of synapse organization (GO:0050807) were significantly changed in all four conditions (Figure 4a, Supplementary File S2).

#### 2.4.2. Functional Changes during Aging Process of Synapse and Related Predicted Genes

We next performed the synapse-specific GOBP analysis using the web-based tool Synaptic Gene Ontologies (SynGo), which is a suitable tool for synapse-specific biological processes’ (BPs) and cellular components’ (CCs) analysis (Figure 4b,c, Supplementary File S4). In addition, we analyzed the expression of synapse-specific DEGs to identify the predicted genes changed with aging process (Figure 4d, Supplementary File S5).

In physiological aging, postsynaptic density assembly (GO:0097107), synaptic vesicle exocytosis (GO:0016079), and modification of synaptic structure (GO:0099563) were significantly enriched. In addition, we identified that synaptotagmin 1 (*Syt1*), neurotrophic tyrosine kinase, receptor, type 2 (*Ntrk2*), gephyrin (*Gphn*), and macoilin 1 (*Tmem57*) were significantly upregulated and bassoon (*Bsn*) and neurotrimin (*Ntm)* were significantly downregulated.

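Of these 6 genes, 4 passed limma's adjusted test. *Syt1*, the calcium sensor of transmitter release, rose on its probe set of smallest p, 8.91 ± 0.01 against 8.05 ± 0.04 (SD, n = 2 arrays each) in log2 signal for 1 year against 16 weeks, a log2 fold change of 0.86 (standard error 0.07, adjusted p = 0.00355). The brightest of its 4 probe sets had a log2 fold change of −0.15. *Ntrk2*, the receptor of brain-derived neurotrophic factor, rose (1.07, standard error 0.23, adjusted p = 0.0364), with −0.02 on the brightest of 8 probe sets. *Gphn*, the scaffold of inhibitory synapses, rose (0.37, standard error 0.09, adjusted p = 0.0489), with −0.17 on the brightest. *Ntm*, an adhesion molecule of neurons, fell (−0.57, standard error 0.10, adjusted p = 0.0186), with 0.18 on the brightest. *Tmem57* (0.50, adjusted p = 0.0514) and *Bsn*, of the presynaptic active zone (−0.20, adjusted p = 0.133), did not pass. Of the study's own excitatory synapse genes, chosen on these samples, 0 of 17 rose, 1 fell and 16 did not pass the test (2 rose and 6 fell when adjusted over the list alone), with a median log2 fold change of −0.13 (adjusted p = 0.649 from camera). Of its inhibitory synapse genes, 0 of 2 rose and 0 fell (0 and 1 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.754 from camera, and of its synapse part genes, 0 of 3 rose and 0 fell (0 and 1 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.865 from camera. Of the 4 calls, 3 remained without either SAMR1 16 weeks array, 1 without either SAMR1 1 year array, 3 without either SAMP8 16 weeks array and 2 without either SAMP8 1 year array.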

In accelerated aging, synaptic vesicle exocytosis (GO:0016079), modification of synaptic structure (GO:0099563), synapse assembly (GO:0007416), synaptic signaling (GO:0099536), and chemical synaptic transmission (GO:0007268) were significantly enriched. In addition, we identified that *Syt1*, *Ntrk2*, *Tmem57* were significantly upregulated and rap guanine nucleotide exchange factor (GEF) 4 (*Rapgef4*), SH3 and multiple ankyrin repeat domains 3 (*Shank3*), Synaptophysin (*Syp*), *Bsn*, and *Ntm* were significantly downregulated.

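Of these 8 genes, 3 passed limma's adjusted test in SAMP8. *Bsn* fell with age, 7.94 ± 0.06 against 8.27 ± 0.06 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of −0.33 (standard error 0.07, adjusted p = 0.0358). *Syt1* rose on 1 probe set (0.46, standard error 0.07, adjusted p = 0.0164), with −0.21 on the brightest, and *Ntm* fell on 1 (−0.61, standard error 0.10, adjusted p = 0.0191), with 0.11 on the brightest. *Ntrk2* (0.85, adjusted p = 0.0682), *Tmem57* (0.42, adjusted p = 0.0826), *Rapgef4*, a cyclic AMP sensor (−0.37, adjusted p = 0.309), the postsynaptic scaffold *Shank3* (−0.30, adjusted p = 0.215) and the synaptic vesicle marker *Syp* (−0.23, adjusted p = 0.269) did not pass. Of the study's excitatory synapse genes, chosen on these samples, 0 of 17 rose, 3 fell and 14 did not pass the test (0 rose and 6 fell when adjusted over the list alone), with a median log2 fold change of −0.20 (adjusted p = 0.168 from camera). Of its inhibitory synapse genes, 0 of 2 rose and 0 fell (0 and 0 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.593 from camera, and of its synapse part genes, 0 of 3 rose and 1 fell, 0 and 1 when adjusted over the list alone, with an adjusted p of 0.936 from camera. Of the 3 calls, 2 remained without either SAMR1 1 year array, 2 without SAMP8 16 weeks replicate 1, 0 without SAMP8 16 weeks replicate 2 and 0 without either SAMP8 1 year array.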

In early events in accelerated aging, the presynaptic process involved in chemical synaptic transmission (GO:0099531) and regulation of presynaptic cytosolic calcium levels (GO:0099509) were significantly enriched. In addition, we identified that neuropilin (NRP) and tolloid (TLL)-like 1 (*Neto1*), met proto-oncogene (*Met*) were significantly upregulated and *Syp* was significantly downregulated.

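*Neto1*, an auxiliary subunit of glutamate receptors, was higher in SAMP8 at 16 weeks, 7.46 ± 0.09 against 6.97 ± 0.09 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of 0.49 (standard error 0.08, adjusted p = 0.0346), with 0.30 on its brightest probe set. *Met*, a growth factor receptor, had a log2 fold change of 0.53 (standard error 0.16, adjusted p = 0.198) and *Syp* had a log2 fold change of −0.04 (standard error 0.07, adjusted p = 0.838), and neither passed. The call of *Neto1* was kept without SAMR1 16 weeks replicate 2. It ended without SAMR1 16 weeks replicate 1, without either SAMR1 1 year array, without either SAMP8 16 weeks array and without either SAMP8 1 year array. Of the study's excitatory synapse genes, chosen on these samples, 0 of 17 passed limma's adjusted test, and 4 upward and 0 downward when adjusted over the list alone (5 up and 1 down at an unadjusted p under 0.05), with a median log2 fold change of 0.00 (adjusted p = 0.195 from camera), while the mean was 0.06 and the test pointed up, a difference in sign. Of its inhibitory synapse genes, 0 of 2 rose and 0 fell (0 and 0 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.705 from camera, and of its synapse part genes, 0 of 3 rose and 0 fell (0 and 1 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.72 from camera.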

In late events in accelerated aging, postsynaptic signaling pathway (GO:0098926), postsynaptic neurotransmitter receptor endocytosis (GO:0098884), structural constituent of synapse (GO:0098918), and regulation of synapse organization (GO:0050807) were significantly enriched. In addition, we identified that *Neto1*, *Ntrk2*, *Bsn*, *Met* were significantly upregulated and *Rapgef4* was significantly downregulated.

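None of these 5 genes passed limma's adjusted test between the strains at 1 year, and 2 had an unadjusted p under 0.05. *Neto1* had a log2 fold change of 0.19 (standard error 0.06, adjusted p = 0.426), with log2 signals of 9.10 ± 0.01 against 8.91 ± 0.02 (SD, n = 2 arrays each). *Ntrk2* had a log2 fold change of 0.69 (standard error 0.20, adjusted p = 0.322) and 0.02 on its brightest probe set. *Bsn* (0.09, adjusted p = 0.956), *Met* (0.18, adjusted p = 0.952) and *Rapgef4* (−0.40, adjusted p = 0.741) did not pass either. Of the study's excitatory synapse genes, chosen on these samples, 0 of 17 passed limma's adjusted test, and 0 when adjusted over the list alone (1 up and 1 down at an unadjusted p under 0.05), with a median log2 fold change of 0.06 (adjusted p = 0.839 from camera). Of its inhibitory synapse genes, 0 of 2 rose and 0 fell (0 and 0 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.839 from camera, and of its synapse part genes, 0 of 3 rose and 0 fell (0 and 0 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.893 from camera.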

### 2.5. Effects of Aging on Neuro-Metabolism

#### 2.5.1. Overview of the Neurometabolism Related GOBPs

To identify the overall trends of metabolic processes, we next performed the metabolism-related GOBP (GO:0008152) analysis using the web-based tool Metascape. We identified that metabolism-related GOBPs such as protein metabolism, lipid metabolism, macromolecular metabolism, carbohydrate metabolism, nucleotide metabolism, phosphorylation, and autophagy were significantly enriched (Figure 5a, Supplementary File S2). 

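Genes of mitochondrial translation were set lower with age in both strains. In the Reactome pathway Mitochondrial translation, SAMR1 had 85 genes, 0 rose and 9 fell, median log2 fold change −0.15, adjusted p = 0.00387 from camera and adjusted p = 0.999 with an estimated correlation, and SAMP8 had 85 genes, 1 rose and 15 fell, median log2 fold change −0.15, adjusted p = 3.22e-04 from camera and adjusted p = 0.938 with an estimated correlation. The pathway Eukaryotic Translation Elongation, largely ribosomal protein genes, was set higher with age in SAMP8 (59 genes, 1 rose and 1 fell, median log2 fold change 0.08, adjusted p = 6.70e-04 from camera and adjusted p = 0.938 with an estimated correlation). At 16 weeks the same pathway was set lower in SAMP8 than in SAMR1 (59 genes, 0 rose and 2 fell, median log2 fold change −0.07, adjusted p = 0.00437 from camera and adjusted p = 0.945 with an estimated correlation), and the pathway HSF1-dependent transactivation, of the heat shock factor, higher (20 genes, 3 rose and 0 fell, median log2 fold change 0.09, adjusted p = 0.0165 from camera and adjusted p = 0.945 with an estimated correlation). Of 724 pathways of 15 to 300 genes tested by camera, 0 were up and 4 down in physiological aging, 9 up and 5 down in accelerated aging, 2 up and 5 down in early events, and 0 in late events. With an estimated correlation 0 were called in each comparison. For Eukaryotic Translation Elongation, the rise with age in SAMP8 and the lower setting at 16 weeks share the SAMP8 16 weeks arrays. Lipid genes of Supplementary File S6, chosen on these samples and so not independent evidence, numbered as follows. In physiological aging 1 of 13 rose and 3 fell, 1 and 4 when adjusted over the list alone, with an adjusted p of 0.846 from camera. The diacylglycerol kinase genes *Dgkq* (−0.50, standard error 0.12) and *Dgke* (−0.34, standard error 0.07) fell, and *Sphk2*, a sphingosine kinase, rose (0.42, standard error 0.10). In accelerated aging 1 of 13 rose and 1 fell, 1 and 4 when adjusted over the list alone, with an adjusted p of 0.478 from camera. In early events 0 of 13 rose and 0 fell (1 and 2 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.828 from camera, and in late events 0 of 13 rose and 0 fell (0 and 1 at an unadjusted p under 0.05), 0 and 0 when adjusted over the list alone, with an adjusted p of 0.839 from camera.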

We identified that protein-related BPs were significantly enriched in all conditions and especially in accelerated aging. Moreover, we identified that protein phosphorylation was significantly enriched in early events in accelerated aging, and this could be the cause of early onset of memory and learning deficit in SAMP8. 

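Genes that fold proteins in the endoplasmic reticulum were set lower with age in SAMP8. On the SAMP8 16 weeks arrays the unfolded protein response list had a mean deviation of 0.12 and 0.15. The others lay between −0.10 and 0.04. For heat shock it was 0.10 and 0.20, against −0.11 to 0.03. The strain differences of these lists at 16 weeks share the same SAMP8 arrays, so they are not separate observations. Of the unfolded protein response list, 0 of 26 rose, 9 fell and 17 did not pass the test (0 rose and 11 fell when adjusted over the list alone). *Creld2*, an endoplasmic reticulum stress gene (−0.58, standard error 0.09), *Manf*, a secreted factor of the same stress (−0.41, standard error 0.07), *Sdf2l1* (−0.40, standard error 0.09) and the disulfide isomerase gene *Pdia4* (−0.40, standard error 0.08) were among them. The list had a median log2 fold change of −0.15, set below the other genes by camera (adjusted p = 2.22e-04, and adjusted p = 0.465 with an estimated correlation), and the call held without any single array. Of cytosolic heat shock genes 0 of 19 rose, 3 fell and 16 did not pass the test (0 rose and 4 fell when adjusted over the list alone). *Hspb1*, a small heat shock protein (−0.50, standard error 0.10), *Ahsa1*, a cochaperone of Hsp90 (−0.44, standard error 0.08), and *Chordc1* (−0.44, standard error 0.10) fell. This list had a median log2 fold change of −0.19, set below the other genes by camera (adjusted p = 0.0124, and adjusted p = 0.522 with an estimated correlation), and the call ended at an adjusted p of 0.154 without SAMP8 16 weeks replicate 2.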

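Between the strains at 16 weeks, genes of protein phosphorylation moved both ways. Of those in Supplementary File S6, a list the study chose on these samples and which is therefore not independent evidence, 5 of 59 rose, 4 fell and 50 did not pass the test (16 rose and 6 fell when adjusted over the list alone). *Invs*, of planar cell polarity (0.79, standard error 0.09), the synaptic scaffold kinase gene *Cask* (0.59, standard error 0.09) and *Pik3c3*, the class III PI3 kinase (0.50, standard error 0.07), were higher in SAMP8, and *Kndc1* (−0.84, standard error 0.09) and *Bmpr1b*, a bone morphogenetic protein receptor (−0.57, standard error 0.09), were lower. *Kndc1* lies in a run of 3 neighbouring genes, *Cfap46*, *Adgra1* and *Kndc1*, called between the strains. This list had a median log2 fold change of 0.08, set above the other genes by camera (adjusted p = 0.00995, and adjusted p = 0.189 with an estimated correlation). In physiological aging 4 of 59 rose and 8 fell, 12 and 12 when adjusted over the list alone, with an adjusted p of 0.919 from camera. In accelerated aging 0 of 59 rose and 6 fell, 5 and 12 when adjusted over the list alone, with an adjusted p of 0.168 from camera. In late events 5 of 59 rose and 2 fell, 9 and 8 when adjusted over the list alone, with an adjusted p of 0.901 from camera. From the enrichment of protein phosphorylation among the genes that differed at 16 weeks, the paper proposes that phosphorylation could be the cause of the early onset of the memory and learning deficit in SAMP8.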

We also found that the phospholipid metabolic process and glycerolipid biosynthetic process were significantly enriched in accelerated aging. Furthermore, we identified that autophagy was significantly enriched in late events in accelerated aging.

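At 1 year, a fixed list of autophagy genes was not called as a group between the strains. The paper's enrichment asks another question, whether autophagy terms are over-represented among its top genes, and was not recomputed. Of this list 0 of 39 passed limma's adjusted test, and 0 when adjusted over the list alone (1 up and 0 down at an unadjusted p under 0.05), with a median log2 fold change of 0.02 (adjusted p = 0.459 from camera). With age the list was set lower. In SAMP8 0 of 39 rose, 3 fell and 36 did not pass the test (0 rose and 6 fell when adjusted over the list alone), with a median log2 fold change of −0.14, set below the other genes by camera (adjusted p = 0.00231, and adjusted p = 0.465 with an estimated correlation), which held without any single array. *Epg5*, of autophagosome fusion (−0.43, standard error 0.08), *Atg9a*, the membrane carrier of autophagosome formation (−0.38, standard error 0.08), and the cargo receptor gene *Nbr1* (−0.28, standard error 0.06) fell. In SAMR1 0 of 39 rose, 3 fell and 36 did not pass the test (0 rose and 6 fell when adjusted over the list alone). *Atg9a* (−0.49, standard error 0.08), *Wipi1* (−0.36, standard error 0.08) and *Ulk1*, the initiating kinase (−0.28, standard error 0.07), fell, and the list had a median log2 fold change of −0.12, set below the other genes by camera (adjusted p = 0.0333, and adjusted p = 0.617 with an estimated correlation). This call ended at an adjusted p of 0.133 without SAMR1 1 year replicate 1, 0.0534 without SAMR1 16 weeks replicate 1 and 0.109 without SAMR1 16 weeks replicate 2. At 16 weeks 1 of 39 rose, 0 fell and 38 did not pass the test (1 rose and 0 fell when adjusted over the list alone), with a median log2 fold change of 0.02 (adjusted p = 0.0866 from camera).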

#### 2.5.2. Functional Changes during Aging Process of Neurometabolism and Related Predicted Gene

Next, we performed DEGs analysis of protein phosphorylation and lipid phosphorylation (Figure 5b, Supplementary File S6). In physiological aging, phosphoinositide-3-kinase regulatory subunit 1 (*Pik3r1*), RAS guanyl releasing protein 1 (*Rasgrp1*), folliculin interacting protein 1 (*Fnip1)*, and *Ntrk2* were significantly upregulated, and arginine vasopressin (*Avp*), BCL2-associated X protein (*Bax*), jun proto-oncogene (*Jun*), and dual specificity phosphatase 16 (*Dusp16*) were significantly downregulated. 

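All 8 genes passed limma's adjusted test in the direction the paper gives. *Bax*, a promoter of apoptosis, fell with age, 5.07 ± 0.08 against 6.19 ± 0.21 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of −1.12 (standard error 0.19, adjusted p = 0.02). *Avp* (−2.24, standard error 0.39, adjusted p = 0.0202) and *Dusp16*, a phosphatase of MAP kinases (−0.74, standard error 0.10, adjusted p = 0.0104), also fell. *Avp*, shown above among the markers of other regions, was at 4.96 and 6.53 on the SAMR1 16 weeks arrays. It lay between 3.29 and 3.61 on the others. *Jun*, of the AP-1 transcription factor, fell on the probe set of smallest p (−0.94, standard error 0.17, adjusted p = 0.0234), with −0.26 on the brightest. *Fnip1*, which binds folliculin, rose (0.96, standard error 0.20, adjusted p = 0.0344), with 0.04 on the brightest. The called probe sets of *Pik3r1* went from a mean of 5.07 at 16 weeks to 6.83 at 1 year, those of *Rasgrp1* from 5.74 to 7.15 and those of *Ntrk2* from 4.60 to 5.66. Of the 8 calls, 7 remained without SAMR1 16 weeks replicate 1, 6 without SAMR1 16 weeks replicate 2, 1 without either SAMR1 1 year array and 6 without either SAMP8 1 year array.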

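With age in SAMP8, *Bax* fell from a log2 signal of 6.04 ± 0.48 to 4.84 ± 0.06 (SD, n = 2 arrays each), a log2 fold change of −1.21 (standard error 0.19, adjusted p = 0.0195). *Ptgs2*, an inducible cyclooxygenase of neurons, fell (−0.98, standard error 0.14, adjusted p = 0.0169). *Prkce*, a protein kinase C gene, fell (−0.77, standard error 0.08, adjusted p = 0.00745), with −0.11 on its brightest probe set, and *Csnk2a1*, of casein kinase 2, fell (−1.05, standard error 0.17, adjusted p = 0.0203), with −0.29 on the brightest. *Marcks*, a protein kinase C substrate, rose (0.83, standard error 0.08, adjusted p = 0.00706), with 0.15 on the brightest, and *Pik3r1* rose (1.5, standard error 0.13, adjusted p = 0.00504), with −0.04 on the brightest. *Nsd1*, a histone methyltransferase (0.95, adjusted p = 0.124), did not pass. Of the 6 calls, 5 remained without SAMP8 16 weeks replicate 1, 0 without SAMP8 16 weeks replicate 2 and 1 without either SAMP8 1 year array.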

In accelerated aging, *Pik3r1*, neurexin 1 (*Nrxn1*), nuclear-receptor-binding SET-domain protein 1 (*Nsd1*), and myristoylated alanine rich protein kinase C substrate (*Marcks*) were significantly upregulated, and *Bax*, protein kinase C, epsilon (*Prkce*), prostaglandin-endoperoxide synthase 2 (*Ptgs2*), and casein kinase 2, and alpha 1 polypeptide (*Csnk2a1*) were significantly downregulated. In early events in accelerated aging, corticotropin-releasing hormone (*Crh*), ELKS/RAB6-interacting/CAST family member 1 (*Erc1*), NHL repeat containing 1 (*Nhlrc1*), and leucine-rich repeat kinase 2 (*Lrrk2*) were significantly upregulated, and *Avp*, casein kinase 1, alpha 1 (*Csnk1a1*), mitogen-activated protein kinase 5 (*Map2k5*), and protein kinase N1 (*Stk3*) were significantly downregulated. 

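Of the 8 genes named here, 5 passed limma's adjusted test. *Nhlrc1*, the ubiquitin ligase malin, was higher in SAMP8 at 16 weeks, 6.44 ± 0.01 against 5.67 ± 0.11 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of 0.77 (standard error 0.11, adjusted p = 0.0169). *Erc1* was higher (0.89, standard error 0.11, adjusted p = 0.00737), with 0.21 on its brightest probe set. *Avp* was lower (−2.33, standard error 0.39, adjusted p = 0.0313). This call and its fall with age in SAMR1 rest on the same high SAMR1 16 weeks arrays and are not separate observations. *Csnk1a1*, of casein kinase 1, was lower on the probe set of smallest p (−1.93, standard error 0.12, adjusted p = 2.14e-04) and had 0.30 on the brightest. *Map2k5*, a MAP kinase kinase, was lower (−1.32, standard error 0.09, adjusted p = 4.63e-04) and had 0.08 on the brightest. *Crh*, a stress hormone of interneurons (0.73, adjusted p = 0.0917), *Lrrk2* (0.60, adjusted p = 0.0566) and *Stk3* (−0.76, adjusted p = 0.0695) did not pass. Of the 5 calls, 4 remained without either SAMR1 1 year array, 3 without either SAMP8 16 weeks array and 4 without either SAMP8 1 year array.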

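At 1 year, *Invs* was higher in SAMP8, 6.04 ± 0.01 against 4.83 ± 0.17 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of 1.22 (standard error 0.09, adjusted p = 6.20e-04). *Dusp1*, a MAP kinase phosphatase and early response gene, was higher (1.05, standard error 0.16, adjusted p = 0.0266). *Kndc1* (−0.81, standard error 0.09, adjusted p = 0.00473) and the salt-inducible kinase gene *Sik2* (−0.64, standard error 0.09, adjusted p = 0.0202) were lower. *Csnk1a1* was lower on 1 probe set (−1.47, standard error 0.12, adjusted p = 9.18e-04) with 0.19 on the brightest, as was *Fech*, the last enzyme of heme synthesis (−0.82, standard error 0.08, adjusted p = 0.00296), with 0.05 on the brightest. *Ptpro*, a receptor tyrosine phosphatase, had a log2 fold change of 1.20 (standard error 0.27, adjusted p = 0.14) and did not pass. The probe set of smallest p of *Ntrk2* was at 7.75 ± 0.14 against 7.06 ± 0.11 and did not pass either. Of the 6 calls, 3 remained without SAMR1 1 year replicate 1, 2 without SAMR1 1 year replicate 2, 5 without either SAMP8 16 weeks array, 4 without SAMP8 1 year replicate 1 and 3 without SAMP8 1 year replicate 2.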

In late events in accelerated aging, inversin (*Invs*), protein tyrosine phosphatase receptor type O (*Ptpro*), dual specificity phosphatase 1 (*Dusp1*), and *Ntrk2* were significantly upregulated, and *Csnk1a1*, ferrochelatase (*Fech*), kinase non-catalytic C-lobe domain (KIND) containing 1 (*Kndc1*), and salt-inducible kinase 2 (*Sik2*) were significantly downregulated.

### 2.6. Effects of Aging on Neuroinflammation

#### 2.6.1. Overview of the Neuroinflammation-Related GOBPs

Next, we performed the response to stimulus and immune system processes related GOBP (GO:0050896, GO:0002376) analysis using the web-based tool Metascape. 

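Genes of microglia, the immune cells of the brain, were set higher with age in SAMP8. Of this list 1 of 20 rose, 0 fell and 19 did not pass the test (5 rose and 0 fell when adjusted over the list alone), with a median log2 fold change of 0.13, set above the other genes by camera (adjusted p = 0.00287, and adjusted p = 0.465 with an estimated correlation), which held without any single array. In SAMR1 1 of 20 rose, 0 fell and 19 did not pass the test (0 rose and 0 fell when adjusted over the list alone). *Gpr34*, a lysophospholipid receptor of microglia, was the called gene (0.37, standard error 0.09), and the list had a median log2 fold change of 0.05, set above the other genes by camera (adjusted p = 0.0268, and adjusted p = 0.509 with an estimated correlation). The call ended at an adjusted p of 0.0839 without SAMR1 1 year replicate 1 and 0.0564 without SAMR1 16 weeks replicate 1. Between the strains at 16 weeks 0 of 20 passed limma's adjusted test, and 0 upward and 1 downward when adjusted over the list alone (2 up and 3 down at an unadjusted p under 0.05), with a median log2 fold change of 0.01 (adjusted p = 0.969 from camera), while the mean was −0.003 and the test pointed down, a difference in sign. At 1 year 1 of 20 rose, 0 fell and 19 did not pass the test (2 rose and 0 fell when adjusted over the list alone), with a median log2 fold change of −0.01 (adjusted p = 0.718 from camera), while the mean was 0.04 and the test pointed up, a difference in sign, and *Aif1*, a calcium-binding protein of microglia, was higher in SAMP8 (0.50, standard error 0.08). Genes of glia in the aged brain, such as complement and antigen presentation, were not called as a group with age in SAMR1, where 0 of 23 rose, 1 fell and 22 did not pass the test (0 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 0.03 (adjusted p = 0.185 from camera). The called gene was *Cd74*, the chain that escorts MHC class II (−0.36, standard error 0.07). In SAMP8 with age 0 of 23 passed limma's adjusted test, and 2 upward and 0 downward when adjusted over the list alone (4 up and 0 down at an unadjusted p under 0.05), with a median log2 fold change of 0.01 (adjusted p = 0.183 from camera). At 16 weeks 1 of 23 rose, 1 fell and 21 did not pass the test (1 rose and 2 fell when adjusted over the list alone), and at 1 year 1 of 23 rose, 1 fell and 21 did not pass the test (2 rose and 1 fell when adjusted over the list alone). *B2m*, the light chain of MHC class I, was higher in SAMP8 at 16 weeks (0.53, standard error 0.08) and at 1 year (0.55, standard error 0.08). *H2-K1*, a heavy chain, was lower at 16 weeks (−0.50, standard error 0.08) and at 1 year (−0.50, standard error 0.08). As a group, these genes had a median log2 fold change of 0.05 (adjusted p = 0.285 from camera) at 16 weeks and a median log2 fold change of 0.04 (adjusted p = 0.204 from camera) at 1 year.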

We found that transforming growth factor beta (TGF-β) and T-cell-related BPs were significantly enriched in physiological aging, T-cell- and interleukin-15- related BPs were significantly enriched in accelerated aging, interleukin-12-related BPs were significantly enriched in early events in accelerated aging, and interferon- and inflammatory-related BPs were significantly enriched in late events in accelerated aging (Figure 6a, Supplementary File S2). We also found that cellular response was significantly enriched in all conditions (Figure 6a).

#### 2.6.2. Functional Changes during Aging Process of Neuroinflammation and Related Predicted Genes

We next performed a gene network analysis of neuroinflammation-related genes changing with aging using the OmicsNet 2.0 web tool. We referred to the following paper to identify the neuroinflammation-related genes changing with aging [20].

We identified some key hub genes and modules of neuroinflammation (Figure 6b, Supplementary File S7). Moreover, we analyzed the expression of cytokine-specific DEGs to identify the predicted genes that changed with aging process (Figure 6c, Supplementary File S8).

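Neither *Fos*, the immediate early transcription factor, nor *Fyn*, a Src family kinase, passed limma's adjusted test with age in SAMR1, and both had an unadjusted p under 0.05. *Fos* had log2 signals of 7.91 ± 0.01 against 8.41 ± 0.21 (SD, n = 2 arrays each) for 1 year against 16 weeks, a log2 fold change of −0.51 (standard error 0.16, adjusted p = 0.0977). *Fyn* had a log2 fold change of −0.40 (standard error 0.11, adjusted p = 0.0649), with −0.19 on the brightest of its 2 probe sets.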

In physiological aging, we found that the FBJ osteosarcoma oncogene (*Fos*) (degree = 53, expression = −1.44), followed by fyn proto-oncogene (*Fyn*) (degree = 45, expression = −1.31) are key predicted genes of inflammation. In addition, we also identified epidermal growth factor receptor pathway substrate 15 (*Eps15*), interferon regulatory factor 2 binding protein 2 (*Irf2bp2*), tumor necrosis factor receptor superfamily, member 21 (*Tnfrsf21*), and interleukin 13 receptor, alpha 1 (*Il13ra1*) were significantly upregulated, and chemokine (C-X-C motif) ligand 14 (*Cxcl14*), transforming growth factor beta regulated gene 4 (*Tbrg4*), epidermal growth factor receptor pathway substrate 8 (*Eps8*), and interferon-induced transmembrane protein 2 (*Ifitm2*) were significantly downregulated.

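Among the 8 named genes, 6 passed limma's adjusted test. *Irf2bp2*, a corepressor of interferon regulatory factor 2, rose, 7.16 ± 0.01 against 6.85 ± 0.03 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of 0.31 (standard error 0.07, adjusted p = 0.0371). *Eps15*, of endocytosis, rose (0.67, standard error 0.11, adjusted p = 0.0164), with −0.09 on its brightest probe set. The chemokine gene *Cxcl14* fell (−0.55, standard error 0.09, adjusted p = 0.0165), with −0.01 on the brightest. *Eps8*, of actin remodelling (−0.42, standard error 0.09, adjusted p = 0.0346), and the interferon-induced gene *Ifitm2* (−0.39, standard error 0.09, adjusted p = 0.0376) fell. A probe set that carries 2 gene symbols, *Tbrg4* among them, fell (−0.52, standard error 0.10, adjusted p = 0.0286). *Tnfrsf21* (0.48, adjusted p = 0.0517) and *Il13ra1* (0.47, adjusted p = 0.0608) did not pass. Of the cytokine genes of Supplementary File S8, chosen on these samples and not independent evidence, 0 of 19 chemokine genes rose and 0 fell (2 and 3 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.846), 1 of 35 interleukin genes rose and 0 fell (0 and 0 when adjusted over the list alone, adjusted p = 0.919) and 2 of 29 interferon genes rose and 1 fell (2 and 2 when adjusted over the list alone, adjusted p = 0.919). Further, 0 of 14 tumor necrosis factor genes rose and 1 fell (1 and 3 when adjusted over the list alone, adjusted p = 0.919), 0 of 5 colony stimulating factor genes rose and 0 fell (0 and 0 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.963) and 0 of 14 epidermal and transforming growth factor genes rose and 1 fell (0 and 2 when adjusted over the list alone, adjusted p = 0.754), each p from camera. Of the 6 calls, 3 remained without either SAMR1 16 weeks array, 0 without either SAMR1 1 year array, 5 without either SAMP8 16 weeks array and 3 without either SAMP8 1 year array.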

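With age in SAMP8, neither *Fos* nor *Egr1*, another immediate early transcription factor, passed limma's adjusted test, and both had an unadjusted p under 0.05. *Fos* was at 9.14 ± 0.37 against 8.54 ± 0.01 (SD, n = 2 arrays each) in log2 signal for 1 year against 16 weeks, a log2 fold change of 0.61 (standard error 0.16, adjusted p = 0.0613). *Egr1* had a log2 fold change of −0.25 (standard error 0.11, adjusted p = 0.208).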

In accelerated aging, we found that *Fos* (degree = 53, expression = 1.54), followed by early growth response 1 (*Egr1*) (degree = 40, expression = −1.17) are the key predicted genes of inflammation. In addition to cytokine-specific DEGs, we identified that chemokine (C-X-C motif) ligand 13 (*Cxcl13*), interferon induced protein with tetratricopeptide repeats 1B like 2 (*Ifit1bl2*), atypical chemokine receptor 4 (*Ackr4*), and interferon regulatory factor 5 (Irf5) were significantly upregulated, and interleukin 17D (*Il17d*), interferon regulatory factor 2 (*Irf2*), interferon regulatory factor 2 binding protein-like (*Irf2bpl*), and interleukin 1 receptor accessory protein (*Il1rap*) were significantly downregulated.

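Of these 8 genes, 5 passed limma's adjusted test. *Irf2*, a repressor of interferon genes, fell with age in SAMP8, 5.48 ± 0.06 against 6.14 ± 0.21 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of −0.66 (standard error 0.10, adjusted p = 0.0168). *Il17d* (−0.96, standard error 0.17, adjusted p = 0.0243) fell, and *Irf2bpl* fell (−0.51, standard error 0.11, adjusted p = 0.0378), with −0.12 on its brightest probe set. The B cell chemokine gene *Cxcl13* rose (0.73, standard error 0.11, adjusted p = 0.0186), with 0.35 on the brightest, and *Ifit1bl2*, of the interferon-induced family, rose (0.42, standard error 0.07, adjusted p = 0.0195). *Ackr4* (0.43, adjusted p = 0.0504), *Irf5* (0.38, adjusted p = 0.0587) and *Il1rap* (−0.32, adjusted p = 0.153) did not pass. Of the cytokine genes of Supplementary File S8, chosen on these samples and not independent evidence, 0 of 19 chemokine genes rose and 1 fell (2 and 2 when adjusted over the list alone, adjusted p = 0.686), 0 of 35 interleukin genes rose and 1 fell (0 and 1 when adjusted over the list alone, adjusted p = 0.349) and 2 of 29 interferon genes rose and 2 fell (2 and 5 when adjusted over the list alone, adjusted p = 0.87). Further, 1 of 14 tumor necrosis factor genes rose and 0 fell (2 and 4 when adjusted over the list alone, adjusted p = 0.668), 0 of 5 colony stimulating factor genes rose and 0 fell (1 and 0 at an unadjusted p under 0.05, 1 and 0 when adjusted over the list alone, adjusted p = 0.478) and 0 of 14 epidermal and transforming growth factor genes rose and 0 fell (2 and 2 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.87), each p from camera. Of the 5 calls, 3 remained without either SAMR1 1 year array, 2 without SAMP8 16 weeks replicate 1, 0 without SAMP8 16 weeks replicate 2, 1 without SAMP8 1 year replicate 1 and 0 without SAMP8 1 year replicate 2.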

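Between the strains at 16 weeks, *Egr1* was at 10.79 ± 0.02 against 10.30 ± 0.21 (SD, n = 2 arrays each) in log2 signal, SAMP8 against SAMR1, a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.0784), and did not pass limma's adjusted test. The cell cycle gene *Ccnd1* had a log2 fold change of −0.26 (standard error 0.09, adjusted p = 0.236) and did not pass. The unadjusted p was under 0.05 for both.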

In early events in accelerated aging, we found that *Egr1* (degree = 40, expression = 1.4), followed by cyclin D1 (*Ccnd1*) (degree = 28, expression = −1.18) are key predicted genes of inflammation. In addition to cytokine-specific DEGs, we identified that chemokine (C-C motif) ligand 19 (*Ccl19*), chemokine (C-C motif) ligand 27A (*Ccl27a*), interferon-induced protein with tetratricopeptide repeats 3 (*Ifit3*), and interferon-induced transmembrane protein 3 (*Ifitm3*) were significantly upregulated, and interleukin 33 (*Il33*), *Irf2bp2*, chemokine (C-C motif) ligand 17 (*Ccl17*), and colony stimulating factor 2 receptor, alpha, low-affinity (granulocyte-macrophage) (*Csf2ra*) were significantly downregulated.

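Of the 8 genes named here, 2 passed limma's adjusted test, each on a probe set shared by several genes. The probe set with *Ccl19* carries 9 gene symbols and was higher in SAMP8 at 16 weeks, 8.08 ± 0.14 against 4.58 ± 0.40 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of 3.51 (standard error 0.16, adjusted p = 3.59e-05). The probe set with *Ccl27a* carries 5 symbols and was higher (0.95, standard error 0.10, adjusted p = 0.00413). The interferon-induced genes *Ifit3* (0.46, adjusted p = 0.205) and *Ifitm3* (0.36, adjusted p = 0.261), the alarmin gene *Il33* (−0.44, adjusted p = 0.0606), *Irf2bp2* (−0.59, adjusted p = 0.0637), *Ccl17* (−0.31, adjusted p = 0.0865) and *Csf2ra* (−0.24, adjusted p = 0.371) did not pass. Of the cytokine genes of Supplementary File S8, chosen on these samples and not independent evidence, 1 of 19 chemokine genes rose and 0 fell (1 and 1 when adjusted over the list alone, adjusted p = 0.72), 0 of 35 interleukin genes rose and 0 fell (2 and 4 at an unadjusted p under 0.05, 0 and 1 when adjusted over the list alone, adjusted p = 0.26) and 0 of 29 interferon genes rose and 0 fell (5 and 1 at an unadjusted p under 0.05, 2 and 0 when adjusted over the list alone, adjusted p = 0.0404, adjusted p = 0.225 with an estimated correlation). Further, 0 of 14 tumor necrosis factor genes rose and 0 fell (0 and 1 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.683), 0 of 5 colony stimulating factor genes rose and 0 fell (0 and 2 at an unadjusted p under 0.05, 0 and 2 when adjusted over the list alone, adjusted p = 0.0648) and 0 of 14 epidermal and transforming growth factor genes rose and 0 fell (0 and 2 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.0404, adjusted p = 0.288 with an estimated correlation), each p from camera.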

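At 1 year, *Fos* was higher in SAMP8 than in SAMR1, with a log2 fold change of 1.24 (standard error 0.16, adjusted p = 0.0111) and n = 2 arrays each. *Junb*, of the same AP-1 family, had a log2 fold change of 1.00 (standard error 0.21, adjusted p = 0.124) and did not pass limma's adjusted test. The call of *Fos* ended without either SAMR1 1 year array.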

In late events in accelerated aging, we found that *Fos* (degree = 53, expression = 2.25), followed by jun B proto-oncogene (*Junb*) (degree = 27, expression = 2.13) are the key predicted genes of inflammation. In addition to cytokine-specific DEGs, we identified that *Ccl19*, *Ccl27a*, *Cxcl13*, and chemokine (C-C motif) ligand 28 (*Ccl28*) were significantly upregulated, and *Il17d*, *Irf2bp2*, tumor necrosis factor alpha induced protein 6 (*Tnfaip6*), and *Il1rap* were significantly downregulated.

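Among the 8 named genes, 3 passed limma's adjusted test. *Ccl28*, a chemokine gene, was higher in SAMP8 at 1 year, 4.94 ± 0.09 against 4.16 ± 0.05 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of 0.78 (standard error 0.10, adjusted p = 0.0139). The probe set with *Ccl19*, shared by 9 symbols, was higher (3.70, standard error 0.16, adjusted p = 4.38e-05), as was that with *Ccl27a*, shared by 5 symbols (1.06, standard error 0.10, adjusted p = 0.00254). *Cxcl13* (0.63, adjusted p = 0.0572), *Il17d* (−0.65, adjusted p = 0.245), *Irf2bp2* (−0.52, adjusted p = 0.161), *Tnfaip6* (−0.39, adjusted p = 0.228) and *Il1rap* (−0.48, adjusted p = 0.703) did not pass. Of the cytokine genes of Supplementary File S8, chosen on these samples and not independent evidence, 1 of 19 chemokine genes rose and 0 fell (2 and 0 when adjusted over the list alone, adjusted p = 0.901), 0 of 35 interleukin genes rose and 0 fell (1 and 1 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.901) and 1 of 29 interferon genes rose and 0 fell (3 and 0 when adjusted over the list alone, adjusted p = 0.0632). Further, 0 of 14 tumor necrosis factor genes rose and 0 fell (0 and 1 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.839), 0 of 5 colony stimulating factor genes rose and 0 fell (0 and 0 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.839) and 0 of 14 epidermal and transforming growth factor genes rose and 0 fell (0 and 0 at an unadjusted p under 0.05, 0 and 0 when adjusted over the list alone, adjusted p = 0.839), each p from camera. Of the 3 calls, 2 remained without either SAMR1 1 year array and 2 without either SAMP8 1 year array.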

*Fos*, *Egr1*, *Snca*, *Ncor2*, and *Id2* were the common genes of physiological aging and accelerated aging. 

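*Id2*, an inhibitor of differentiation factors, rose with age in SAMP8 (0.31, standard error 0.06, adjusted p = 0.0351) and had a log2 fold change of 0.24 (standard error 0.06, adjusted p = 0.0635) in SAMR1. *Egr1* did not pass limma's adjusted test in SAMR1 (0.30, adjusted p = 0.131). Of *Fos*, *Egr1* and *Id2*, 3 had an unadjusted p under 0.05 in physiological aging. The call of *Id2* in SAMP8 ended without either SAMR1 1 year array, either SAMP8 16 weeks array or either SAMP8 1 year array.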

*Egr1* was the common genes of accelerated aging and early events in accelerated aging. 

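*Egr1* did not pass limma's adjusted test in either comparison. Its mean log2 signal in SAMP8 at 1 year, between those of the 16 weeks groups, was 10.54 ± 0.14 (SD, n = 2 arrays).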

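*Egr2*, an immediate early gene of the same family as *Egr1*, did not pass limma's adjusted test with age in SAMP8 (0.37, adjusted p = 0.243) or between the strains at 1 year (0.71, adjusted p = 0.195), where log2 signals were 5.46 ± 0.09 against 4.76 ± 0.16 (SD, n = 2 arrays each). *Id2* (0.22, adjusted p = 0.681) did not pass between the strains at 1 year.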

*Fos*, *Egr2*, *Id2*, and *Ncor2* were the common genes of accelerated aging and late events in accelerated aging.

### 2.7. Protein–Protein Interaction Network Analysis

We performed protein–protein interaction (PPI) network analysis to identify interacting genes and their associated biological functions (Figure 7). We built a first-order undirected PPI network using the NetworkAnalyst web-based tool. The node represents genes, and the edges represents gene–gene relation. The entire list of hub genes is provided in Supplementary File S9. We performed a genetic PPI analysis to identify the hub nodes, authenticated as the top nodes with highest degree in four conditions.

In physiological aging, a total of 341 seeds with 2208 edges were identified. ubiquitin C (*Ubc*) which is related to myelinating was the top hub node with the highest degrees (degree = 243, betweenness = 554264.28, expression = 1.9), followed by tyrosine 3-monooxgenase/tryptophan 5-monooxgenase activation protein, and epsilon polypeptide (*Ywhae*) (degree = 128, betweenness = 190779.12, expression = −1.38), which is related to synapse and axon formation.

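*Ywhae*, a 14-3-3 protein gene, fell with age in SAMR1, 10.04 ± 0.01 against 10.52 ± 0.13 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of −0.47 (standard error 0.09, adjusted p = 0.0266). Its call ended without SAMR1 16 weeks replicate 2, without either SAMR1 1 year array and without either SAMP8 1 year array.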

In accelerated aging, a total of 309 seeds with 1958 edges were identified. *Ubc* was the top hub node with highest degrees (degree = 243, betweenness = 466012.45, expression = 1.82), followed by lamin A (*Lmna*) (degree = 54, betweenness = 63973.9, expression = −1.53) which is related to apoptotic signaling pathway.

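*Lmna*, of the nuclear lamina, fell with age in SAMP8 on its probe set of smallest p, 3.14 ± 0.10 against 3.76 ± 0.05 (SD, n = 2 arrays each) in log2 signal, a log2 fold change of −0.63 (standard error 0.07, adjusted p = 0.0113). The brightest of its 5 probe sets had a log2 fold change of 0.11. The call of *Lmna* ended without SAMP8 16 weeks replicate 2 and without either SAMP8 1 year array.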

In early events in accelerated aging, a total of 279 seeds with 1577 edges were identified. transcription factor 3 (*Tcf3)*, which is related to inflammation, was the top hub node with highest degrees (degree = 110, betweenness = 180435.67, expression = −1.29), followed by transformed mouse 3T3 cell doble minute 2 (*Mdm2*) (degree = 40, betweenness = 73186.98, expression = 1.37) which is blood vessel formation.

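Neither gene passed limma's adjusted test between the strains at 16 weeks, and 0 of the 2 had an unadjusted p under 0.05. *Tcf3*, a helix-loop-helix transcription factor, was at 3.44 ± 0.33 against 3.61 ± 0.13 (SD, n = 2 arrays each) in log2 signal, SAMP8 against SAMR1, a log2 fold change of −0.18 (standard error 0.14, adjusted p = 0.625). *Mdm2*, the ubiquitin ligase of p53, had a log2 fold change of 0.39 (standard error 0.18, adjusted p = 0.381).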

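Between the strains at 1 year, *Jun* was at 6.02 ± 0.42 against 5.66 ± 0.01 (SD, n = 2 arrays each) in log2 signal, SAMP8 against SAMR1, a log2 fold change of 0.36 (standard error 0.17, adjusted p = 0.725). It did not pass limma's adjusted test.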

In late events in accelerated aging, a total of 261 seeds with 1586 edges were identified. jun proto-oncogene (*Jun*), which is related to neurons, was the top hub node with highest degrees (degree = 78, betweenness = 101022.93, expression = −1.19), followed by mitogen-activated protein kinase 1 (*Mapk1*) (degree = 53, betweenness = 72429.06, expression = 1.22) which is related to apoptosis.

### 2.8. Gene-Set Perturbation Analysis

For a comprehensive understanding of biological functions, we next examined the activated-inhibited analysis of biological functions by using GPSA web tool (Figure 8).

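The lists tested in this section are not the gene sets of the paper's perturbation analysis, which was not recomputed. With age in SAMR1, of genes of the unfolded protein response 5 of 26 rose, 1 fell and 20 did not pass the test (8 rose and 2 fell when adjusted over the list alone). *Sdf2l1* (0.45, standard error 0.09), the disulfide isomerase gene *Pdia6* (0.36, standard error 0.06), *Dnajc3*, an inhibitor of the kinase PERK (0.42, standard error 0.10), and *Manf* (0.38, standard error 0.07) rose, and *Dnajb9* fell (−0.32, standard error 0.07). The list had a median log2 fold change of 0.05, set above the other genes by camera (adjusted p = 0.0268, and adjusted p = 0.509 with an estimated correlation), and the call ended at an adjusted p of 0.0644 without SAMR1 1 year replicate 2 and 0.057 without SAMR1 16 weeks replicate 2. Of genes of DNA repair 0 of 39 rose, 5 fell and 34 did not pass the test (0 rose and 8 fell when adjusted over the list alone). *Xrcc1*, a scaffold of base excision repair (−0.44, standard error 0.07), and the kinase gene *Atm* (−0.41, standard error 0.08) fell. This list had a median log2 fold change of −0.11, set below the other genes by camera (adjusted p = 0.0444, and adjusted p = 0.509 with an estimated correlation), and the call ended at an adjusted p of 0.0523 without SAMP8 16 weeks replicate 1, 0.0533 without SAMP8 16 weeks replicate 2, 0.0687 without SAMR1 1 year replicate 1, 0.0644 without SAMR1 1 year replicate 2, 0.0854 without SAMR1 16 weeks replicate 1 and 0.0695 without SAMR1 16 weeks replicate 2. Of oxidative phosphorylation genes 2 of 68 rose, 2 fell and 64 did not pass the test (2 rose and 2 fell when adjusted over the list alone). *Ndufa6* (−0.49, standard error 0.10) and *Sdhc* (−0.39, standard error 0.08) fell and *Ndufb5* (0.29, standard error 0.07) rose, with a median log2 fold change of −0.04 (adjusted p = 0.934 from camera), while another probe set of *Ndufb5* fell (−0.34, adjusted p = 0.0464). Heat shock genes had a median log2 fold change of 0.04 (adjusted p = 0.0581 from camera), and 1 of 19 rose, 0 fell and 18 did not pass the test (2 rose and 0 fell when adjusted over the list alone). Interferon response genes had a median log2 fold change of −0.01 (adjusted p = 0.328 from camera), while the mean was 0.01 and the test pointed up, a difference in sign, and 0 of 40 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 2 down at an unadjusted p under 0.05). Immediate early genes had a median log2 fold change of −0.07 (adjusted p = 0.892 from camera), where 3 of 34 rose, 2 fell and 29 did not pass the test (6 rose and 8 fell when adjusted over the list alone), with *Bdnf*, a neurotrophin (0.45, standard error 0.09), among the rises.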

In physiological aging, we identified that unfold protein response, hypoxia, protein secretion, mitotic spindle, and G2M checkpoint were significantly activated, and epithelial mesenchymal transition, heme metabolism, oxidative phosphorylation, adipogenesis, and DNA repair were significantly inhibited. We also found that inflammation-related functions such as Il6 JAK Stat3 signaling and inflammatory response were activated but not significantly.

In accelerated aging, we identified that Mtorc1 signaling, and Interferon alpha response were significantly activated, and epithelial mesenchymal transition, mitotic spindle, and adipogenesis were significantly inhibited. 

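With age in SAMP8, interferon response genes had a median log2 fold change of 0.05 (adjusted p = 0.194 from camera), and 0 of 40 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 2 down at an unadjusted p under 0.05). Oxidative phosphorylation genes had a median log2 fold change of −0.02 (adjusted p = 0.539 from camera), while the mean was −0.01 and the test pointed up, a difference in sign, where 2 of 68 rose, 0 fell and 66 did not pass the test (0 rose and 0 fell when adjusted over the list alone), the rises being *Ndufa5* (0.28, standard error 0.06) and *Ndufb11* (0.28, standard error 0.06), subunits of complex I. Of DNA repair genes 0 of 39 rose, 3 fell and 36 did not pass the test (1 rose and 4 fell when adjusted over the list alone). *Xrcc1* (−0.44, standard error 0.07) and *Rad23b* (−0.71, standard error 0.12) fell, with a median log2 fold change of −0.07 (adjusted p = 0.77 from camera). Of immediate early genes 1 of 34 rose, 4 fell and 29 did not pass the test (5 rose and 9 fell when adjusted over the list alone). *Apold1* rose, and *Nptx2*, a synaptic pentraxin (−0.85, standard error 0.13), and *Midn* (−0.43, standard error 0.08) fell, with a median log2 fold change of −0.01 (adjusted p = 0.857 from camera).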

We also identified that inflammation-related functions such as Il2 STAT5 signaling, Il6 JAK Stat3 signaling, and TNFA signaling via NFKB were activated but not significantly.

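At 16 weeks, stress genes were set higher in SAMP8 than in SAMR1. For the unfolded protein response and heat shock, this and the fall with age in SAMP8 share the SAMP8 16 weeks arrays. They are not separate observations. Of heat shock genes 4 of 19 rose, 0 fell and 15 did not pass the test (9 rose and 0 fell when adjusted over the list alone). *Dnajb1*, a cochaperone of Hsp70 (0.47, standard error 0.08), the inducible Hsp70 gene *Hspa1b* (1.01, standard error 0.17) and *Hsp90ab1* (0.33, standard error 0.06) were among them, and the list had a median log2 fold change of 0.24, set above the other genes by camera (adjusted p = 5.51e-09, and adjusted p = 0.218 with an estimated correlation). *Hspa1b* lies in a run of 3 neighbouring genes called between the strains, with *Neu1* and *1110038B12Rik*. Of unfolded protein response genes 2 of 26 rose, 0 fell and 24 did not pass the test (11 rose and 0 fell when adjusted over the list alone), *Pdia6* (0.52, standard error 0.06) and *Manf* (0.49, standard error 0.07) among them, with a median log2 fold change of 0.20, set above the other genes by camera (adjusted p = 1.19e-09, and adjusted p = 0.137 with an estimated correlation). Interferon response genes had a median log2 fold change of 0.17, set above the other genes by camera (adjusted p = 5.51e-09, and adjusted p = 0.0573 with an estimated correlation), where 1 of 40 rose, 0 fell and 39 did not pass the test (14 rose and 0 fell when adjusted over the list alone), the called gene being *Lgals3bp*, a secreted glycoprotein (0.41, standard error 0.08). Immediate early genes had a median log2 fold change of 0.18, set above the other genes by camera (adjusted p = 3.48e-06, and adjusted p = 0.218 with an estimated correlation), where 3 of 34 rose, 0 fell and 31 did not pass the test (12 rose and 1 fell when adjusted over the list alone), with the phosphatase gene *Dusp6* (0.47, standard error 0.09) and *Egr3* (0.62, standard error 0.08) called. Each of these 4 list calls held without any single array. Of oxidative phosphorylation genes 1 of 68 rose, 0 fell and 67 did not pass the test (1 rose and 0 fell when adjusted over the list alone), with a median log2 fold change of −0.01 (adjusted p = 0.556 from camera). Of DNA repair genes 0 of 39 passed limma's adjusted test, and 0 when adjusted over the list alone (2 up and 5 down at an unadjusted p under 0.05), with a median log2 fold change of −0.02 (adjusted p = 0.416 from camera).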

In early events in accelerated aging, we identified that Mtorc1 signaling was significantly activated, and mitotic spindle, adipogenesis, and epithelial mesenchymal transition were significantly inhibited. We also identified that inflammation-related functions such as Il2 STAT5 signaling, Il6 JAK Stat3 signaling, TNFA signaling via NFKB, and interferon gamma response were activated but not significantly.

In late events in accelerated aging, we identified that Mtorc1 signaling, TNFA signaling via NFKB, DNA repair, oxidative phosphorylation, MYC targets V1, interferon gamma response, interferon alpha response, and heme metabolism were significantly activated, and upregulation of KRAS signaling, androgen response, and mitotic spindle were significantly inhibited. 

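At 1 year, genes of the interferon response were set higher in SAMP8 than in SAMR1. Of this list 1 of 40 rose, 0 fell and 39 did not pass the test (15 rose and 0 fell when adjusted over the list alone), and the called gene was *Ifi27*, an interferon-induced mitochondrial protein (0.63, standard error 0.09). This list had a median log2 fold change of 0.15, set above the other genes by camera (adjusted p = 6.89e-13, and adjusted p = 0.0253 with an estimated correlation), and the call held without any single array. Of the 40 genes, 15 pass the filter on dim probe sets, and the call held with that filter. Of the members, 8 stand in the study's own lists. Immediate early genes, which follow neuronal activity, were set higher, where 5 of 34 rose, 0 fell and 29 did not pass the test (13 rose and 4 fell when adjusted over the list alone). *Arc*, of synaptic plasticity (1.08, standard error 0.16), and the nuclear receptor gene *Nr4a1* (1.01, standard error 0.16) were among them, and the list had a median log2 fold change of 0.17, set above the other genes by camera (adjusted p = 1.00e-04, and adjusted p = 0.398 with an estimated correlation), also held without any single array. Of oxidative phosphorylation genes 0 of 68 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 3 down at an unadjusted p under 0.05), with a median log2 fold change of 0.03 (adjusted p = 0.386 from camera). Of DNA repair genes 0 of 39 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 0 down at an unadjusted p under 0.05), with a median log2 fold change of 0.04 (adjusted p = 0.108 from camera). Of unfolded protein response genes 0 of 26 rose, 1 fell and 25 did not pass the test (0 rose and 5 fell when adjusted over the list alone), with a median log2 fold change of −0.07, set below the other genes by camera (adjusted p = 0.00479, and adjusted p = 0.398 with an estimated correlation), a call that ended at an adjusted p of 0.0554 without SAMR1 1 year replicate 2. Of heat shock genes 0 of 19 passed limma's adjusted test, and 0 when adjusted over the list alone (1 up and 0 down at an unadjusted p under 0.05), with a median log2 fold change of −0.01 (adjusted p = 0.968 from camera).

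**Figure D3:**
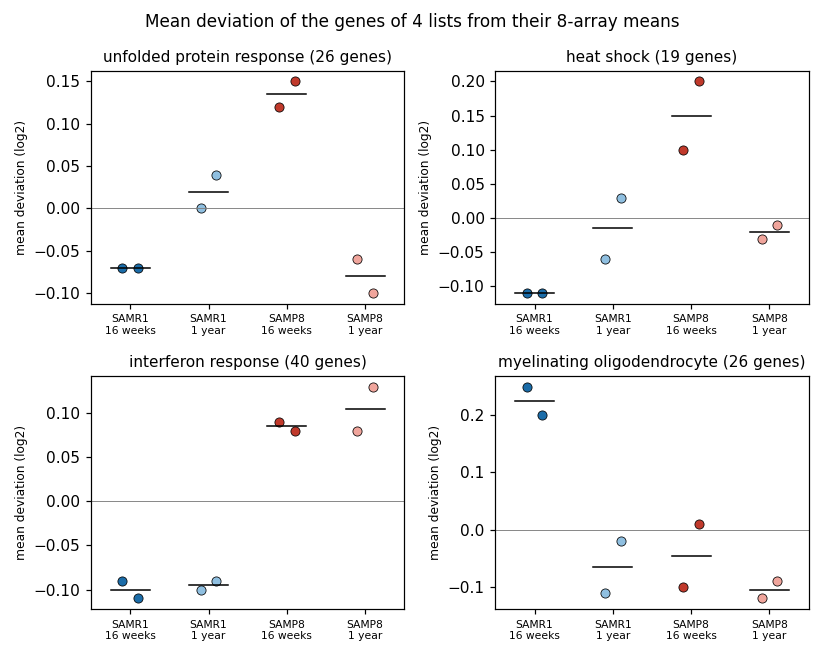
Mean deviation of the genes of 4 lists from their means over the 8 arrays (vertical axis, log2 signal), for each array by group (horizontal axis). Points are single arrays; for the interferon response the SAMP8 arrays lie between 0.08 and 0.13 and the SAMR1 arrays between −0.11 and −0.09.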

We also identified that G2M checkpoint was inhibited but not significantly.

## 3. Discussion

In our current investigation, we conducted a comprehensive examination of the brain cortex in SAMP8 mice, employing an integrated analysis of their genome and transcriptome. This analysis encompassed both temporal and functional aspects. The outcomes of our study propose some potential molecular targets to utilize SAMP8 mice as a predictive model for cognitive aging. SAMP8 mice may serve as a valuable resource for evaluating the functional characteristics of natural compounds, which may lead to the revelation of their diverse and manifold advantages.

The SAMP8 (senescence-accelerated mouse-prone 8) mouse model, developed by Dr. Takeda’s research team at Kyoto University, serves as an accelerated aging model, exhibiting the early onset of learning and memory deficits during the aging process [10,11,12]. Notably, cognitive decline in SAMP8 mice typically manifests between 2–4 months of age [21]. Moreover, SAMP8 mice display deficiencies in neurons and glial cells [22]. As a result, SAMP8 mice provide an excellent model for investigating cognitive aging, offering insights not only at the behavioral level but also at the pathological level. Emerging research has suggested the age-related alterations occurring in the brains of SAMP8 mice [15,16,17]. These investigations primarily concentrate on the temporal dynamics of SAMP8 or make comparisons between SAMP8 and SAMR1 mice. While these approaches have yielded significant advancements, the integration of both methodologies has been relatively scarce. By combining these approaches, there exists a promising opportunity to attain a comprehensive comprehension of the cognitive aging process in SAMP8 mice.

In the present study, we performed an enrichment analysis and found that developmental process, related to biological process, metabolic process, response to stimulus, and immune system process, was significantly enriched in all four conditions (Figure 2a). Moreover, we identified that hallmark gene sets such as mitotic spindle, hypoxia, adipogenesis, and epithelial mesenchymal transition, which are associated with the function of developmental process, metabolism, inflammation, were significantly enriched (Figure 2b). On the other hand, we found that many cognitive-decline-related diseases such as mental disorder, memory impairment, and developmental delay were significantly enriched (Figure 2c). Furthermore, we identified that synapse-related inflammation-related, histone-related, and RNA-polymerase-related TFs were significantly enriched (Figure 2d).

We performed developmental-process-specific BPs analysis and observed that many of these BPs exhibited a higher level of enrichment in physiological aging and early events of accelerated aging as opposed to the accelerated aging and late events in accelerated aging conditions (Figure 2a and Figure 3a). It is widely recognized that neurons, which directly influence memory and learning behaviors, tend to decrease with age in general. SAMP8 mice demonstrate neuronal loss starting at two months of age [22,23]. This observation aligns with the results of our research, as evidenced by the more significant alterations in the developmental process when we compared strains P8 and R1, but there were no substantial changes when we compared the two time points within the SAMP8 mice. Recent studies found that 16-week-old SAMP8 mice shows a decline in cognitive function [11,24]. Taken together, these studies and ours suggest a link between the early onset of functional changes of developmental process in the SAMP8 mouse brain and the early onset of cognitive decline in the SAMP8 mouse brain. Moreover, we found that astrocytes and myelinating oligodendrocytes were more significantly enriched in physiological aging, early events in accelerated aging, and late events in accelerated aging than accelerated aging (Figure 3b). These results also support the functional changes in the 16-week-old SAMP8 mouse brain. We also found that neuron-related functions were more significantly enriched in accelerated aging, early events in accelerated aging, and late events in accelerated aging than condition 1 (Figure 3b). Recent studies explain that astrocytes and oligodendrocytes play an important role for support neuron function, such as protecting and shaping neuron, synapse formation, and synaptic transmissions [25,26]. Taken together, early onset of astrocytes and oligodendrocyte functional changes may have an effect on neuronal functions. Thus, functional changes in astrocytes and oligodendrocytes in early time of aging process in SAMP8 may play an important factor of early onset of cognitive decline in SAMP8. Furthermore, we performed astrocyte- and oligodendrocyte-related DEGs expression analysis and identified the predicted gene sets (Figure 3c, Supplementary File S1). In this analysis, we identified some astrocytes and oligodendrocytes related genes such as *olig2* were significantly upregulated [27]. These results indicated that the reactive oligodendrocytes were significantly generated in the later stage of aging in SAMP8.

Next, we found that many synapse-related BPs were significantly changed in all conditions and noteworthy changes of synaptic-transmission-related BPs were identified in early events in accelerated aging (Figure 4a). Through a detailed synapse-specific enrichment analysis performed by SynGo online tool, we found that synaptic configuration-related and synaptic-transmission-related BPs such as synaptic vesicle exocytosis, modification of synaptic structure, metabolism, and synapse assembly were significantly enriched in physiological aging and accelerated aging. We also found that the synaptic-transmission-related BPs were more significantly changed in accelerated aging than physiological aging (Figure 4b,c). These results imply the dysfunction of synaptic-transmission-related functions were more remarkable in the SAMP8 mouse brain than the SAMR1 mouse brain. Moreover, we identified that synaptic-transmission-related BPs, such as those involved in the presynaptic process and in the chemical transmission and regulation of presynaptic cytosolic calcium levels, were significantly changed in the early events in accelerated aging. These results imply that changes in synaptic-transmission-related functions have already started in the 16-week-old SAMP8 mouse brain. In addition, we found that synaptic configuration-related and synaptic-transmission-related BPs were also significantly changed in late events in accelerated aging. These results suggest that synaptic-transmission-related function is reduced in the SAMP8 mouse brain prior to synaptic-configuration-related functions. Furthermore, we performed the excitatory and inhibitory synapse related DEGs expression analysis and identified the predicted gene sets (Figure 4d, Supplementary File S2).

Next, we also found that protein-metabolism-related BPs, such as protein phosphorylation, protein ubiquitination, and protein catabolic process, were significantly changed in all conditions especially accelerated aging has a marked tendency (Figure 5a). Protein metabolism plays an important role in maintain brain function through protein synthesis and degradation. In particular, the abnormal metabolism of tau protein is thought to be involved in more than 20 neurodegenerative disorders, including AD, and affects cognitive decline [28]. Interestingly, we also found that protein phosphorylation was significantly changed in early events in accelerated aging. The overproduction of phosphorylated tau protein, a type of phosphoprotein, seems to be associated with with tau aggregation and toxicity [29]. Moreover, because tau has been identified as a principal component of the neurofibrillary tangles (NFTs) changes of pathological features seen in the AD brain, the accumulation of phosphorylated and aggregated tau has been used for the staging of AD [30,31]. Given this suggestive evidence and our study, it is suggested that the early onset of functional changes in protein metabolism, especially protein phosphorylation, seems to be related to the early onset of cognitive decline in SAMP8.

We also found that the phospholipid metabolic process and glycerolipid biosynthetic process were significantly changed in accelerated aging. Recently, many studies have reported that phospholipids and glycerolipids seem to play a crucial role to maintain the synaptic transmission function [32,33,34]. Moreover, we found that the steroid biosynthesis process, which has been reported to play an important role in neurotransmitter release, was significantly enriched in early events in accelerated aging [35]. Given the early onset of functional changes of synaptic-transmission-related BPs in the SAMP8 mouse brain in our study and these studies, functional changes in synaptic-transmission-related BPs may be related to functional changes in phospholipid and glycerolipid metabolic processes, as well as the steroid synthesis metabolic process.

We also found that autophagy was significantly enriched in late events in accelerated aging. Autophagy plays an important role in degrading defective cells and misfold protein aggregates via lysosomes, and can also degrade the aberrant phosphorylation, aggregation, and proteolysis of tau protein, which seem to be associated with the development of AD [36]. In SAMP8 mice, it has been reported that the activity of autophagy decreases at the age of 12 months old. In contrast, SAMR1 mice do not show significant changes in autophagy at the age 12 months old [37]. These results provide greater confidence that the SAMP8 mouse brain experiences the dysfunction of autophagy in the late stages of aging.

Furthermore, we performed an analysis of protein phosphorylation and phospholipid metabolic processes related DEGs expression, and identified the predicted gene sets (Figure 5b, Supplementary File S3).

Next, we also found that many specific immune-response- and cellular-response-related BPs were significantly enriched (Figure 6a). In this study, we focus on specific immune-response-related functions and compare the age-associated inflammation functions which are recently studied to our study [20]. Through this comparison, we identified key hub-inflammation-related genes (Figure 6b, Supplementary File S4). Furthermore, we performed cytokine-related genes analysis and identified the predicted gene sets of cytokines (Figure 6c, Supplementary File S5).

Next, we confirmed key hub genes in PPI analysis to find the interacting genes with related biological functions (Figure 7a,b, Supplementary File S6).

Finally, we performed GPSA web tool to evaluate the active and inhibit behavior of biological functions (Figure 8).

In the line with neurogenesis and synapses, epithelial mesenchymal transition (EMT), which is the formation process of mesenchymal cells from epithelia was significantly inhibited in physiological aging, accelerated aging, and early events in accelerated aging [38]. Mesenchymal stem cells have been reported to differentiate into neuron and glial cells [39]. We also identified the unfold protein response (UPR), which is a cellular response to endoplasmic reticulum (ER) dysfunction, such as the aggregation of unfolded or misfolded proteins, was significantly activated in physiological aging and activated in accelerated aging (not significant) and inhibited (not significant) in late events in accelerated aging [40,41]. We also identified oxidative phosphorylation (OXPHOS), which is the production process of adenosine triphosphate(ATP) was significantly inhibited in physiological aging and significantly activated in accelerated aging and late events in accelerated aging. Recent studies found that the underproduction of ATP causes the dysfunction of mitochondria, while the overproduction of ATP produces reactive oxygen and causes DNA damage [42,43]. Moreover, we identified that DNA repair was significantly inhibited in physiological aging and significantly activated in late events in accelerated aging. Thus, the activation of OXPHOS in the SAMP8 mouse brain, especially in late aging, seem to induce DNA damage. In addition, we also identified that the mitotic spindle and G2M checkpoint, which are related to cell cycle, were significantly activated in physiological aging and inhibited in three other conditions, and significantly activated in physiological aging and inhibited in three other conditions, but not significantly, respectively [44,45]. Taken together, these results suggest that neuronal differentiation may seem to be dysfunctional in the 16-week-old SAMP8 mouse brain.

In the line with neurometabolism, we also found that adipogenesis was significantly inhibited in physiological aging, accelerated aging, and early events in accelerated aging. These results implied adipogenesis was already inhibited in the 16-week-old SAMP8 mouse brain. Adipogenesis is the process by which pre-adipocytes develop into mature adipocytes, and the over-production of adipocytes may induce neuronal dysfunction [46]. In our study, we did not observe the overproduction of adipocytes in the SAMP8 mouse brain. Thus, the SAMP8 mouse brain might not be a suitable model for the analysis of adipogenesis.

In the line with neuroinflammation, we also found that mTOR signaling was significantly activated in accelerated aging, early events in accelerated aging, and late events in accelerated aging. mTOR signaling plays an important role as a central regulator of cell metabolism, growth, proliferation, and survival [47,48]. In addition, mTOR signaling is involved in the regulation of autophagy, and the activation of mTOR signaling inhibits autophagy activity [49]. These studies imply that autophagy activity was inhibited in the SAMP8 mouse brain. This trend is similar to our results on the functional changes of autophagy in the late-stage SAMP8 mouse brain. We also found that hypoxia, which seems to induce inflammation, was significantly activated in physiological aging and was activated but not significantly in accelerated aging, early events in accelerated aging, and late events in accelerated aging [50]. These results implied that the hypoxia was already activated in the 16-week-old SAMP8 mouse brain and induced inflammation in early aging in the SAMP8 mouse brain. Inflammation-related functions such as interferon alpha response, interferon gamma response, Il6 JAK STAT3 signaling, and IL2 STAT5 signaling were activated in accelerated aging and early events in accelerated aging. Many studies confirm that inflammation-related functions were activated during the aging process [51]. These results were more supportive of advanced inflammation in the early aging process in the SAMP8 mouse brain.

## 4. Materials and Methods

### 4.1. Animals

In our in vivo experiments, we utilized male SAMP8 and SAMR1 mice at two different age groups: 16 weeks (*n* = 2) and 1 year (*n* = 2) (Japan SLC, Shizuoka, Japan). The mice were individually housed under carefully controlled conditions, including a temperature range of 21–23 °C and a light–dark cycle of 12 h each, while having unrestricted access to water and food.

### 4.2. RNA Extraction and Quantification

The mice were humanely euthanized by cervical dislocation, and their whole brains were carefully extracted. From each group, comprising 1-year-old and 16-week-old SAMR1 and SAMP8 mice, cerebral cortices were carefully dissected on ice for further analysis. The RNA samples were extracted using the Isogen kit (Nippon Gene Co. Ltd., Tokyo, Japan). Then, RNA quantity and quality were determined using the NanoDrop 2000 spectrophotometer (ThermoScientific, Waltham, MA, USA).

### 4.3. Microarray Experiment

Firstly, 100 ng of total RNA was utilized to synthesize double-stranded cDNA, employing the GeneAtlas 3′ IVT Express Kit (Affymetrix Inc., Santa Clara, CA, USA). Subsequently, biotin-labeled amplified RNA (aRNA) was synthesized via in vitro transcription, employing the GeneChip 3′ IVT Express Kit (Affymetrix Inc., Santa Clara, CA, USA). Following purification, a total of 9.4 mg of aRNA was fragmented using the GeneAtlas 3′ IVT Express Kit. The fragmented aRNA was then subjected to a 16 h hybridization at 45 °C, utilizing the GeneChip MG-430 PM microarray chip (Affymetrix Inc., Santa Clara, CA, USA). After hybridization, the microarray chip was subjected to a series of washes and staining in the Gene Atlas Fluidics Station 400 (Affymetrix Inc., Santa Clara, CA, USA). Finally, the resulting image was scanned using the GeneAtlas Imaging Station (Affymetrix Inc., Santa Clara, CA, USA).

### 4.4. Data Processing

The raw image data were normalized following the robust multichip average (RMA) algorithm using the Expression Console Software (Affymetrix, Japan, URL: http://www.affymetrix.com) (accessed on 6 December 2022). Subsequent gene expression analysis was carried out using freely available software Transcriptome Analysis Console (TAC) version 4 (Thermofisher Inc., Tokyo, Japan). We considered differentially expressed genes (DEGs) as *p*-value < 0.05, fold change > 1.1.

### 4.5. Date Analysis

In all analyses, we adapt top 1000 DEGs (Combined both 500 up- and downregulated DEGs). To investigate the changes in biological events in the aging brain, we established four distinct conditions for comparison. Firstly, we compared the molecular changes in brain cortices of SAMR1 mice, representing normal aging, between the ages of 1 year and 16 weeks. This comparison enabled us to examine the functional changes associated with the natural physiological aging process. Secondly, we compared the function changes in the brain cortices of SAMP8 mice, characterized by accelerated aging, between the ages of 1 year and 16 weeks. This allowed us to assess the functional changes specific to accelerated aging. Next, we compared SAMP8 and SAMR1 mice at two time points, 16 weeks and 1 year, to capture the trajectory of early and late events within the SAMP8 model. Please refer to Table 1 for a summary of the comparisons performed.

The volcano plots were generated using the VolcaNoseR web tool [52]. Heatmaps were created using the Broad Insititute’s Morphelus online tool (https://software.broadinstitute.org/morpheus/) (accessed on 8 May 2023).

Gene ontology (GO) enrichment analyses were performed using the web-based tools Metascape v3.5.20230101 (http://metascape.org) (accessed on 8 May 2023) [53] and David version 2021 (Database for Annotation, Visualization, and Integrated Discovery; URL: https://david.ncifcrf.gov/home.jsp) (accessed on 8 May 2023) [54].

Cell-type-specific expression analysis (CSEA) version1.1 tool was employed to identify potential cell populations that are likely to experience disruptions across our four analysis conditions. This tool utilizes a transcriptomic profiling dataset derived from mice to identify specific sets of transcripts that are expressed in distinct cell types. By employing Fisher’s exact test with Benjamini–Hochberg correction, CSEA identifies candidate gene lists that overlap with sets of transcripts enriched in specific cell types or regions (URL: http://genetics.wustl.edu/jdlab/csea-tool-2/) (accessed on 1 May 2023) [55].

Synaptic gene ontologies (SynGo) version1.1 web-based tool (URL: https://www.syngoportal.org/) (accessed on 2 May 2023) was used for synapse-specific analysis [56]. OmicsNet 2.0 web-based tool (URL: https://www.omicsnet.ca/) (accessed on 11 June 2023) was used for inflammation-specific analysis [57]. PPI networks were built using the NetworkAnalyst web-based tool version 3.0 (https://www.networkanalyst.ca/) (accessed on 14 June 2023) [58].

Genetic perturbation similarity analysis (GPSA) version 1.1.7 web-based tool was used to identify the upstream modulators and their activation/inhibition status across four different conditions (http://guotosky.vip:13838/GPSA/) (accessed on 26 April 2023) [59].

Gene–biological function relationships were analyzed using the web-based tool of Mouse genome Informatics and BioGPS (https://www.informatics.jax.org/, http://biogps.org/#goto=welcome) (accessed on 25 June 2023).

## 5. Conclusions

In summary, our study represents the first known report that employs a comprehensive approach, integrating whole genome transcriptomic analyses, to investigate cognitive aging in the SAMP8 mouse brain with respect to both temporal and functional factors. Through our analysis, we have identified numerous target functions and genes that are closely linked to the aging process in the SAMP8 mouse brain. Consequently, our findings hold significant potential for advancing drug discovery and development strategies targeted at mitigating cognitive aging-related conditions.

## Figures and Tables

**Figure 1:**
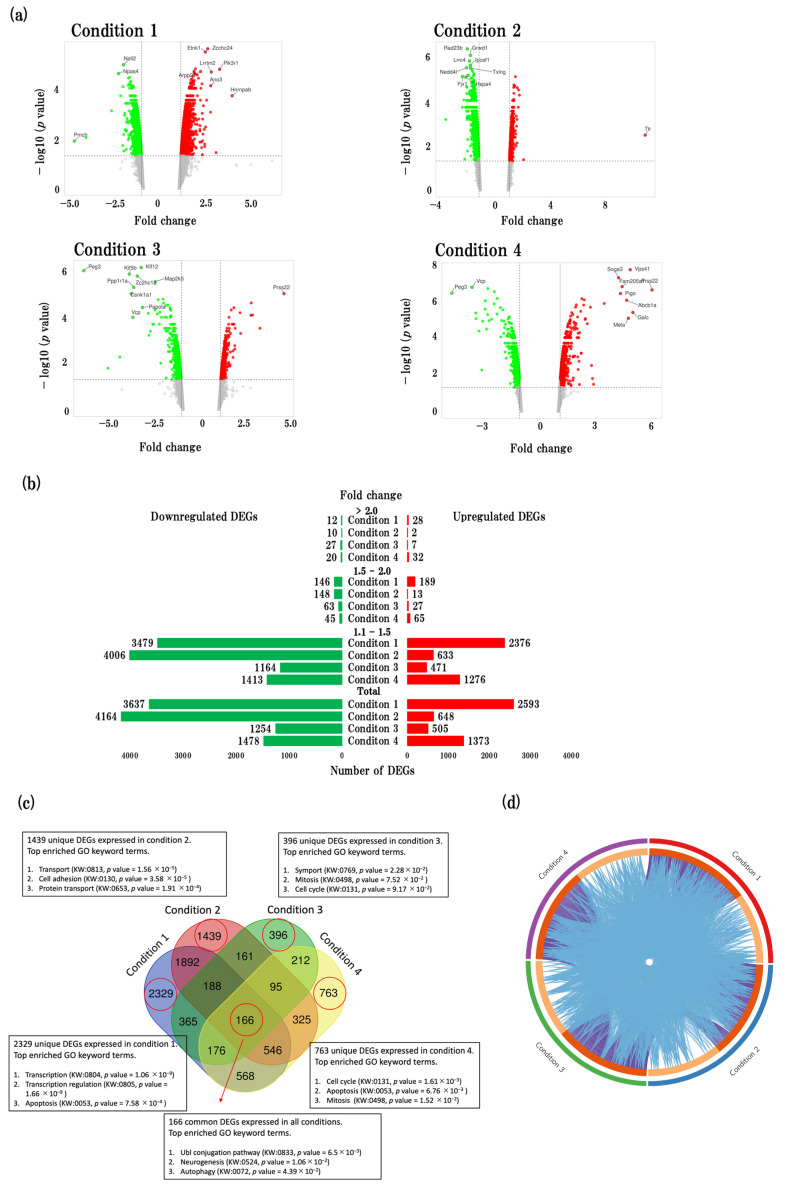
Characterization of gene expression profiles in SAMR1 and SAMP8 mice. (**a**) Volcano plots show DEGs in four conditions. The vertical axis (*y*-axis) corresponds to −log10 (*p* value) and the horizontal axis (*x*-axis) displays linear fold change. The red dots represent the upregulated genes; the green dots represent the downregulated genes. The top 10 DEGs with the biggest fold changes are shown in the figure. (**b**) Bar graphs showing the distribution of fold changes. The red bars represent the number of upregulated DEGs; the green bars represent the number of downregulated DEGs. (**c**) Venn diagram showing unique and common DEGs in four conditions. Significantly enriched gene ontology (GO) terms are listed for each set of DEGs. Enriched GO terms identified using David online tool. (**d**) Circos plot showing overlap genes and biological functions of each condition. Purple curves showing linking identical genes; blue curve shows linking identical biological functions. Circos plot was made by using Metascape tool (https://metascape.org/gp/index.html#/main/step1) (accessed on 3 July 2023).

**Figure 2:**
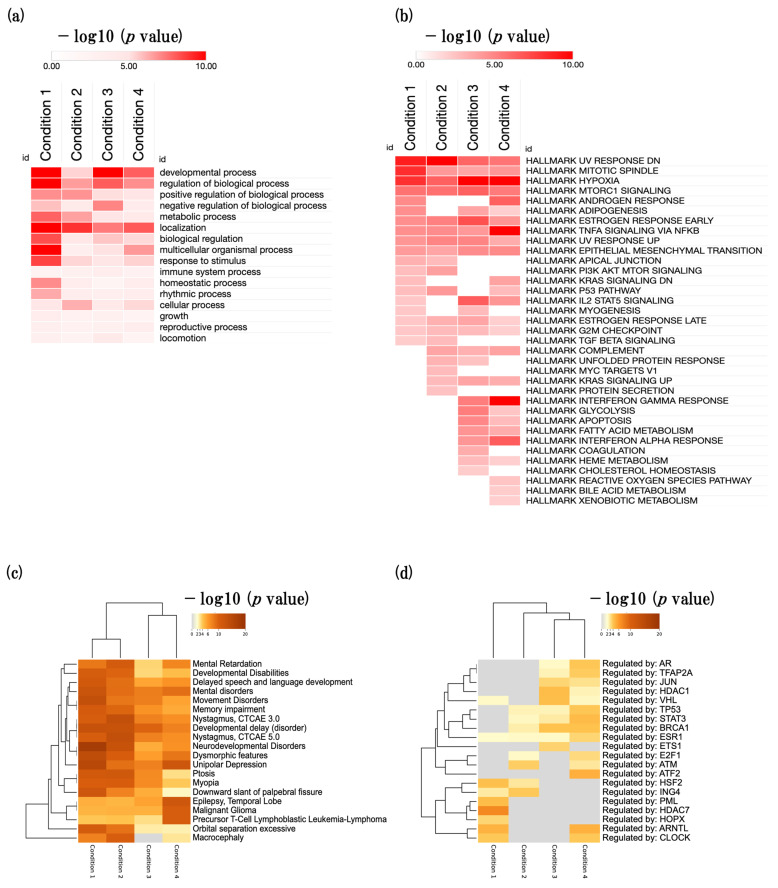
Overview of biological events in SAMR1 and SAMP8 mice. (**a**) Heatmap showing the parent GOBP terms in four conditions. (**b**) Heatmap showing the hallmark gene sets. (**c**) Heatmap showing disease enrichment analysis (DisGeNET database). (**d**) Heatmap showing TF enrichment analysis (TRRUST database). The color code represents the −log10 (*p* value). Enrichment analyses were conducted using the Metascape tool v3.5.20230101 (https://metascape.org/gp/index.html#/main/step1) (accessed on 8 May 2023). Heat map was generated using the Morpheus tool (https://software.broadinstitute.org/morpheus/) (accessed on 8 May 2023).

**Figure 3:**
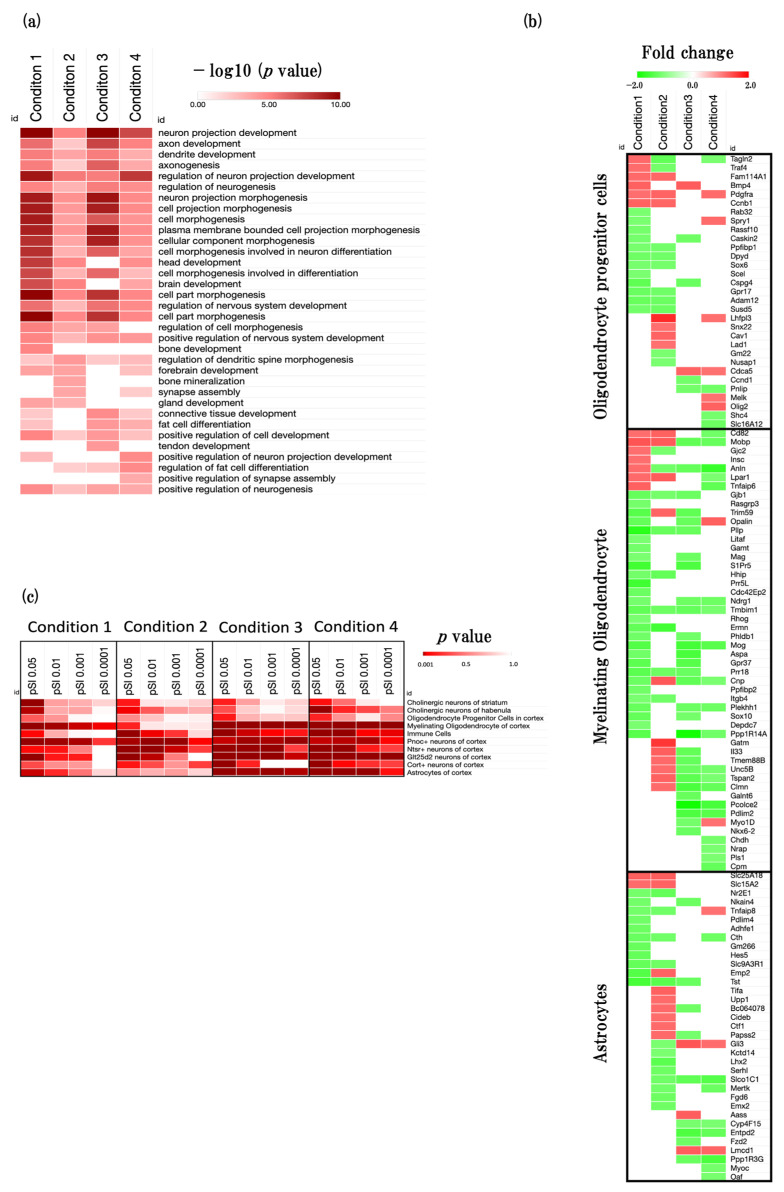
Effect of aging on neurodevelopment-associated biological function. (**a**) Heatmap showing GOBP terms related to developmental process (GO:0032502), presented as −log10 (*p* value). (**b**) Heatmap showing enrichment analysis for the specific cell types in the brain. Cell-type-specific enrichment analysis was conducted using the CSEA tool v 1.1 (http://genetics.wustl.edu/jdlab/csea-tool-2/) (accessed on 1 May 2023). (**c**) Heatmap showing the astrocytes and oligodendrocytes specific gene expression profiles, presented as fold change. The red color represents the upregulated DEGs, and the green color represents downregulated DEGs.

**Figure 4:**
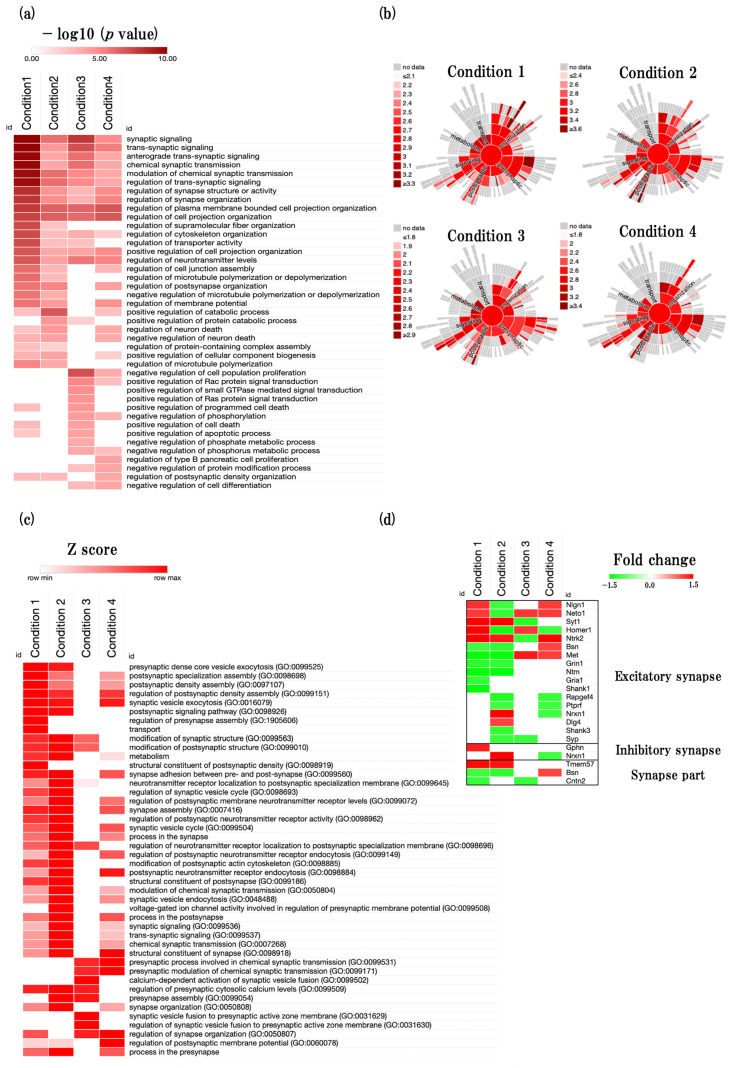
Effect of aging on synapse-associated biological functions. (**a**) Heatmap showing regulation of GOBP terms (GO:0050789, GO:0048518, GO:0048519), presented as −log10 (*p* value). (**b**) Sunburst graphs show the synapse-specific biological process gene ontology (GOBP) terms. Synapse-specific enrichment analysis was conducted using the SynGo tool (https://www.syngoportal.org/) (accessed on 2 May 2023). The red color represents the −log10 (*p* value). (**c**) Heatmap shows the synapse-specific GOBP terms, presented as z-score, identified from SynGo. (**d**) Heatmap showing synapse-related gene expression profiles, presented as fold change. The red color represents the upregulated DEGs, and the green color represents downregulated DEGs.

**Figure 5:**
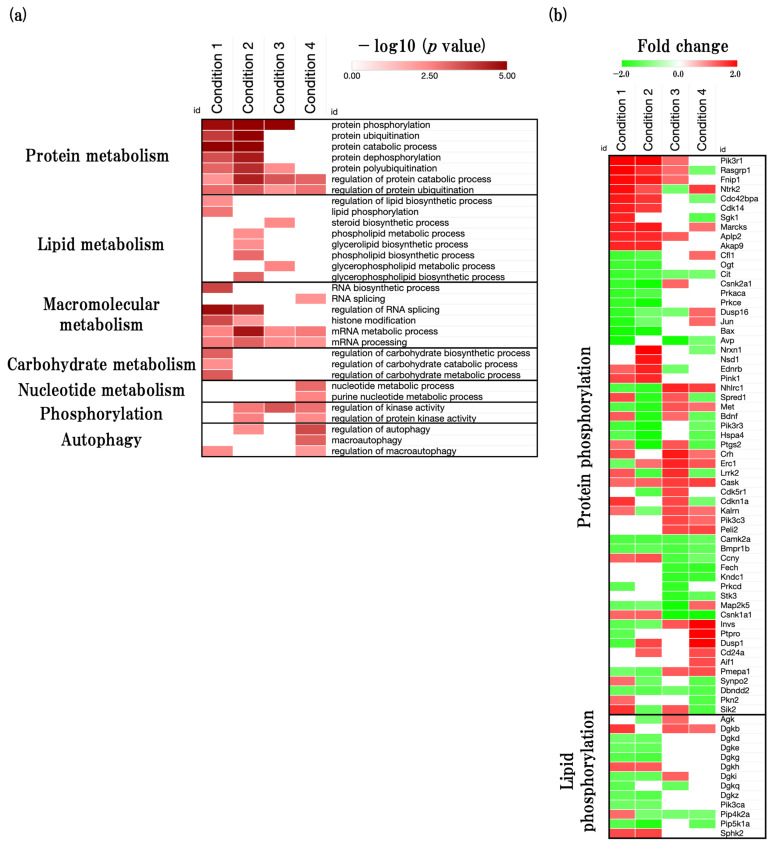
Effect of aging on neurometabolism-associated biological functions. (**a**) Heatmap shows GOBP terms related to metabolic process (GO:0008152), presented as −log10 (*p* value). (**b**) Heatmap shows protein-phosphorylation- and lipid-phosphorylation-related gene expression profiles, presented as fold change. The red color represents the upregulated DEGs, and the green color represents downregulated DEGs.

**Figure 6:**
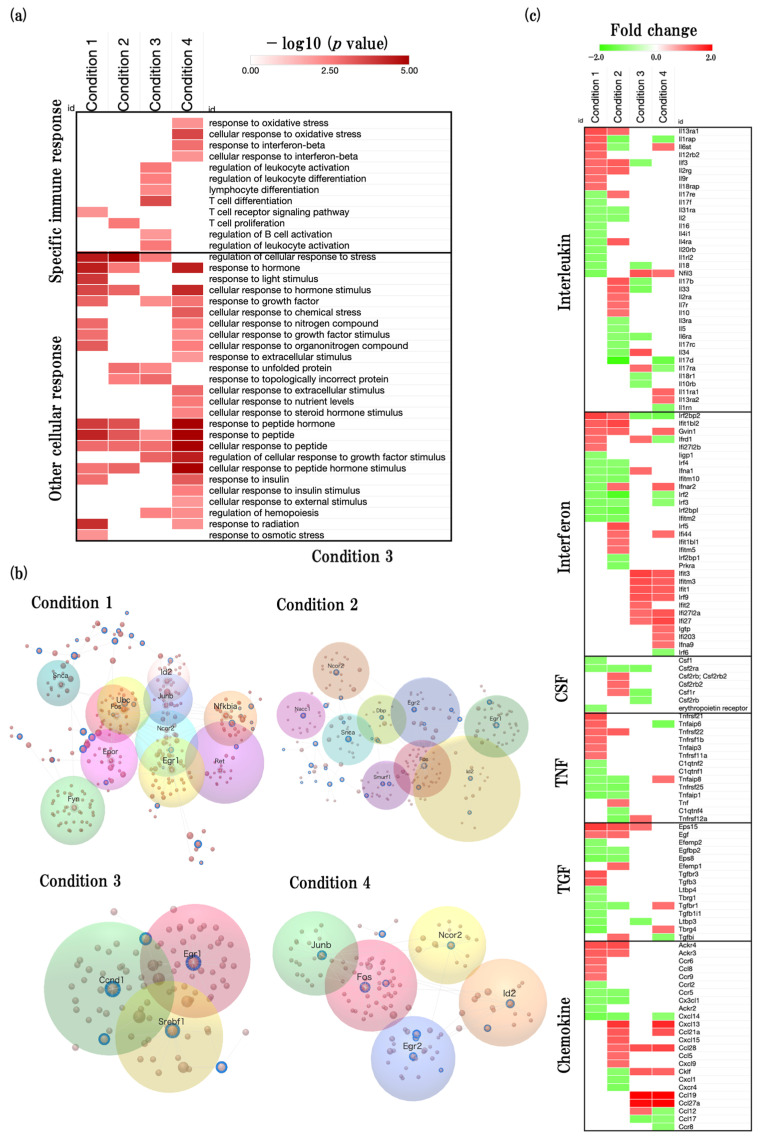
Effect of aging on neuroinflammation-associated biological functions. (**a**) Heatmap showing GOBP terms related to immune process (GO:0002376) and response to stimulus (GO:0050896), presented as −log10 (*p* value). (**b**) The inflammation-associated and functionally related gene modules are shown in the figure and key genes are shown at the center of each module. (**c**) Heatmap shows cytokine-related gene expression profiles (interleukin, interferon, colony stimulus factor (CNF), tumor necrosis factor (TNF), transforming growth factor (TGF), and chemokine) presented as fold change. The red color represents the upregulated DEGs, and the green color represents downregulated DEGs.

**Figure 7:**
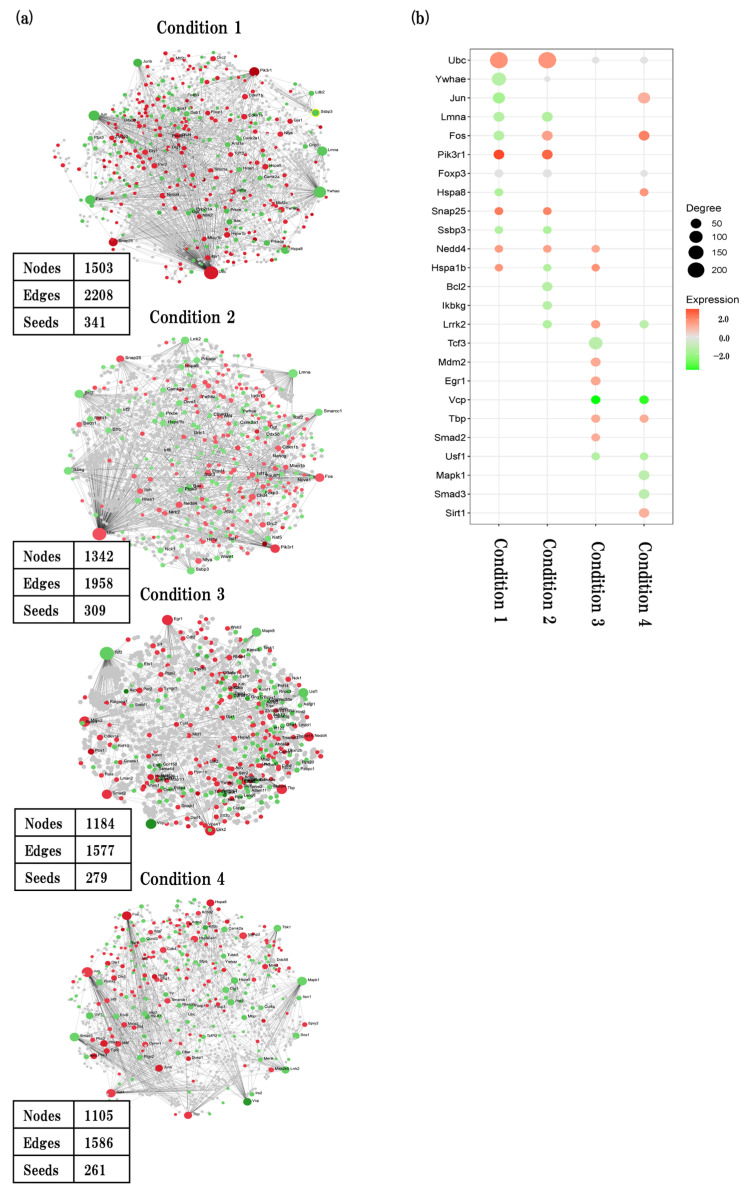
PPI interaction network analysis. (**a**) Generic first order PPI interaction network analysis based on IMEx interactome database showing key hub nodes in four conditions. (**b**) Bubble plots showing the corresponding top 20 hub genes (seeds) of 4 conditions. Red and green nodes represent up- and downregulated genes, respectively. Bubble size represents amount of degree.

**Figure 8:**
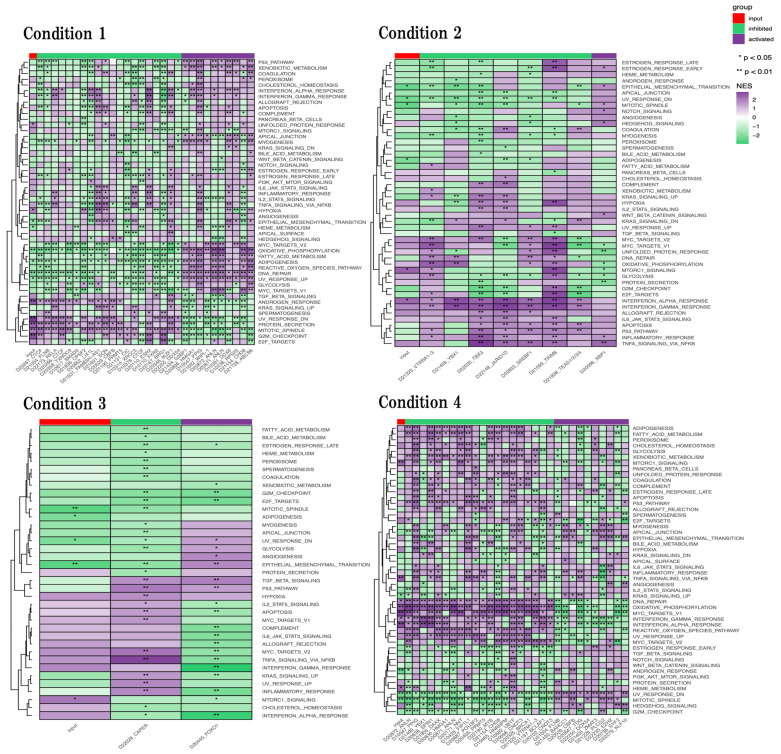
Genetic perturbation similarity analysis (GPSA) in four conditions. Purple and green codes represent activated and inhibited biological functions, respectively. The first column of each heatmap represents the activation/inhibition of the corresponding data set by the input gene list. * *p* < 0.05, and ** *p* < 0.01.

**Table 1:** SAMP8 and SAMR1 comparison condition.

Condition	Comparison	Explanation
Condition 1	SAMR1: 1 year old vs. 16 weeks old	physiological aging
Condition 2	SAMP8: 1 year old vs. 16 weeks old	accelerated aging
Condition 3	16 weeks old: SAMP8 vs. SAMR1	early events in an accelerated aging
Condition 4	1 year old: SAMP8 vs. SAMR1	late events in an accelerated aging

**Table 2:** List of top 10 significantly upregulated genes and their functions in four conditions.

Gene Symbol	Description	Fold Change	*p* Value	Biological Functions
Condition 1				
*Hnrnpab*	heterogeneous nuclear ribonucleoprotein A/B	3.98	2.0 × 10^−4^	DNA binding, RNA binding, protein binding, nucleus, epithelial to mesenchymal transition, and dendrite
*Pik3r1*	phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha)	3.28	1.74 × 10^−5^	kinase activator activity, protein binding, ATPase binding, insulin receptor signaling pathway, and B cell differentiation
*Lrrtm2*	leucine rich repeat transmembrane neuronal 2	2.81	2.24 × 10^−5^	synapse organization, excitatory synapse, glutamatergic synapse, GABA-ergic synapse
*Ano3*	anoctamin 3	2.78	7.93 × 10^−5^	chloride channel activity, lipid transport, and calcium-activated phosphatidylcholine scrambling
*Homer1*	homer homolog 1 (Drosophila)	2.77	9.0 × 10^−4^	protein binding, molecular adaptor activity, dendrite, structural constituent of postsynapse, postsynaptic density, and excitatory synapse
*Zcchc24*	zinc finger, CCHC domain containing 24	2.61	2.64 × 10^−6^	nucleic acid binding
*Rasgrp1*	RAS guanyl releasing protein 1	2.55	3.0 × 10^−4^	calcium ion binding, inflammatory response to antigenic stimulus, natural killer cell activation, cell differentiation, T cell activation, and B cell activation
*Klhl24*	kelch-like 24	2.55	3.5 × 10^−3^	protein ubiquitination, regulation of kainate selective glutamate receptor activity, cytoplasm, andcell projection
*Etnk1*	ethanolamine kinase 1	2.48	3.54 × 10^−6^	nucleotide binding, ethanolamine kinase activity, ATP binding, kinase activity, lipid metabolic process, biosynthetic process, and phosphorylation
*Map2*	microtubule-associated protein 2	2.44	1.69 × 10^−2^	Protein binding, microtubule binding, axon genesis, dendrite development, and postsynapse
Condition 2				
*Ttr*	transthyretin	10.94	3.5 × 10^−3^	protein binding, purine nucleobase metabolic process, extracellular region, and extracellular space
*Apold1*	apolipoprotein L domain containing 1	1.82	5.72 × 10^−5^	lipid binding, angiogenesis, and regulation of endothelial cell differentiation
*Cyp2c29*	cytochrome P450, family 2, subfamily c, polypeptide 29	1.76	3.36 × 10^−5^	steroid hydroxylase activity, long-chain fatty acid omega-1 hydroxylase activity, lipid metabolic process, cytoplasm, and endoplasmic reticulum
*Lncpint*	long non-protein coding RNA, Trp53 induced transcript	1.74	2.0 × 10^−4^	skeletal system development, tissue development, and adipose tissue development
*Rbm12b1*	RNA binding motif protein 12 B1	1.66	2.66 × 10^−5^	nucleic acid binding, RNA binding, regulation of RNA splicing, and nucleoplasm
*Itih3*	inter-alpha trypsin inhibitor, heavy chain 3	1.62	1.4 × 10^−3^	peptidase inhibitor activity, extracellular region, and collagen-containing extracellular matrix
*Gatm*	glycine amidinotransferase (L-arginine:glycine amidinotransferase)	1.6	5.0 × 10^−4^	amidinotransferase activity, creatine biosynthetic process, learning or memory, and mitochondrion
*Btg2*	B cell translocation gene 2, anti-proliferative	1.59	1.06 × 10^−2^	protein binding, DNA damage response, neuron differentiation, and apoptotic process
*Defa15*	Defensin, alpha,15	1.53	2.2 × 10^−3^	defense response and extracellular region
*Fos*	FBJ osteosarcoma oncogene	1.52	4.4 × 10^−3^	DNA binding and cellular response to reactive oxygen species
Condition 3				
*Prss22*	protease, serine 22	4.69	9.43 × 10^−6^	peptidase activity and extracellular space
*Dctn3*	dynactin 3	2.91	7.96 × 10^−5^	cell cycle, cell division, kinetochore, nucleolus, and cytosol
*Adat2*	adenosine deaminase, tRNA-specific 2	2.84	2.39 × 10^−5^	catalytic activity and tRNA processing
*Vps52*	vacuolar protein sorting 52 (yeast)	2.82	8.21 × 10^−5^	protein targeting, Golgi to vacuole transport, protein transport, endosome
*Rpp25l*	ribonuclease P/MRP 25 subunit-like	1.91	1.7 × 10^−3^	nucleic acid binding, RNA binding, and tRNA 5′-leader removal
*Hspa1b*	heat shock protein 1B	1.91	2.4 × 10^−3^	protease binding, ATP binding, protein folding, nucleus, mitochondrion, and cell body
*Abcb1a*	ATP-binding cassette, sub-family B (MDR/TAP), member 1A	1.82	2.0 × 10^−4^	nucleotide binding, ATP binding, and G2/M transition of mitotic cell cycle
*Klf10*	Kruppel-like factor 10	1.81	2.9 × 10^−3^	DNA binding, protein binding, and rhythmic process
*Crh*	corticotropin releasing hormone	1.81	5.5 × 10^−3^	positive regulation of protein phosphorylation, inflammatory response, and learning and memory
*Vip*	vasoactive intestinal polypeptide	1.76	2.0 × 10^−4^	signaling receptor binding and learning and memory
Condition 4				
*Prss22*	protease, serine 22	6.1	2.59 × 10^−7^	peptidase activity
*Galc*	galactosylceramidase	5.06	4.3 × 10^−6^	galactosylceramidase activity, lipid metabolic process, myelination, and mitochondrion
*Vps41*	vacuolar protein sorting 41 (yeast)	4.91	2.08 × 10^−8^	protein binding, microtubule binding, autophagy, protein transport, cytoplasm, and endosome
*Abcb1a*	ATP-binding cassette, sub-family B (MDR/TAP), member 1A	4.72	9.37 × 10^−7^	nucleotide binding, ATP binding, transmembrane transporter activity, G2/M transition of mitotic cell cycle, phospholipid translocation, and cytoplasm
*Pigo*	phosphatidylinositol glycan anchor biosynthesis, class O	4.38	4.08 × 10^−7^	protein binding, transferase activity, endoplasmic reticulum, and membrane
*Soga3*	SOGA family member 3	4.28	5.69 × 10^−8^	regulation of autophagy, extracellular space, and membrane
*Cdhr1*	cadherin-related family member 1	2.92	3.37 × 10^−2^	calcium ion binding, protein binding, cell adhesion, cell-cell adhesion, and membrane
*Npas4*	neuronal PAS domain protein 4	2.86	1.63 × 10^−2^	DNA binding, protein binding, learning, cell differentiation, and inhibitory synapse assembly
*Btg2*	B cell translocation gene 2, anti-proliferative	2.81	3.2 × 10^−3^	protein binding, neuron differentiation, and apoptotic process
*Dctn3*	dynactin 3	2.75	2.24 × 10^−6^	cell cycle, cell division, kinetochore, and cytosol

**Table 3:** List of top 10 significantly downregulated genes and their functions in four conditions.

Gene Symbol	Description	Fold Change	*p* Value	Biological Functions
Condition 1				
*Pmch*	pro-melanin-concentrating hormone	−4.88	1.29 × 10^−2^	signaling receptor binding, positive regulation of cytosolic calcium ion concentration, chemical synaptic transmission, and dopaminergic
*Avp*	arginine vasopressin	−4.23	9.3 × 10^−3^	protein kinase activity, positive regulation of cytosolic calcium ion concentration, locomotory behavior, negative regulation of apoptotic process, ERK1 and ERK2 cascade, and dendrite
*Atp1a3*	ATPase, Na^+^/K^+^ transporting, alpha 3 polypeptide	−2.79	8.0 × 10^−4^	nucleotide binding, amyloid-beta binding, transporter activity, potassium ion transport, memory, intracellular potassium ion homeostasis, myelin sheath, and synapse
*Npas4*	neuronal PAS domain protein 4	−2.4	2.58 × 10^−5^	DNA binding, protein binding, cell differentiation, regulation of synaptic transmission, GABAergic, excitatory postsynaptic potential, inhibitory postsynaptic potential, and nucleus
*Fjx1*	four jointed box 1 (Drosophila)	−2.28	2.0 × 10^−4^	cell–cell signaling, extracellular region, and extracellular space
*Slc17a6*	solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 6	−2.16	1.93 × 10^−2^	chloride channel activity, neurotransmitter transmembrane transporter activity, neurotransmitter transport, synaptic transmission, glutamatergic, and synaptic vesicle
*Bax*	BCL2-associated X protein	−2.15	8.65 × 10^−5^	protein binding, channel activity, leukocyte homeostasis, T cell homeostatic proliferation, B cell homeostasis, myeloid cell homeostasis, apoptotic process, and mitochondrial fusion
*Nell2*	NEL-like 2	−2.12	1.15 × 10^−5^	protein kinase C binding, neuron cellular homeostasis, extracellular region, and dendrite
*Junb*	jun B proto-oncogene	−2.11	7.0 × 10^−3^	DNA binding, transcription factor binding, osteoblast differentiation, cell differentiation, regulation of cell cycle, nucleus, and nucleoplasm
*Cabp7*	calcium binding protein 7	−2.1	3.2 × 10^−2^	calcium ion binding and Golgi apparatus
Condition 2				
*Homer1*	homer homolog 1 (Drosophila)	−3.52	7.0 × 10^−4^	signaling receptor binding, protein binding, molecular adaptor activity, structural constituent of postsynapse, regulation of postsynaptic neurotransmitter receptor activity, regulation of dendritic spine maintenance, axon, dendrite, neuron projection, excitatory synapse, and glutamatergic synapse
*Fjx1*	four jointed box 1 (Drosophila)	−2.31	8.46 × 10^−6^	cell–cell signaling, extracellular region, and extracellular space
*Bax*	BCL2-associated X protein	−2.31	2.0 × 10^−4^	protein binding, lipid binding, neuron migration, leukocyte homeostasis, T cell homeostatic proliferation, B cell homeostasis, myeloid cell homeostasis, and apoptotic process
*Slc23a2*	solute carrier family 23 (nucleobase transporters), member 2	−2.2	9.38 × 10^−5^	transporter activity, transmembrane transporter activity, brain development, and cytoplasm
*Atp1a3*	ATPase, Na^+^/K^+^ transporting, alpha 3 polypeptide	−2.09	2.0 × 10^−4^	nucleotide binding, amyloid-beta binding, transporter activity, ATP binding, protein-folding chaperone binding, potassium ion transport, memory, cellular response to amyloid-beta, nucleus, cytoplasm, Golgi apparatus, axon, myelin sheath, synapse, and postsynapse
*Hspa4*	heat shock protein 4	−2.08	9.06 × 10^−6^	nucleotide binding, protein binding, ATP binding, negative regulation of protein phosphorylation, protein folding, neuron apoptotic process, regulation of microglial cell activation, nucleus, cytoplasm, lipid droplet, cytosol, and extracellular exosome
*Csnk2a1*	casein kinase 2, alpha 1 polypeptide	−2.07	2.0 × 10^−4^	nucleotide binding, protein kinase activity, protein binding, ATP binding, kinase activity, protein phosphorylation, apoptotic process, cell cycle, Wnt signaling pathway, phosphorylation, rhythmic process, regulation of cell cycle, chromatin, nucleus, and cytosol
*Rab4a*	RAB4A, member RAS oncogene family	−2.01	3.0 × 10^−4^	nucleotide binding, ATPase activator activity, GTPase activity, cytoplasm, endosome, membrane, synaptic vesicle membrane, recycling endosome, and extracellular exosome
*Nedd4l*	neural precursor cell expressed, developmentally down-regulated gene 4-like	−2.01	3.43 × 10^−6^	ubiquitin-protein transferase activity, protein binding, regulation of membrane depolarization, protein ubiquitination, cell differentiation, cytoplasm, endosome, Golgi apparatus, and plasma membrane
*Swi5*	SWI5 recombination repair homolog (yeast)	−2	2.53 × 10^−5^	Protein binding, DNA repair, and DNA damage response
Condition 3				
*Peg3*	paternally expressed 3	−6.63	9.43 × 10^−7^	DNA binding, regulation of transcription by RNA polymerase II, and apoptotic process,
*Pmch*	pro-melanin-concentrating hormone	−5.26	1.61 × 10^−2^	signaling receptor binding, positive regulation of cytosolic calcium ion concentration, chemical synaptic transmission, regulation of neuronal synaptic plasticity, extracellular region, and extracellular space
*Avp*	arginine vasopressin	−4.59	5.3 × 10^−3^	protein kinase activity, neuropeptide hormone activity, signal transduction, locomotory behavior, positive regulation of cell growth, apoptotic process, ERK1 and ERK2 cascade, dendrite, and neuronal dense core vesicle
*Kif5b*	kinesin family member 5B	−4.05	1.34 × 10^−6^	nucleotide binding, protein binding, ATP binding, microtubule binding, mitochondrial transport, axon guidance, synaptic vesicle transport, axonal growth cone, and endocytic vesicle
*Csnk1a1*	casein kinase 1, alpha 1	−3.94	9.54 × 10^−6^	nucleotide binding, protein kinase activity, ATP binding, cell morphogenesis, Golgi organization, cell cycle, signal transduction, cell division, chromosome, centromeric region, spindle, and nucleus
*Vcp*	valosin containing protein	−3.85	1.0 × 10^−4^	protein binding, ATP binding, lipid binding, DNA repair, autophagy, apoptotic process, DNA damage response, nucleus, cytosol, myelin sheath, synapse, and glutamatergic synapse
*Ppp1r1a*	protein phosphatase 1, regulatory (inhibitor) subunit 1A	−3.8	5.02 × 10^−6^	Protein phosphatase inhibitor activity, protein binding, signal transduction, extracellular space, and cytoplasm
*Klf12*	Kruppel-like factor 12	−3.38	6.94 × 10^−7^	DNA binding, regulation of transcription by RNA polymerase II, apoptotic process, protein binding, DNA binding, regulation of transcription by RNA polymerase II, nucleus, and cytosol
*Papola*	poly (A) polymerase alpha	−3.31	3.74 × 10^−5^	nucleotide binding, RNA binding, protein binding, ATP binding, mRNA polyadenylation, and nucleus
*Gng12*	guanine nucleotide binding protein (G protein), gamma 12	−2.98	6.72 × 10^−5^	G-protein beta-subunit binding, signal transduction, actin filament, and membrane
Condition 4				
*Peg3*	paternally expressed 3	−4.79	3.88 × 10^−7^	DNA-binding transcription repressor activity, RNA polymerase II-specific, apoptotic process, nucleus, cytoplasm, and autophagosome
*Vcp*	valosin containing protein	−3.69	1.86 × 10^−7^	protein binding, ATP binding, lipid binding, DNA repair, autophagy, apoptotic process, DNA damage response, nucleus, cytosol, myelin sheath, synapse, and glutamatergic synapse
*Papola*	poly (A) polymerase alpha	−3.49	4.62 × 10^−6^	nucleotide binding, RNA binding, protein binding, ATP binding, mRNA processing, and nucleus
*Rassf3*	Ras association (RalGDS/AF-6) domain family member 3	−3.48	9.25 × 10^−6^	signal transduction, cytoplasm, cytosol, and cytoskeleton
*Erdr1*	erythroid differentiation regulator 1	−3.31	4.32 × 10^−5^	negative regulation of cell population proliferation and negative regulation of cell migration
*Ppp1r1a*	protein phosphatase 1, regulatory (inhibitor) subunit 1A	−3.11	1.29 × 10^−5^	protein phosphatase inhibitor activity, protein binding, carbohydrate metabolic process, signal transduction, extracellular space, and cytoplasm
*Klf12*	Kruppel-like factor 12	−2.98	2.85 × 10^−6^	DNA binding, protein binding, nucleus, and cytosol
*Gpr158*	G protein-coupled receptor 158	−2.97	1.0 × 10^−6^	transmembrane signaling receptor activity, positive regulation of neurotransmitter secretion, signal transduction, brain development, regulation of synapse organization, cognition, and postsynaptic membrane
*Gng12*	guanine nucleotide binding protein (G protein), gamma 12	−2.9	3.44 × 10^−5^	G-protein beta-subunit binding, signal transduction, actin filament, and membrane
*Nedd4l*	neural precursor cell expressed, developmentally down-regulated gene 4-like	−2.84	5.62 × 10^−6^	ubiquitin-protein transferase activity, protein binding, transferase activity, ubiquitin-dependent protein catabolic process, protein ubiquitination, cell differentiation, cytoplasm, and Golgi apparatus

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information Files. Microarray data are deposited in the Gene Expression Omnibus (GEO) under Accession Number: GSE236414 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236414) (accessed on 4 July 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241813867/s1.

# Supplementary material for: Investigation into Molecular Brain Aging in Senescence-Accelerated Mouse (SAM) Model Employing Whole Transcriptomic Analysis in Search of Potential Molecular Targets for Therapeutic Interventions
**Source:** Int J Mol Sci. 2023 Sep 8;24(18):13867. doi: 10.3390/ijms241813867
**Supplement:** Supplementary file 1

A

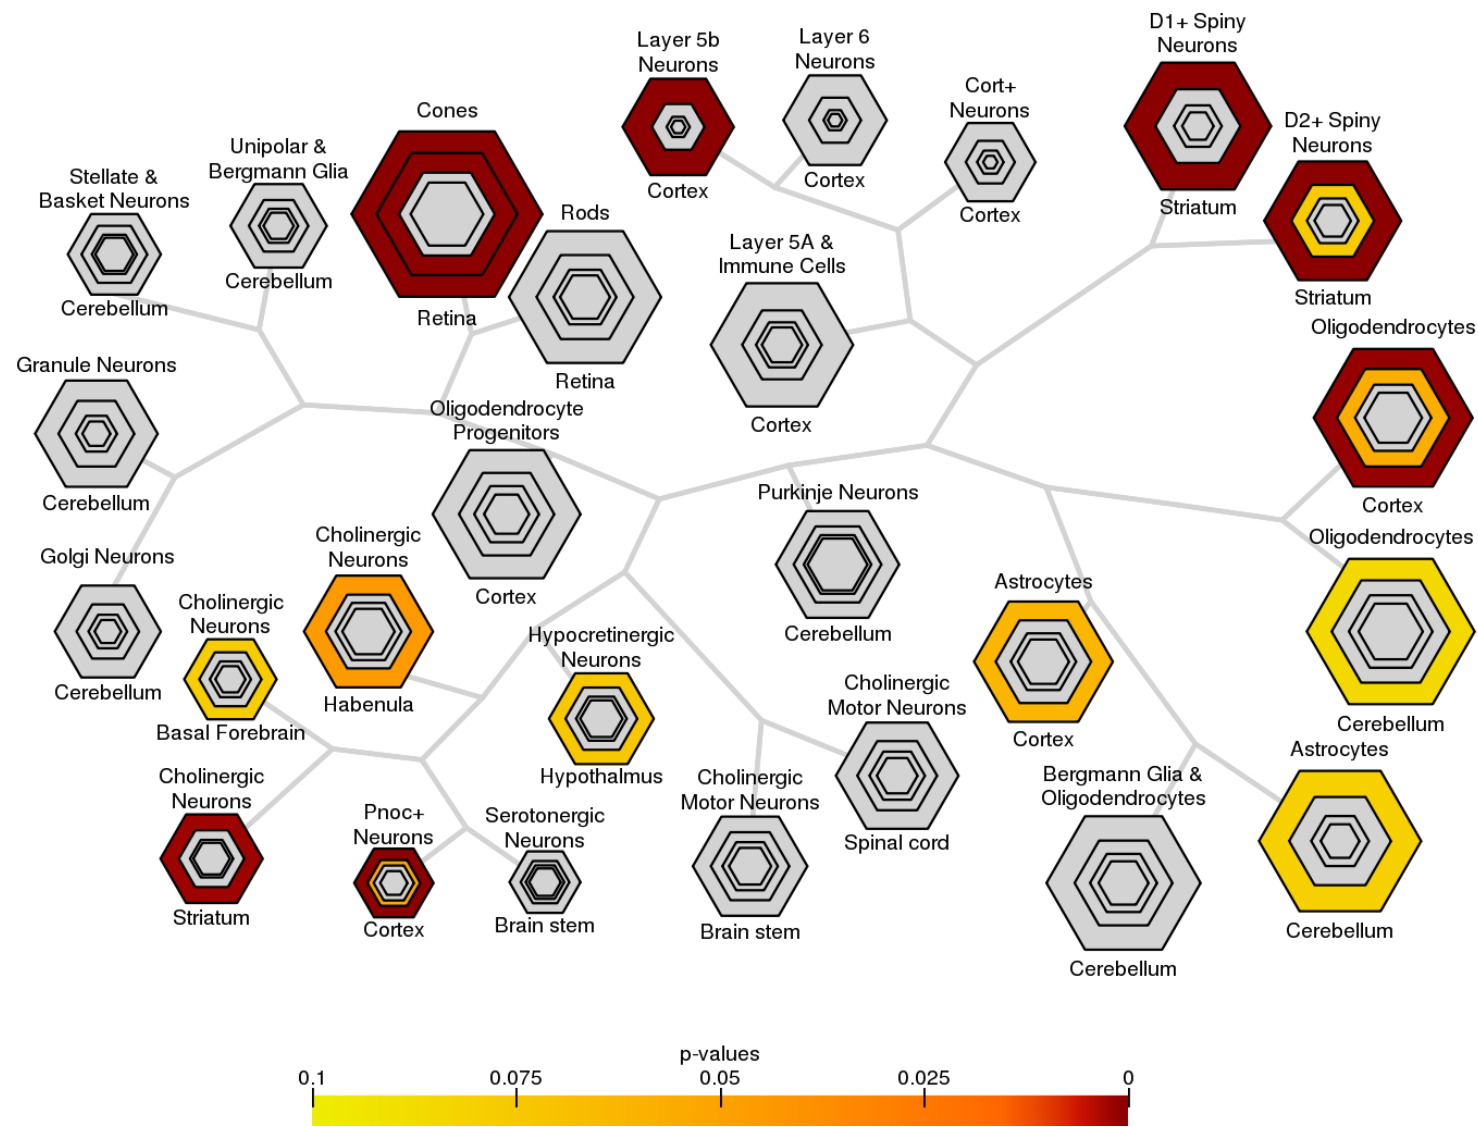

**Supplementary Figure S1: (A)** Brain-related cell-specific enrichment analysis in Condition 1

B

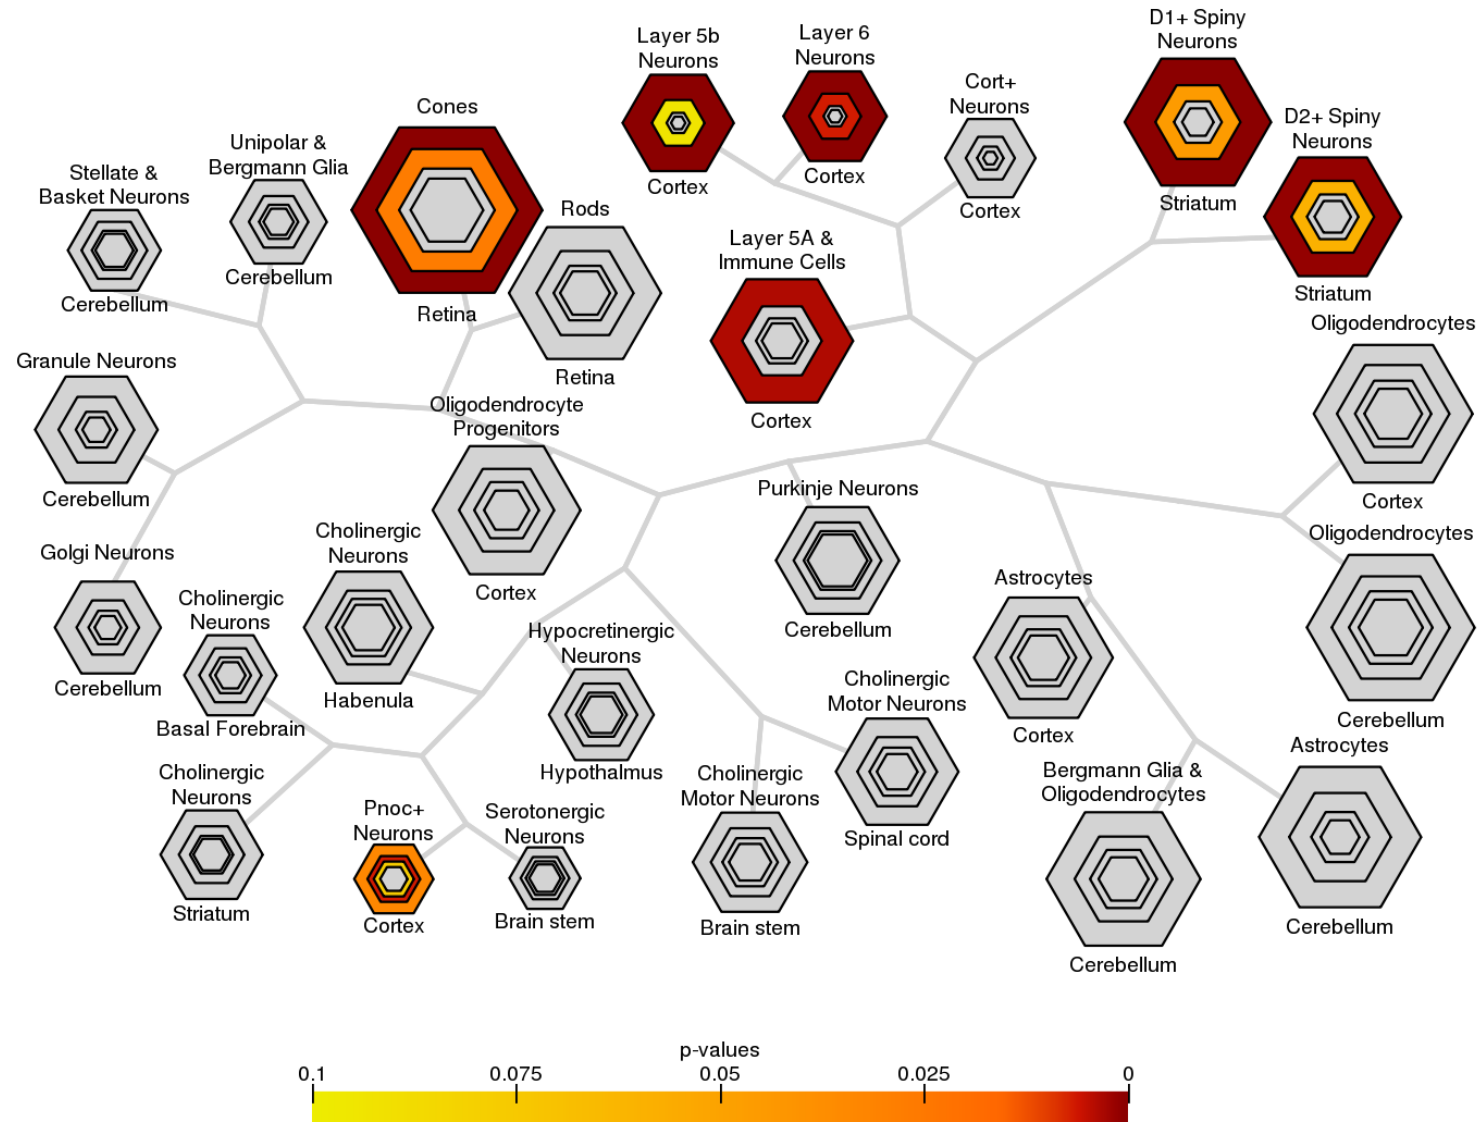

**Supplementary Figure S1: (B)** Brain-related cell-specific enrichment analysis in Condition 2

C

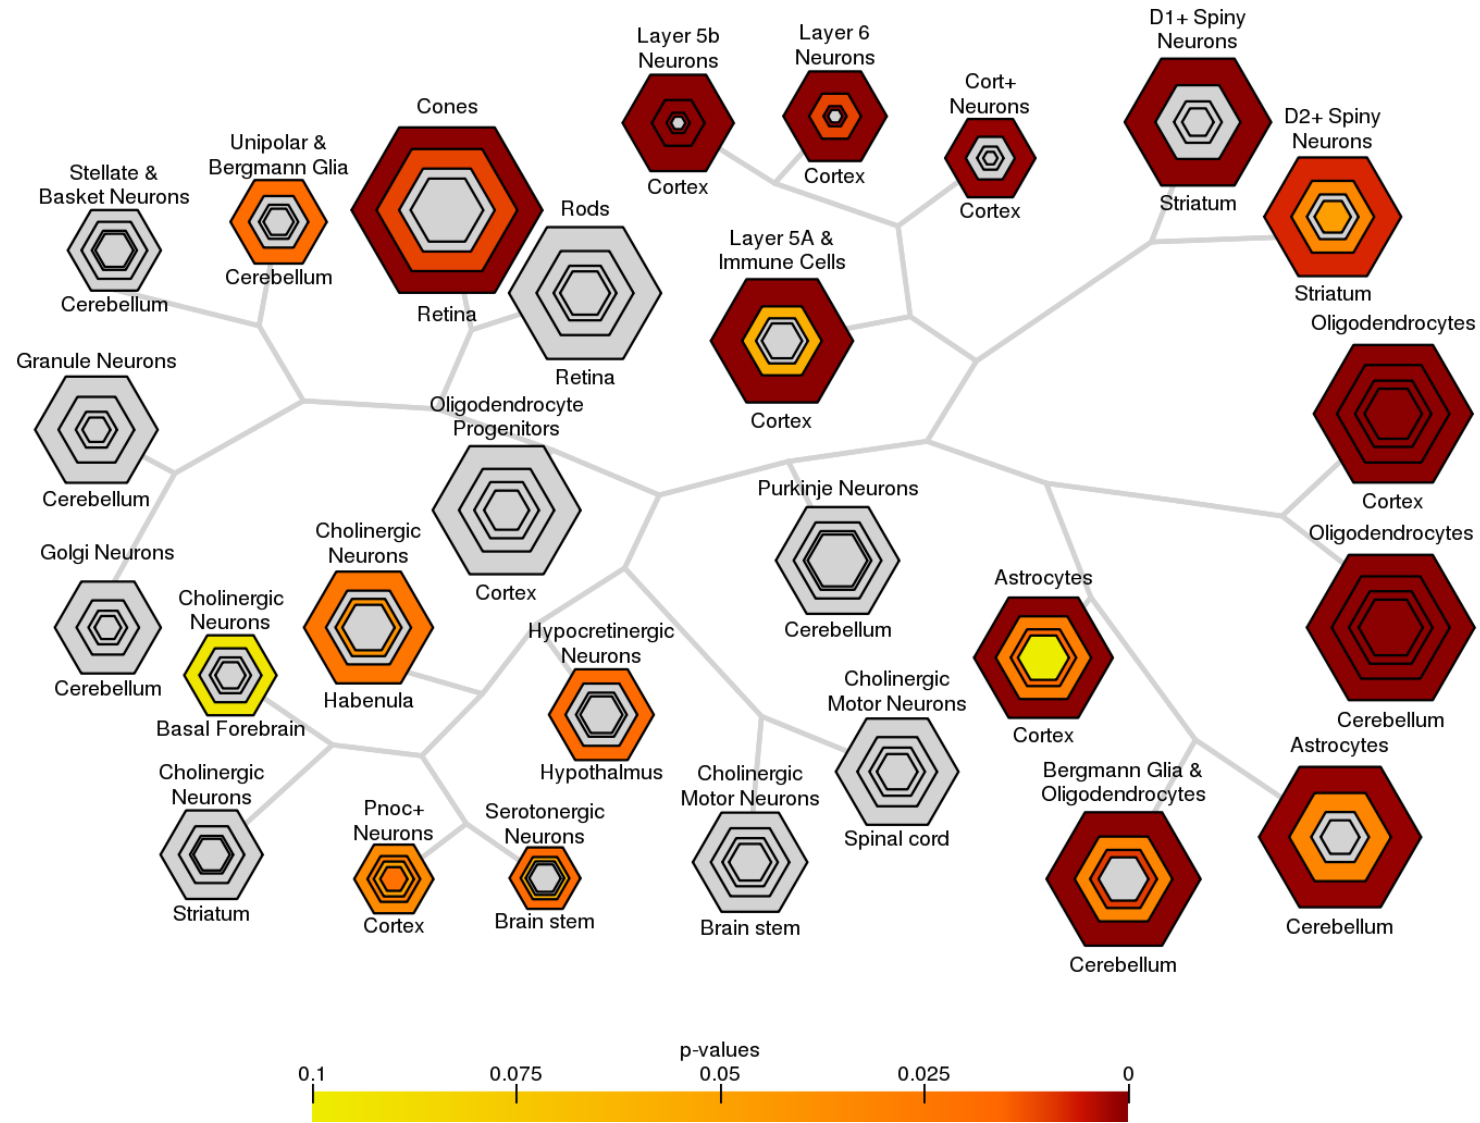

**Supplementary Figure S1: (C)** Brain-related cell-specific enrichment analysis in Condition 3

D

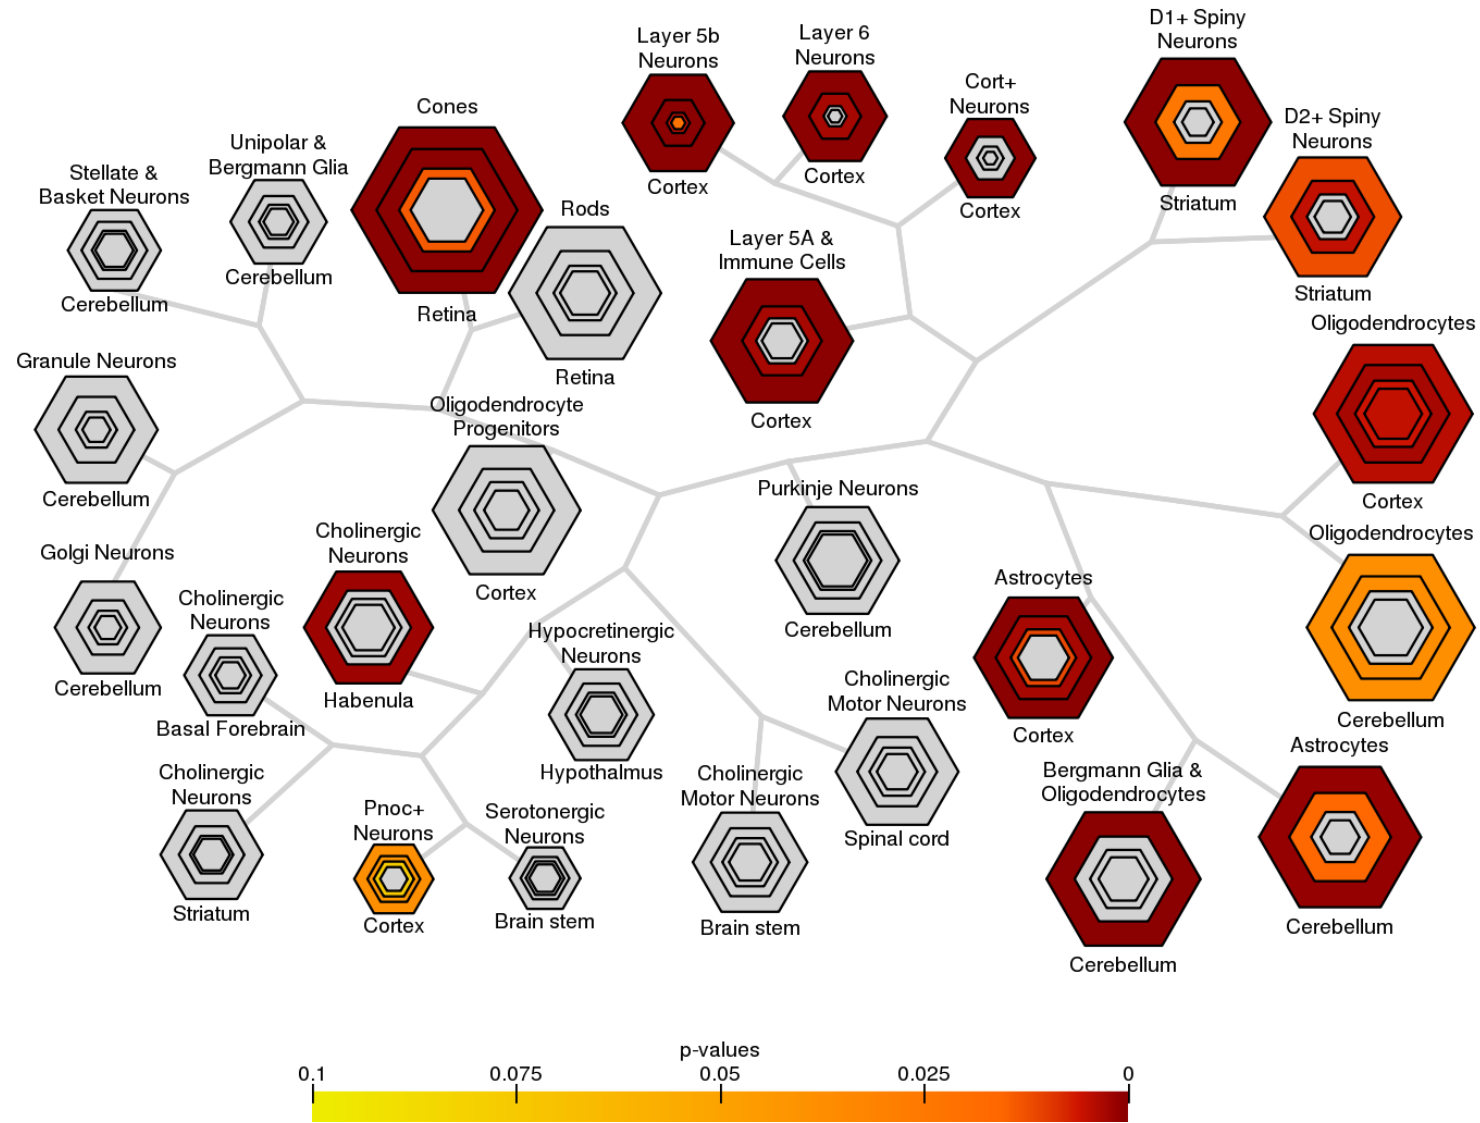

**Supplementary Figure S1: (D)** Brain-related cell-specific enrichment analysis in Condition 4

How the deposited data were processed for this re-analysis (not part of the article)

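RNA of cerebral cortex from male SAMR1 and SAMP8 mice at 16 weeks and at 1 year, 2 arrays for each of the 4 groups, was measured on MG-430 PM array strips of the GeneAtlas system. The paper gives n = 2 mice for each age and does not state which mouse each array measured, so p-values measure the spread between these arrays. The genotype label of the 4 SAMP8 samples reads SAMR8, a name that neither the paper nor the series text uses, and the groups follow the sample titles and the paper. The labelling kit is WT PLUS in the sample labels, 3′ IVT PLUS in the series text and 3′ IVT Express in the paper, which leaves open where along a transcript the signal comes from. The authors summarised the arrays by RMA in Expression Console and deposited log2 signals with 2 decimals, 1 value per probe set and array. They also deposited 4 tables of their own comparisons from the Transcriptome Analysis Console, in which the p-value and FDR of each probe set were made by the authors and the fold is a signed linear score, with a minus sign where the first group is lower. The submitters' processing notes name RMA, limma and the Transcriptome Analysis Console; versions are not given in the sources used here except version 4 of the last, in the paper. In the authors' deposited tables the log2 group means of physiological aging, early events and late events differ from those of the 8-array table (median shifts of −0.01, −0.16 and 0.14), while those of accelerated aging equal them.

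The analysis started from the table of log2 signals. Of 45077 probe sets, 40 control probe sets were left out and 45037 were tested; 36109 carry 1 gene symbol, 1236 several and 7692 none, and 64 carry a date in place of a symbol and stay unnamed. Gene symbols are those of the deposited table. No filter on dim probe sets was set in the main analysis. limma 3.58.1 in R 4.3.3 fitted the 4 group means to all 8 arrays, with 4 residual degrees of freedom and 4.5 from the prior, and Benjamini-Hochberg adjustment ran over all probe sets tested. Every adjusted p of a gene in the text is from this limma fit. The number of arrays limits the precision. The comparisons were 1 year against 16 weeks in each strain, SAMP8 against SAMR1 at each age, and the difference between the strains in the age effect. Gene symbols were also counted at the study's threshold, an unadjusted p under 0.05 and a linear fold above 1.1. On simulated data, 5 draws with 200 changed probe sets each over 45037 probe sets, a log2 change of 0.5 was recovered for 80.6% in physiological aging, 79.7% in accelerated aging, 84.5% in early events and 81.2% in late events, and a change of 1 for 100%, 99.1%, 98.8% and 100%; false calls made up 6.9%, 9.3%, 6.7% and 7.6% of calls.

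The genes named follow a rule fixed before the data were examined: each gene the paper names for a comparison, the 10 largest rises and 10 largest falls at an adjusted p under 0.05 whose arrays do not overlap between the groups (for 2 arrays against 2, chance alone separates 33.3% of probe sets), and up to 4 members of each gene list. Values in the paper's tables had been seen. Results for some genes under this rule are not reported here; the counts of named genes and of printed folds leave them out, while the tests of gene lists include them. A gene the paper names is given by its probe set of smallest p, and lists use the brightest probe set of each of 19761 genes. The 30 gene lists (cell types, brain regions and tissues beside the cortex, and stress, immune, metabolic and synaptic groups) were written before the data were examined, from textbook knowledge, and were tested by camera with a preset correlation of 0.01, with an estimated correlation and fry beside it. The paper's tables, made from these samples, had been read by then. They hold some of the list genes, such as *Ttr*, *Pmch*, *Avp*, *Slc17a6*, *Cdhr1*, *Fos*, *Junb* and *Npas4*. Tests of the lists with such genes are therefore not fully independent of the paper's values. With an estimated correlation, of the calls over the 4 comparisons only that of the interferon response in late events holds. The lists of Supplementary Files S3, S5, S6 and S8 were chosen by the study on these samples. The available copy of File S2 is shortened, and no test was run on it. The paper's GO, hallmark, CSEA, SynGO and GPSA results were not recomputed, since their gene sets were not available here. The lists tested here differ from those sets and ask for a shift in 1 direction. Their results therefore neither repeat nor refute the paper's enrichments. Reactome sets of 15 to 300 genes came with fgsea 1.28.0; of the 19761 genes, 17780 matched by symbol, 645 by synonym and 1336 not at all, against a gene table of assembly GRCm38.p6.

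Alternatives fixed before the data were examined were a fit of only the 4 arrays of a comparison and another variance model. Further ones were the replicate number as a block, each array left out in turn, array weights and other scalings. Fixed then too were a filter on dim probe sets and exclusion of probe sets that may hybridise to several transcripts. The values of the series matrix, the authors' deposited p-values and the brightest probe set of each gene were also among them. So was a plain test of group means on the same 4 arrays, which the paper's methods do not name. The averages over both ages or both strains, a setting of 5 arrays, the values of single marker genes, and the share of opposite calls between probe sets of one gene were chosen after the data were seen. The strip, batch and date of the arrays are not given in the sources used here.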

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

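The averages over both ages or both strains, the share of opposite calls between probe sets of one gene, the reading of the region lists beside the choroid plexus, hypothalamus and thalamus, and the rule that under 3 genes past the dim filter exclude no tissue were chosen after the data were seen. The age effect differed between the strains, by a test of the difference itself, for 1 probe set without a gene name, by −1.17 on the log2 scale (standard error 0.09, limma's adjusted p = 0.04); 3116 probe sets passed an unadjusted p under 0.05. The count of 1 became 0 without either SAMR1 1 year array, without SAMP8 16 weeks replicate 1 and without SAMP8 1 year replicate 2, 8 without SAMP8 1 year replicate 1 and 52 without SAMR1 16 weeks replicate 2. By camera it differed for 7 gene lists, and each of these calls is lost with an estimated correlation (adjusted p = 0.162 to 0.72). The median difference in log2 fold change, SAMP8 minus SAMR1, was −0.28 for the unfolded protein response (adjusted p = 1.51e-12), −0.13 for heat shock (adjusted p = 6.08e-08), 0.22 for myelinating oligodendrocytes (adjusted p = 6.89e-09), −0.14 for the circadian clock (adjusted p = 0.00211), 0.17 for the hippocampus (adjusted p = 0.00211), −0.08 for cortical excitatory neurons (adjusted p = 0.00137) and −0.46 for the striatum (adjusted p = 0.00923). Over each list alone, 11 of 26 unfolded protein response genes, 5 of 19 heat shock genes, 9 of 26 oligodendrocyte genes, 2 of 17 circadian clock genes, 0 of 12 hippocampus genes, 2 of 16 cortical excitatory neuron genes and 0 of 16 striatum genes passed (12, 7, 11, 3, 0, 4 and 0 at an unadjusted p under 0.05), and 0 genes of the 7 lists passed limma's test adjusted over all genes. The striatum list was low on 1 array, SAMR1 16 weeks replicate 1, at −0.97 against its mean over the 8 arrays. The myelinating oligodendrocyte list was high on both SAMR1 16 weeks arrays, at 0.25 and 0.20, against −0.12 to 0.01 on the others.

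Between the ages, 7811 probe sets differed averaged over both strains. Of the 35 splits of the 8 arrays into 4 and 4, 1, that of the ages itself, called as many (6190 in a 2-group fit, 362 for the highest other). This met the bar set beforehand, but 35 splits are too few to exclude chance. A split that mixes the ages also carries the age difference in its spread, which lowers its count. Physiological and accelerated aging, which share no array, had 459 probe sets higher and 470 lower in both, where independent lists would share 26.8 and 36. That reference is low, since both comparisons share 1 spread per probe set. At the study's threshold 2388 and 2643 were shared, against 57 and 56.6 in simulated unchanged data. A difference in hybridisation or scanning stays a candidate, as 37.5% of the 40 control probe sets passed an unadjusted p under 0.05. For all probe sets it was 33.2%, and for the controls between the strains 2.5%. Of the 40 controls 38 were lower at 1 year, so they are not separate tests. Their median log2 change was −0.07, at a median signal of 2.81. Called probe sets had a median size of change of 0.27, with 3679 up and 4132 down. A change along one transcript is consistent with 44.3% of the other bright probe sets of called genes moving the opposite way, where unchanged probe sets would give near 50%; among those themselves called it was 34.3%. Glial aging, the biological explanation tested, stays open at a camera p of 0.056, and batch, not given in the sources used here, was not tested.

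Between the strains, 850 probe sets differed averaged over both ages. Of the 35 splits into 4 and 4, 2 called as many (362 for the strains and 6190 for the age split, itself a grouping of the design). No other split called any, so this count does not exclude chance. Early and late events, which share no array, had 116 probe sets higher and 96 lower in both, where independent lists would share 1.2 and 0.8. That reference is low, since both comparisons share 1 spread per probe set. At the study's threshold 617 and 585 were shared, against 55.9 and 56.2 in simulated unchanged data with that spread. This argues against noise that is independent between probe sets, while shifts that many genes of an array share were not simulated. A sequence difference under single probe sets may contribute, which this test cannot decide. Of the other bright probe sets of genes with a strain effect of at least 1 on the log2 scale, 65% differed by under 0.25. This met the level set beforehand. The share to be found without a sequence difference was not computed, and the reference was each gene's probe set of smallest p. Neighbouring genes that differ together may contribute too: 103 of 535 placed genes stood next to another, against a median of 32 in 10000 random draws (permutation p = 1e-04, the smallest they can give), with runs such as *Eogt*, *Tmf1*, *Uba3* and *Arl6ip5*. Of the strain-called probe sets, 23.4% passed an unadjusted p under 0.05 for a difference between the ages (6.9% of all), and strain, as the design names it, stays open as a biological difference.

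Markers of tissues beside the cortex differed between groups, and no biological explanation was tested. Choroid plexus tissue in the samples is a candidate source, with a median correlation of 0.56 between its genes over the 8 arrays; *Ttr* was at 11.82 and 8.29 on the SAMR1 16 weeks arrays. Other lists had higher correlations, 0.88 for the striatum, 0.84 for the olfactory bulb, 0.80 for the hippocampus (4 genes) and 0.63 for the meninges, and tissue of these stays open too. For the hypothalamus it was 0.07 over 6 genes, a level set beforehand to speak against such tissue. But only 2 of its 19 genes pass the filter on dim probe sets, which the rule made after the data were seen takes as too few to exclude it. The score of the list was 0.20 and 0.24 on the SAMR1 16 weeks arrays and −0.10 to −0.04 on the others. For the thalamus, a correlation of 0.23 leaves it open.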

How the results depend on the processing

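Of the tests here, those on 5 arrays were chosen after the data were seen. Counts of probe sets at an adjusted p under 0.05 were 2466, 2283, 554 and 310 in physiological aging, accelerated aging, early events and late events. Leaving out each array in turn gave 19 to 2408, 5 to 3671, 172 to 1128 and 104 to 401; a lone array is then assumed to vary like the other groups. Symbols at the study's threshold ranged over 1451 to 2809 in late events, the difference between the strains in the age effect over 0 to 52 probe sets, symbols common to the 4 comparisons over 306 to 714, Reactome calls over 18 to 60 and calls in the study's own lists over 17 to 119. The correlation of physiological aging with early events ranged over 0.242 to 0.504, and of early with late events over 0.31 to 0.422. Without SAMR1 16 weeks replicate 1, adjusted p values, signed by direction, turned for the striatum in physiological aging (−0.0564) and early events (−0.189) and the choroid plexus in early events (0.735). Without SAMP8 16 weeks replicate 1, that of the olfactory bulb in early events became −0.974. Over all arrays left out, these reached −0.133 to 0.735 for the choroid plexus, −0.974 to 0.0602 for the olfactory bulb and −0.189 to 0.0227 for the striatum in early events. The cause was not tested.

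Without probe sets that may hybridise to several transcripts, 1564 probe sets in physiological and 1459 in accelerated aging, and 100 Reactome tests, were called, with fewer probe sets tested. With the brightest probe set of each gene, 1168, 1353, 245 and 138 were called in the 4 comparisons, symbols at the study's threshold were 4718 in physiological aging, 2724 in early and 1572 in late events, 164 were common, and the difference had 0 (1 in the main analysis, where 3116 pass an unadjusted p under 0.05); list tests already use this probe set. With the pairwise fit, 0, 1355 and 120 probe sets were called in physiological aging, accelerated aging and early events, and 28 in the study's lists. With a plain t-test on the 4 arrays of a comparison, 0 were called by adjusted p in each of the 4 comparisons. At an unadjusted p under 0.05 there were 5744, 6233, 3199 and 3469, with 72, 49, 53 and 92 probe sets without spread left out. Symbols at the study's threshold by this t-test were 3448, 3821, 1702 and 1499, with 100 common, 17 list tests, 92 Reactome tests and 0 in the study's lists. The authors' deposited p-values, rounded in their tables and adjusted here, gave 92 in physiological aging, 65 in early events and 37 in the study's lists, while the FDR of the authors' deposited tables is under 0.05 for 0 and 65 probe sets in these comparisons, with 6765 and 3184 symbols at the study's threshold. Array weights gave 274 in early and 631 in late events. The dim filter gave 2851 and 1564 symbols in early and late events, 338 common, 26 list tests and 0 for the difference; hippocampus and blood then have no member left and the hypothalamus 2. With trend and robust variances the difference had 13 and Reactome 49. An adjusted p under 0.05 left 23 common symbols. With an estimated correlation 1 list test and 0 Reactome tests were called, against 42 and 25, and fry called 20 lists. With 5 arrays, 0 probe sets were called in each comparison and for the difference, 26 lists and 0 in the study's lists, on 1 residual degree of freedom; there the striatum in physiological aging was at −0.206, the choroid plexus in early events at 0.501 and the olfactory bulb in early events at −0.137. The cause was not tested.

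Named genes whose brightest probe set moved the other way, as log2 fold changes, were *Atrx* −0.09, *Eps15* −0.09, *Etnk1* −0.07, *Gphn* −0.17, *Map2* −0.06, *Mobp* −0.15, *Ntm* 0.18, *Ntrk2* −0.02, *Rasgrp1* −0.07, *Slc25a18* −0.21 and *Syt1* −0.15 in physiological aging, *Cpsf6* −0.25, *Fjx1* 0.19, *Klhl24* −0.01, *Lmna* 0.11, *Mobp* −0.06, *Ntm* 0.11, *Pik3r1* −0.04 and *Syt1* −0.21 in accelerated aging, *Csnk1a1* 0.3, *Gng12* 0.12, *Klf12* 0.24, *Map2k5* 0.08, *Nrip1* −0.06, *Papola* 0.2, *Pigo* −0.08, *Rapgef5* −0.09 and *Zc2hc1a* 0.04 in early events and *Csnk1a1* 0.19, *Fech* 0.05, *Gng12* 0.01, *Klf12* 0.21, *Peg3* 0.12 and *Vcp* 0.01 in late events. Of the 230 values of named genes, direction and side of the threshold stayed, the threshold was lost and it was gained for 225, 2 and 3 under centring on array medians. They were 225, 4 and 1 under a second quantile normalisation, 215, 6 and 9 under array weights, and 217, 3 and 10 under the replicate block. With trend and robust variances they were 200, 14 and 16, with the dim filter 203, 0 and 4, and with the pairwise fit 161, 62 and 7. With the authors' deposited p-values they were 171, 55 and 4, and with the plain t-test 71, 158 and 0. Of the 120 list tests, these were 118, 2 and 0 under centring on array medians, and 109, 11 and 0 under a second quantile normalisation. They were 118, 2 and 0 under array weights, 119, 1 and 0 under the replicate block, and 116, 1 and 3 under trend and robust variances. With the dim filter they were 93, 17 and 2, and with the pairwise fit 116, 3 and 1. With the authors' deposited p-values they were 111, 6 and 3, and with the plain t-test 93, 26 and 1. With each array left out, 11 to 67 gene calls and 3 to 12 list calls were lost in the same direction, and 3 more list calls without SAMR1 16 weeks replicate 1 and 1 more without SAMP8 16 weeks replicate 1 were lost and turned. Tests whose members a filter removed are not counted. The cause was not tested.

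Arrays with the same replicate number share only the number: the correlation of their deviations lay between −0.09 and 0.2 over the 6 pairs of groups. With the replicate block, counts were 2699, 2508, 552 and 341, the difference had 0, and 1 list call ended (physiological aging: DNA repair list) at an adjusted p, signed by direction, of −0.0524. Centring each array on its median moved arrays by at most 0.026 and changed the share of rises in accelerated aging from 44.7% to 33.9%. The series matrix values equal the table in all 360296 cells. The alternative with 3' to 5' control ratios was not run, since the table has no such probe sets. Signal over background was not used here, which limits what can be said of dim probe sets.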

Differences from the paper's values

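No test in this part was chosen after the result was seen. Counts are compared at the paper's threshold, where a count differs at over 1.5 times. Folds are compared at the gene's probe set whose fold in the authors' deposited table is the printed one within 0.005, which favours a match, or else at that of smallest p. A fold differs when its log2 lies off by more than the larger replicate SD plus 0.01 for rounding. The setting with the authors' deposited p-values takes their deposited folds too, and adjusts rounded p-values. The FDR in the authors' deposited table is under 0.05 for 0 probe sets in physiological aging, where 6765 symbols pass the study's threshold. That FDR is under 0.05 for 2295 probe sets in accelerated aging, 65 in early events and 312 in late events. Settings are the alternatives set before the data were examined. Of 91 folds printed in the paper and compared here, 85 lay within that tolerance and 1 had the opposite sign. For gene symbols at the methods' threshold in early events the paper's value is 1759 and the value here 4306. It falls within the tolerance in 1 setting and no other, the plain t-test on the 4 arrays of a comparison. The paper's methods name no such test. For gene symbols in this comparison only in early events the paper's value is 396 and the value here 661. It falls within the tolerance without SAMR1 16 weeks replicate 1 and without SAMP8 16 weeks replicate 2. It does so too with the dim filter, array weights, pairwise fit, plain t-test and authors' deposited p-values, and in no other setting. For gene symbols in this comparison only in late events the paper's value is 763 and the value here 291; it falls within the tolerance in these settings and no other: array weights, pairwise fit, authors' deposited p-values. For gene symbols common to the comparisons in all 4 comparisons the paper's value is 166 and the value here 564; it falls within the tolerance in these settings and no other: brightest probe set of each gene. For *Prss22* signed fold in late events the paper's value is 6.1 and the value here 5.74; it falls within the tolerance in these settings and no other: without SAMR1 1 year replicate 1, without SAMP8 1 year replicate 1, authors' deposited p-values. For *Abcb1a* signed fold in late events the paper's value is 4.72 and the value here 5.26; it falls within the tolerance in these settings and no other: authors' deposited p-values. For *Ppp1r1a* signed fold in early events the paper's value is −3.8 and the value here −3.16; it falls within the tolerance in these settings and no other: authors' deposited p-values. For *Klf12* signed fold in early events the paper's value is −3.38 and the value here −3.18; it falls within the tolerance in these settings and no other: without SAMR1 16 weeks replicate 2, authors' deposited p-values. For *Nedd4l* signed fold in late events the paper's value is −2.84 and the value here −2.5; it falls within the tolerance in these settings and no other: authors' deposited p-values. For *Jun* signed fold in late events the paper's value is −1.19 and the value here 1.28; it does so in none of the settings.

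The authors' deposited table gives *Jun* a fold of 1.19 in late events, the opposite of the paper's sign. Of the genes reported here from the paper's tables, the study's threshold was passed by 19 of 19 in physiological aging, 19 of 19 in accelerated aging, 20 of 20 in early events and 19 of 20 in late events, and limma's adjusted test by 17, 17, 17 and 18. Of the synapse genes named, 6 of 6 in physiological aging, 6 of 8 in accelerated aging, 2 of 3 in early events and 2 of 5 in late events passed the study's threshold, and of the network genes reported here, 1 of 1, 1 of 1, 0 of 2 and 0 of 1. By the authors' deposited values the network genes *Tcf3* and *Mdm2* pass that threshold in early events. Genes the paper names that limma's adjusted test did not call were called, by adjusted p, under other settings as follows. Array weights: *Il13ra1* in physiological aging; *Ttr* in accelerated aging; *Cxcl13*, *Egr2*, *Il17d*, *Irf2bp2*, *Junb*, *Pcolce2* and *Ptpro* in late events. Arrays centred on their medians: *Npas4* and *Tmem57* in physiological aging; *Ttr* in accelerated aging. Authors' deposited p-values: *Npas4* in physiological aging; *Il17d*, *Pcolce2* and *Ppp1r3g* in late events. Dim filter: *Npas4*, *Tmem57* and *Tnfrsf21* in physiological aging; *Ttr* in accelerated aging. EBayes with trend and robust: *Ccnb1*, *Fyn*, *Id2*, *Il13ra1*, *Tmem57* and *Tnfrsf21* in physiological aging; *Ackr4*, *Irf5* and *Lhx2* in accelerated aging; *Egr1*, *Il33*, *Irf2bp2*, *Lmcd1*, *Lrrk2* and *Stk3* in early events; *Cxcl13* in late events. Pairwise fit: *Lhx2*, *Tagln2* and *Ttr* in accelerated aging; *Egr2*, *Il17d*, *Ntrk2* and *Pcolce2* in late events. Quantile normalisation again: *Tmem57* in physiological aging. Replicate block: *Il13ra1*, *Npas4* and *Tnfrsf21* in physiological aging; *Fos*, *Lhx2*, *Nsd1*, *Ntrk2* and *Ttr* in accelerated aging; *Stk3* in early events; *Cxcl13* in late events. Without SAMP8 1 year replicate 1: *Fos* and *Npas4* in physiological aging; *Cxcl13* and *Npas4* in late events. Without SAMP8 1 year replicate 2: *Fos* and *Npas4* in physiological aging. Without SAMP8 16 weeks replicate 1: *Ccnb1* and *Il13ra1* in physiological aging; *Ermn* in accelerated aging. Without SAMP8 16 weeks replicate 2: *Ccnb1* and *Il13ra1* in physiological aging. Without SAMR1 16 weeks replicate 1: *Ackr4*, *Fos*, *Il1rap*, *Irf5*, *Lhx2*, *Nsd1*, *Ntrk2*, *Tagln2* and *Ttr* in accelerated aging; *Pmch* in early events; *Egr2*, *Irf2bp2*, *Junb*, *Ntrk2* and *Pcolce2* in late events. Without SAMR1 16 weeks replicate 2: *Cabp7*, *Egr1*, *Fyn*, *Tmem57* and *Tnfrsf21* in physiological aging; *Ackr4*, *Fos*, *Il1rap*, *Irf5*, *Lhx2*, *Nsd1*, *Ntrk2*, *Tagln2* and *Ttr* in accelerated aging; *Crh*, *Egr1*, *Il33*, *Irf2bp2*, *Klf10*, *Lrrk2*, *Pmch* and *Stk3* in early events; *Egr2*, *Irf2bp2*, *Junb*, *Ntrk2* and *Pcolce2* in late events.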

Other observations

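No hypothesis is tested in this part, and the averages over both ages were chosen after the data were seen. Of circadian clock genes with age in SAMR1, 3 of 17 rose, 0 fell and 14 did not pass the test (4 rose and 1 fell when adjusted over the list alone). *Per2* (1.00, standard error 0.16), *Bhlhe40* (0.49, standard error 0.11) and *Cry2* (0.39, standard error 0.09), repressors of the circadian loop, rose, with a median log2 fold change of 0.07, set above the other genes by camera (adjusted p = 0.0268, and adjusted p = 0.619 with an estimated correlation). The call ended at an adjusted p of 0.0687 without SAMR1 1 year replicate 1 and 0.256 without SAMR1 16 weeks replicate 1. In SAMP8, *Clock* fell (−0.29, standard error 0.06), and 0 of 17 rose, 1 fell and 16 did not pass the test (1 rose and 3 fell when adjusted over the list alone), with a median log2 fold change of −0.07 (adjusted p = 0.857 from camera). Between the strains at 16 weeks, 0 of 17 passed limma's adjusted test, and 0 when adjusted over the list alone (4 up and 0 down at an unadjusted p under 0.05), with a median log2 fold change of 0.05, set above the other genes by camera (adjusted p = 0.04, and adjusted p = 0.488 with an estimated correlation). That call ended at an adjusted p of 0.133 without SAMP8 16 weeks replicate 1, 0.0509 without SAMR1 1 year replicate 1, 0.0511 without SAMR1 1 year replicate 2 and 0.737 without SAMR1 16 weeks replicate 1. At 1 year 0 of 17 passed limma's adjusted test, and 0 when adjusted over the list alone (1 up and 3 down at an unadjusted p under 0.05), with a median log2 fold change of −0.09 (adjusted p = 0.0649 from camera). Of cholesterol synthesis genes with age in SAMR1, 1 of 23 rose, 1 fell and 21 did not pass the test (1 rose and 2 fell when adjusted over the list alone), where *Dhcr7* fell (−0.71, standard error 0.08), with a median log2 fold change of −0.02 (adjusted p = 0.924 from camera). In SAMP8 *Ebp* (−0.67, standard error 0.09) and *Sc5d* (−0.42, standard error 0.07) fell and *Insig1* rose (0.52, standard error 0.09), where 1 of 23 rose, 2 fell and 20 did not pass the test (1 rose and 4 fell when adjusted over the list alone), with a median log2 fold change of −0.08 (adjusted p = 0.77 from camera). Between the strains, *Dhcr7* was lower in SAMP8 at 16 weeks (−0.46, standard error 0.08), where 0 of 23 rose, 1 fell and 22 did not pass the test (6 rose and 3 fell when adjusted over the list alone), with a median log2 fold change of 0.12, set above the other genes by camera (adjusted p = 0.0329, and adjusted p = 0.323 with an estimated correlation). This call ended at an adjusted p of 0.284 without SAMP8 16 weeks replicate 1 and 0.103 without SAMR1 16 weeks replicate 2. At 1 year 0 of 23 passed limma's adjusted test, and 0 when adjusted over the list alone (3 up and 1 down at an unadjusted p under 0.05), with a median log2 fold change of 0.09, set above the other genes by camera (adjusted p = 0.0381, and adjusted p = 0.398 with an estimated correlation), a call that ended at an adjusted p of 0.0607 without SAMP8 1 year replicate 1, 0.0928 without SAMP8 1 year replicate 2, 0.148 without SAMR1 1 year replicate 1 and 0.0554 without SAMR1 1 year replicate 2.

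Averaged over both ages, interferon response genes were higher in SAMP8, where 7 of 40 passed over all genes (20 adjusted over the list alone), *Lgals3bp*, *Ifi27*, *Rtp4*, *Gbp3*, *Irf9*, *Ifit1* and *Cmpk2*, with adjusted p = 0.0192 from camera with an estimated correlation. Values for the other cell type and tissue lists are given in the order physiological aging, accelerated aging, early events and late events, as genes called upward and genes called downward. Of 10 genes of oligodendrocyte progenitors, limma called 0 and 2, 0 and 1, 0 and 0, then 0 and 0. Adjusted over the list alone these were 0 and 2, 0 and 2, 1 and 0, then 0 and 0, at an unadjusted p under 0.05 they were 0 and 5, 0 and 3, 2 and 1, then 2 and 0, and the adjusted p from camera was 0.0952, 0.398, 0.433 and 0.0614. *Cspg4* and *Gpr17* fell in SAMR1 and *Gpr17* in SAMP8. Of 16 genes of endothelium, limma called 0 and 0, 0 and 0, 1 and 0, then 2 and 0. Adjusted over the list alone these were 0 and 0, 0 and 0, 2 and 0, then 3 and 0, at an unadjusted p under 0.05 they were 0 and 4, 1 and 0, 2 and 3, then 4 and 1, and the adjusted p from camera was 0.168, 0.857, 0.599 and 0.0649. *Abcb1a*, a transporter of the blood-brain barrier, was higher in SAMP8 at both ages and *Ly6a* at 1 year. Of 11 genes of pericytes and smooth muscle, limma called 0 and 0, 0 and 0, 0 and 0, then 0 and 0. Adjusted over the list alone these were 0 and 0, 0 and 0, 0 and 0, then 1 and 0, at an unadjusted p under 0.05 they were 0 and 2, 1 and 2, 1 and 0, then 1 and 0, and the adjusted p from camera was 0.873, 0.763, 0.298 and 0.503. Of 15 genes of meninges, limma called 0 and 1, 0 and 0, 0 and 0, then 0 and 0. Adjusted over the list alone these were 0 and 1, 0 and 0, 0 and 0, then 0 and 0, at an unadjusted p under 0.05 they were 0 and 1, 0 and 1, 0 and 1, then 0 and 0, and the adjusted p from camera was 0.886, 0.947, 0.24 and 0.426. *Crabp2* was the gene that fell in SAMR1. Of 9 genes of blood, limma called 0 and 0, 0 and 0, 0 and 0, then 0 and 0. Adjusted over the list alone these were 0 and 0, 0 and 0, 0 and 0, then 0 and 0, at an unadjusted p under 0.05 they were 1 and 0, 2 and 0, 0 and 0, then 0 and 0, and the adjusted p from camera was 0.892, 0.823, 0.606 and 0.772. For astrocytes in SAMR1, 1 of 16 rose and 1 fell, 1 and 2 when adjusted over the list alone, with an adjusted p of 0.981 from camera, where *Sox9* rose and *Atp1b2* fell.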
